# Distinct cell types along thick ascending limb express pathways for monovalent and divalent cation transport

**DOI:** 10.1172/jci.insight.190992

**Published:** 2025-06-05

**Authors:** Hasan Demirci, Jessica P. Bahena-Lopez, Alina Smorodchenko, Xiao-Tong Su, Jonathan W. Nelson, Chao-Ling Yang, Joshua N. Curry, Xin-Peng Duan, Wen-Hui Wang, Yuliya Sharkovska, Ruisheng Liu, Duygu Elif Yilmaz, Catarina Quintanova, Katie Emberley, Ben Emery, Nina Himmerkus, Markus Bleich, David H. Ellison, Sebastian Bachmann

**Keywords:** Metabolism, Nephrology, Calcium signaling, Epithelial transport of ions and water, Potassium channels

## Abstract

Kidney thick ascending limb (TAL) cells reabsorb sodium, potassium, calcium, and magnesium and contribute to urinary concentration. These cells are typically viewed as a single type that recycles potassium across the apical membrane and generates a lumen-positive transepithelial voltage driving calcium and magnesium reabsorption, though variability in potassium channel expression has been reported. Additionally, recent transcriptomic analyses suggest that different cell types exist along this segment, but classifications have varied and have not led to a new consensus model. We used immunolocalization, electrophysiology, and enriched single-nucleus RNA-Seq to identify TAL cell types in rats, mice, and humans. We identified 3 major TAL cell types defined by expression of potassium channels and claudins. One has apical potassium channels, has low basolateral potassium conductance, and is bordered by a monovalent cation-permeable claudin. A second lacks apical potassium channels, has high basolateral potassium conductance, and is bordered by calcium- and magnesium-permeable claudins. A third type also lacks apical potassium channels and has high basolateral potassium conductance, but these cells are ringed by monovalent cation-permeable claudins. The recognition of diverse cell types may resolve longstanding questions about how solute transport can be modulated selectively and how disruption of these cells leads to human disease.

## Abstract 2

The results show there are three cell types along the kidney thick ascending limb, enabling it to adjust solute absorption selectively to maintain homeostasis.

## Introduction

The kidney thick ascending limb (TAL) reabsorbs several filtered solutes and contributes importantly to urinary concentration and dilution. As physiological challenges to extracellular fluid volume, divalent ion metabolism, or water balance may occur independently, the TAL must be able to adjust solute transport selectively in response to physiological need. Yet, TAL cells are generally viewed as expressing a common set of key transport proteins. These include the sodium, potassium, chloride transporter (NKCC2) and a K^+^ channel (ROMK) at the apical membrane and a chloride channel at the basolateral membrane. The combination of K^+^ recycling across the apical membrane and Cl^–^ exit across the basolateral membrane generates a transepithelial voltage oriented with the lumen positive relative to interstitium (1–3).

Ca^2+^ and Mg^2+^ reabsorption along the TAL take place via a paracellular pathway comprising claudins 16 and 19 (4), driven by the transepithelial voltage. Transport of these ions can be modulated separately from that of Na^+^. High Ca^2+^ intake, for example, decreases paracellular Ca^2+^ transport along the cortical TAL (cTAL) without altering transcellular NaCl transport (5), an effect that is likely mediated in part by the calcium-sensing receptor (CaSR) (6). While activating mutations of the CaSR in humans sometimes lead to mild salt wasting (7), the bulk of evidence indicates that CaSR activation along the TAL primarily affects Ca^2+^ transport with minimal effects on transepithelial voltage or NaCl excretion (6, 8). Along the same lines, parathyroid hormone (PTH) appears capable of stimulating Ca^2+^ reabsorption with little or no effect on transepithelial voltage or NKCC2 (9).

One way that differential regulation may occur is because the TAL comprises different cell types. Early studies in amphiuma and hamster posited the existence of 2 cell types, one with high basolateral K^+^ conductance (HBC) and another with low basolateral conductance (LBC) (10, 11). It was later shown that some TAL cells do not express ROMK at their apical membrane (12, 13), a finding incorporated by Dimke and Schnermann in a TAL model with 2 cell types based on K^+^ conductance (14). Yet, their model did not link K^+^-conductive cell types to cells that transport Ca^2+^ and Mg^2+^.

More recently, Milatz and colleagues (15) reported that different claudins, tight junction proteins that act as paracellular solute “gates,” are expressed in a mutually exclusive *mosaic pattern* along the TAL. As these claudins are selectively permeable for divalent (claudins 16 and 19, CLDN16 and CLDN19) and monovalent cations (claudin 10, CLDN10), this suggested that there are discrete paracellular pathways for the different cations (4). Recently, transcriptomic analyses have also detected clusters of TAL cells, one predominantly expressing CLDN16 and the other predominantly expressing CLDN10 (16–18), seemingly aligning with the immunolocalization results. Yet the terms used to denote cells and the gene signatures involved (17–20) have not been integrated with important, but often neglected, earlier results concerning sodium and potassium transport pathways (10–13). Here, by combining immunocytochemical, transcriptomic, and electrophysiological approaches across multiple species, we show the existence of 2 primary TAL cell types in the cortex and outer stripe of the outer medulla (OSOM), one that should transport Na^+^ efficiently and generate the transepithelial voltage and the other that should be electroneutral, transport Ca^2+^ and Mg^2+^, and respond to regulators of Ca^2+^ metabolism. A third cell type, present only in the inner stripe of the outer medulla (ISOM), combines key features of the other two and likely participates in K^+^ reabsorption.

## Results

### Immunohistochemistry reveals mosaicism of ion channel expression.

We first verified that, in contrast with uniform expression of NKCC2 along the entire TAL, apical immunoreactive ROMK signal shows mosaic expression along both cTAL and medullary TAL (mTAL) (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.190992DS1). ROMK signal was concentrated in the apical aspect of cells categorized as positive with primary antibody concentration adjusted to optimal signal-to-noise ratio. In this standard condition, cells categorized as negative were lacking detectable luminal ROMK signal and were distributed singly or in patches of 2 to 4 cells. At electron microscopic resolution, ROMK immunoreactive signal was strictly located at the apical membrane of ROMK-positive TAL cells by immunoperoxidase staining; the signal ended abruptly at the tight junctions coupling ROMK-positive to adjacent ROMK-negative cells (Figure 1, B and C). cTAL segments contained 28% ± 2% ROMK-negative cells, mTAL of OSOM 37% ± 1%, and mTAL of ISOM 46% ± 7%, respectively (Figure 1D). Mosaic ROMK signal was comparable across species with mouse and rat kidney samples displaying similar numerical outcome; no significant sex differences were encountered. Concomitant NKCC2 apical signal was uniform, lacking mosaicism throughout (Supplemental Figure 1, B–D). In contrast with the mosaicism of ROMK protein signal, *Kcnj1* mRNA, encoding ROMK, was present in all TAL cells as detected by in situ hybridization (Supplemental Figure 2).

The Kir4.1 inwardly rectifying K^+^ channel, known to be present along the basolateral membrane of TAL cells (21), revealed mosaicism as well that was mutually exclusive to ROMK expression in TAL across zones. Commonly, ROMK-negative TAL cells thus expressed significant Kir4.1 signal, whereas ROMK-positive cells were devoid of Kir4.1 signal (Figure 1, E and F). Kir4.1-negative cells amounted to 48% ± 8% in cTAL, 36% ± 6% in mTAL of OSOM, and 33% ± 7% in mTAL of ISOM (Figure 1G). Further mosaicism was detected for the CaSR with strong signal in cTAL and gradually decreasing strength in mTAL. Cells expressing either CaSR or ROMK were typically found in mTAL, whereas in cTAL, ROMK-positive cells commonly also expressed CaSR (Figure 1H).

### Potassium channels in macula densa.

In macula densa, ROMK signal was evenly or irregularly distributed (Supplemental Figure 3). ROMK-negative cells were mostly solitary, but 2 or 3 adjacent negative cells were also found (Supplemental Figure 3). In the postmacula segment, ROMK distribution did not differ from that in upstream cTAL.

### ROMK is expressed in cells with lower total potassium conductance.

The immunolocalization studies suggest differential K^+^-conductive pathways among TAL cells, and as 2 patterns of TAL cell conductances were reported in hamster (11), we performed whole-cell voltage-clamp experiments in isolated and split-open mouse cTAL. Figure 2A shows examples of patch-clamp recordings from tertiapin-Q–sensitive (TPNQ, 400 nM) K^+^ currents indicating ROMK at –40 mV (22). The residual Ba^2+^-sensitive K^+^ currents indicate K^+^ channels other than ROMK. Figure 2B summarizes the results, showing that there are 2 types of cTAL cells, one displaying TPNQ-sensitive ROMK channel activity (390 ± 42 pA; 6 of 14 cells) and another with no ROMK channel activity (8 of 14 cells); the latter display higher Ba^2+^-sensitive K^+^ currents compared with the former. As whole-cell electrophysiology does not permit luminal and basolateral membranes to be perturbed individually, we perfused dissected cTAL segments. Membrane voltage changes were measured by confocal microscopy using the membrane voltage dye Di-8-ANEPPS (Figure 2C). At constant luminal K^+^ concentration, the basolateral K^+^ concentration was increased to depolarize cells that have a high fractional K^+^ conductance at the basolateral membrane. During this maneuver, some TAL cells depolarized, whereas others did not. Relative fluorescence intensities before and after exposure to basolateral 30 mmol/L K^+^ are shown in Figure 2D from 11 individual cells of 4 TAL tubules. Fluorescence increase indicates depolarization in the presence of 30 mmol/L K^+^ at the basolateral side, which is indicative of a basolateral K^+^ conductance. No response indicates that the membrane voltage completely depends on luminal K^+^ channels as the luminal K^+^ concentration remained constant throughout the experiment; distinct cell types could thus be identified (Figure 2E).

### Immunohistochemistry links claudin mosaicism with ROMK.

Mosaicism was further verified in the expression of the 2 key tight junctional proteins, CLDN10 and CLDN16, along TAL as previously reported (15, 23). Accordingly, CLDN10-positive cells were encountered along the entire cTAL and mTAL, whereas CLDN16-positive cells were restricted to TAL within cortex, OSOM, and outermost ISOM (Figure 3). At the cellular level, CLDN10 immunoreactivity decorated the basolateral membrane and tight junction, as reported (24), whereas CLDN16 was strictly confined to the junctional location. In cortex and OSOM, ROMK-negative cells were entirely surrounded by a CLDN16-positive junctional belt, whereas ROMK-positive cells revealed 2 types of junctional belt composition. In one, ROMK-positive cells surrounded by other ROMK-positive cells expressed a CLDN10 junctional belt at their entire circumference. In the other, ROMK-positive cells bordering ROMK-negative cells displayed CLDN16 junctional belt where they were contacting each other, so that ROMK-positive cells, but not ROMK-negative/Kir4.1-positive cells, revealed a heterogeneity between CLDN10 and CLDN16 signals along their junctional portions (Figure 3, A and B, diagrammed in Figure 3C).

These junctional staining patterns were verified in mouse isolated cTAL segments (Supplemental Figure 4), where mixing of CLDN10 and CLDN16 signals in a single tight junction was not observed. Some features in the ISOM were different. As noted above, cells in this region expressed only CLDN10, and this was true for both ROMK-positive and Kir4.1-positive cells (Figure 3, D and E, diagrammed in Figure 3F).

### Enriched single-nucleus RNA sequencing reveals distinct TAL cell types.

To classify TAL cell types and complement the anatomical and functional studies above, we enriched TAL nuclei for single-nucleus RNA sequencing (snRNA-Seq). 

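The experiment comprised 2 libraries of nuclei sorted for green fluorescence (FANS) from kidneys of NKCC2-INTACT mice, whose TAL nuclei carry Sun1-sfGFP after tamoxifen (1 mg per day for 5 days, then 10 days of induction). Dissected cortex was a superficial strip of about 20% of the depth, and dissected medulla was the remaining tissue, so that deep cortex lies in the medulla portion. According to the paper, 150000 nuclei were sorted and 17000 loaded per sample. There is 1 library per region and no replicate, so no difference between regions can be separated from a difference between libraries, and no test across animals was possible. The authors captured transcripts with PIPseq and counted them per gene and barcode on GRCm39 with PIPseeker. The deposited values are raw transcript counts of 32227 genes, before the authors' removal of doublets, correction for ambient RNA and normalization. The cortex library held 16457300 counts in 5442 barcodes called as nuclei, with a median of 2427 counts per barcode. The medulla library held 20947211 counts in 8121 barcodes, with a median of 2430. Because these count matrices name no cell types, classes were rebuilt from the counts. Nuclei with at least 500 genes and at most 5% mitochondrial counts were kept, barcodes with high Scrublet doublet scores were removed per library (in cortex the 434 above its automatic threshold, in medulla the 5% with the highest scores, because the threshold called 7), and both libraries were clustered together by the Leiden method on 2000 variable genes that excluded every gene named in the Results. Clusters were named from marker genes listed in the paper's supplemental data for its own TAL types, and the names therefore end in "-like". Expression is given as CPM, the counts of a gene summed over the nuclei of a class and library, divided by all counts of that class and library and scaled to a common total. Intervals are 95% intervals (exact Poisson for CPM, conditional binomial for ratios, Clopper-Pearson for shares) and cover counting error only.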

Given that TAL cells constitute a small fraction of kidney tissue and exhibit heterogeneity across and within kidney zones, we employed an enrichment approach to enhance resolution. First, we generated NKCC2-INTACT (Isolation of Nuclei TAgged in specific Cell Types) mice by crossing NKCC2-Cre and CAG-Sun1/superfolder GFP (sfGFP) lines, enabling inducible TAL-specific nuclear labeling, as we previously described for distal convoluted tubule (DCT) snRNA-Seq (25). Tamoxifen-induced recombination efficiently targeted TAL cells (Figure 4A). Transcriptomic analysis of enriched NKCC2-INTACT nuclei showed uniform *Slc12a1* (NKCC2) expression, validating TAL cell identity (Supplemental Figure 5A). Additionally, kidneys were manually dissected into cortical and medullary regions prior to sequencing, with uniform manifold approximation and projection (UMAP) visualization revealing clear segregation of TAL cells between these regions (Supplemental Figure 5, B and C).

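Slc12a1 (ENSMUSG00000027202, chromosome 2 from 124994425 to 125071922 of GRCm39) had at least 1 count in 3910 of 3911 nuclei of the TAL clusters in the cortex library and in 7299 of 7300 in the medulla library. The median was 36 counts per nucleus in cortex (5th to 95th percentile 16 to 67) and 48 in medulla (26 to 78). Sorted barcodes of other classes carried the transcript too. Proximal tubule-like barcodes of the cortex library had a median of 32 Slc12a1 counts, and 82 of 629 of them had at most 2 counts (13.0%). In the medulla library their median was 28, and 101 of 228 had at most 2 (44.3%). Detection of Slc12a1 alone did not separate TAL nuclei from other sorted barcodes. Among TAL classes, the Slc12a1 level was 1.34 times higher in TAL-α-like than in TAL-β-like nuclei of the cortex (95% interval 1.32 to 1.36) and 1.42 times higher in the medulla (1.40 to 1.44). MD-like nuclei had the lowest medians, 25 counts in cortex and 27 in medulla, but were also shallower. Scaled to all counts, their Slc12a1 level was not below that of TAL-β-like nuclei. It was 14398 CPM in cortex, against 14014 CPM in TAL-β-like nuclei, and 14697 against 14658 CPM in medulla. This order depends on the scaling. TMM factors were 1.13 in cortex and 1.16 in medulla for MD-like nuclei, against 0.989 and 0.964 for TAL-β-like nuclei. Dividing by them puts the MD-like level below that of TAL-β-like nuclei in both libraries.

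**Figure D1:**
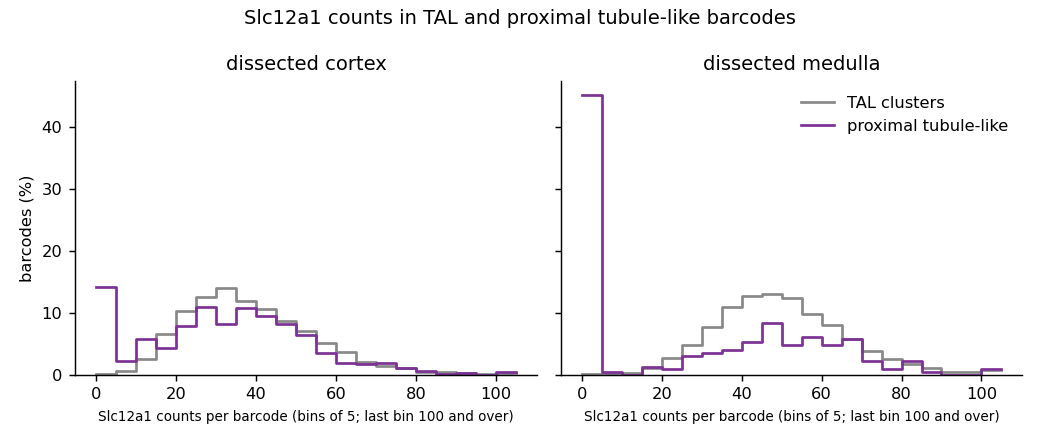
Slc12a1 counts per barcode (x axis, bins of 5 counts, the last bin holds 100 and over) against the share of barcodes in percent (y axis) for nuclei of the TAL clusters and for proximal tubule-like barcodes of each library. TAL nuclei form a single peak, and proximal tubule-like barcodes have an additional peak at the lowest counts.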

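The separation of the libraries was measured in the space of the first 10 principal components, computed without integration. Among the 20 nearest neighbours of a cortical TAL nucleus, 71.4% on average were cortical, although cortical nuclei made up 34.9% of all TAL nuclei. For medullary nuclei 85.8% of the neighbours were medullary, against a share of 65.1%. Within a class, the share has to be set against the library composition of that class. Of the neighbours of medullary TAL-γ-like nuclei, 99.5% were medullary, as were 99.1% of all TAL-γ-like nuclei. For MD-like nuclei the values were 11.1% and 12.0%. They were 74.3% and 56.3% for TAL-α-like and 41.0% and 27.5% for TAL-β-like nuclei. The shares of TAL-γ-like and MD-like nuclei thus lay close to the composition of their class. Those of TAL-α-like and TAL-β-like nuclei lay above it. Region and library are the same split here, so separation by region cannot be told apart from separation by library.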

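Joint clustering of 12722 nuclei gave 15 clusters, of which 8 were TAL clusters with 11211 nuclei. TAL-α-like nuclei were held by 3 clusters, and TAL-β-like, TAL-γ-like and MD-like nuclei by 1 cluster each. The α-like nuclei of the libraries were spread differently over these clusters. A single cluster held 65.6% of the cortical and 16.4% of the medullary α-like nuclei, another held 33.0% and 46.4%, and the remaining cluster held 1.41% and 37.2%. The other 2 TAL clusters carried markers of more than 1 class. A cluster of 15 cortical and 2109 medullary nuclei carried α and γ markers, and a cluster of 93 cortical and 381 medullary nuclei carried β and γ markers. Both were kept apart as mixed under a rule set after the cluster markers had been seen. For a cluster made up mostly of 1 library, that share alone cannot tell a regional cell type from a difference between libraries. No cluster was named proliferating.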

Results identified 3 major and 2 minor TAL cell clusters (Figure 4B). 

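The genes Cldn10 (chromosome 14 from 119025320 to 119112901 of GRCm39), Cldn16 (chromosome 16 from 26281885 to 26301515) and Kcnj10 (chromosome 1 from 172168765 to 172201652) were used neither for clustering nor for naming, so their levels were read afterwards. Cldn10 reached 204 CPM in cortical and 246 CPM in medullary TAL-α-like nuclei and 216 CPM in medullary TAL-γ-like nuclei, against 3.05 CPM (9 counts) and 10.1 CPM (13 counts) in TAL-β-like nuclei. The ratio of TAL-α-like to TAL-β-like was 66.9 in cortex (95% interval 35.1 to 147) and 24.3 in medulla (14.2 to 45.8). The cortical ratio fell to 16.7 with doublets kept, the alternative that moved it most. Cldn16 was highest in TAL-β-like nuclei, at 256 CPM in cortex and 306 CPM in medulla. It was also counted at 107 CPM in cortical and 73.5 CPM in medullary TAL-α-like nuclei, so that the β to α ratio was 2.38 (2.12 to 2.68) in cortex and 4.16 (3.62 to 4.78) in medulla. In medullary TAL-γ-like nuclei Cldn16 stood at 52.8 CPM. Counts of both claudins in the same nucleus were found in 8.30% of cortical TAL-α-like nuclei, where the product of the separate shares is 7.63%. The mixed α/γ nuclei of the medulla had 238 CPM of Cldn10, 7.82 CPM of Cldn16 and 8.85 CPM of Kcnj10. In Cldn10 and Kcnj10 they were close to medullary TAL-α-like nuclei, which had 246, 73.5 and 6.81 CPM of these genes. The mixed β/γ nuclei had 31.6, 234 and 218 CPM of the same genes in the medulla.

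**Figure D2:**
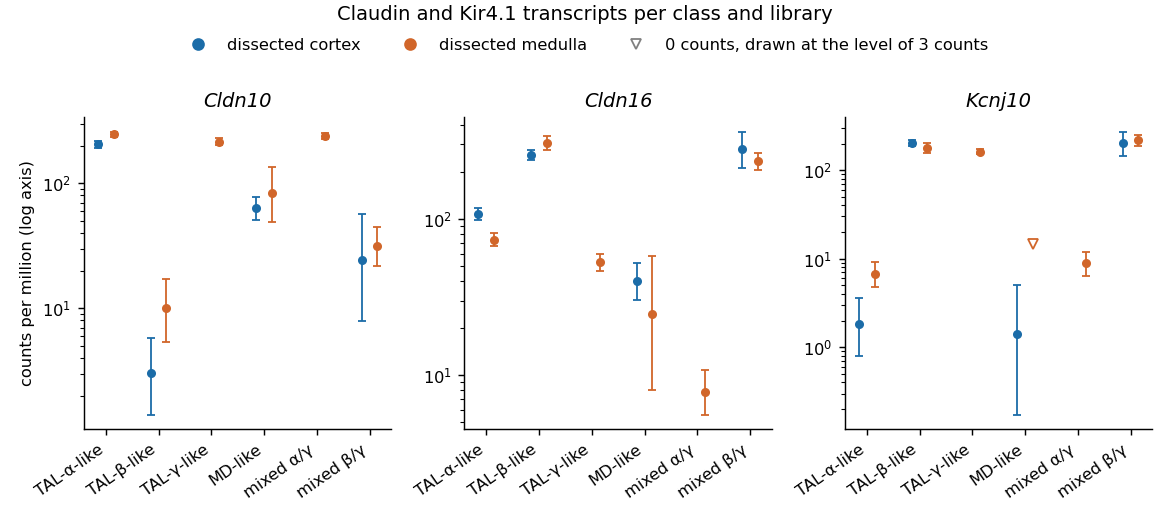
CPM (log axis) of Cldn10, Cldn16 and Kcnj10 per class in dissected cortex and dissected medulla; points are class sums, bars are Poisson 95% intervals, and an open triangle marks 0 counts drawn at the level of 3 counts. TAL-β-like nuclei lie lowest for Cldn10 and highest, with mixed β/γ nuclei, for Cldn16, and Kcnj10 lies high in TAL-β-like, TAL-γ-like and mixed β/γ nuclei.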

The major clusters were classified as TAL-α (claudin 10–positive, Kir4.1-negative), TAL-β (claudin 16–positive, Kir4.1-positive), and TAL-γ (claudin 10–positive, Kir4.1-positive) (Figure 4C and Supplemental Table 1). 

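Shares are of the FANS-sorted nuclei in TAL clusters of each library. In the cortex library, 45.3% were TAL-α-like (1771 nuclei, 95% interval 43.7 to 46.9), 31.7% TAL-β-like (1239 nuclei, 30.2 to 33.2), 19.8% MD-like (776 nuclei, 18.6 to 21.1) and 0.435% TAL-γ-like (17 nuclei, 0.253 to 0.695). In the medulla library, 31.3% were TAL-α-like (2285 nuclei, 30.2 to 32.4), 6.44% TAL-β-like (470 nuclei, 5.89 to 7.03), 26.7% TAL-γ-like (1949 nuclei, 25.7 to 27.7) and 1.45% MD-like (106 nuclei, 1.19 to 1.75). The mixed α/γ cluster held another 28.9% and the mixed β/γ cluster 5.22% of medullary TAL nuclei, against 0.384% and 2.38% in cortex. The shares depended on the clustering. The TAL-α-like share went furthest in cortex with the deposited PIPseeker clusters (32.0%), and in medulla it ranged from 19.4% with 30 principal components to 60.2% with the mixed clusters counted in, a grouping chosen after seeing the data. In medulla the TAL-β-like share ranged from 4.12% to 11.7% and the TAL-γ-like share from 23.5% to 41.2%. Of all TAL-γ-like nuclei, 99.1% came from the medulla library (98.6 to 99.5). With each library clustered separately, 0 cortical nuclei were named TAL-γ-like, and at a clustering resolution of 1.2 the cortical share was 2.66%.

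**Figure D3:**
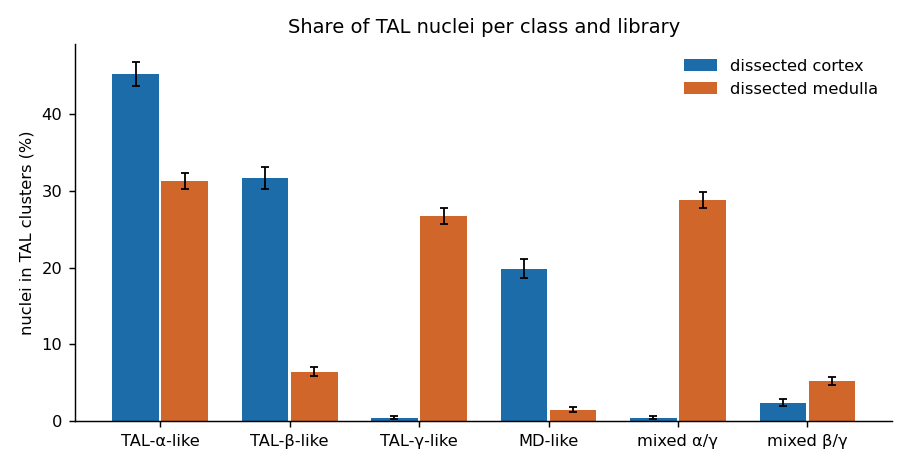
Share of sorted nuclei in TAL clusters (y axis, percent) per class in dissected cortex and dissected medulla; bars are shares and black lines Clopper-Pearson 95% intervals. TAL-γ-like and mixed α/γ nuclei are nearly all medullary, and TAL-β-like and MD-like shares are higher in cortex.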

TAL-α and TAL-β cells were present in both cortical and medullary regions, whereas TAL-γ cells were exclusive to the medulla (Figure 4B). Among the minor clusters, one exhibited nitric oxide synthase 1 (*Nos1*) expression, indicating that it represents MD cells, while the other expressed DNA topoisomerase II alpha (*Top2a*), representing a small population of proliferating cells (Figure 4C). These findings align with prior transcriptomic analyses of cortex (17, 18) but provide enhanced resolution, particularly within the medullary regions.

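Nos1 (chromosome 5 from 117918971 to 118096905 of GRCm39) had 1731 CPM in cortical MD-like nuclei and 1775 CPM in medullary MD-like nuclei, a class named without Nos1. Its level was 254 times that of TAL-α-like and TAL-β-like nuclei together in cortex (95% interval 192 to 343) and 588 times that of TAL-α-like, TAL-β-like and TAL-γ-like nuclei together in medulla (415 to 858). At least 1 Nos1 count was found in 88.7% of MD-like nuclei in cortex and in 83.0% in medulla, against 1.92% and 1.01% of TAL-α-like nuclei. Proximal tubule-like barcodes with at most 2 Slc12a1 counts, used as a class that should lack the gene, had Nos1 counts in 1.22% (82 barcodes, median 3488 counts) and 1.98% (101 barcodes, median 4555 counts). MD-like nuclei were shallower, with medians of 1782 and 1908 counts. After thinning every nucleus to 1000 counts, the MD-like shares were 72.7% and 71.4%. Top2a (chromosome 11 from 98883769 to 98915062) had 76 counts over all TAL nuclei. No cluster was named proliferating, but this rests on a rule set after the cluster markers had been seen. A cluster kept as TAL-α-like had 7 of 10 proliferation markers raised. Nuclei with at least 3 of 10 proliferation markers other than Top2a were counted instead. They numbered 4 of 3911 in cortex (0.102%, 0.0279 to 0.262) and 3 of 7300 in medulla (0.0411%, 0.00848 to 0.120). Top2a was detected in 4 of these 7 nuclei (57.1%) and in 47 of the 11204 others (0.419%). The 7 nuclei were deeper, with a median of 3668 counts against 2342, so that depth raises their detection too.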

The enriched-TAL dataset revealed molecular heterogeneity, particularly within the medullary TAL. 

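Kcnj10 (ENSMUSG00000044708) had 203 CPM (597 counts) in cortical TAL-β-like nuclei and 1.82 CPM (8 counts, 95% interval 0.787 to 3.59) in cortical TAL-α-like nuclei, a ratio of 111 (56.0 to 259). In the medulla it had 180 CPM in TAL-β-like, 163 CPM in TAL-γ-like and 6.81 CPM (39 counts, 4.84 to 9.30) in TAL-α-like nuclei. The β to α ratio there was 26.4 (18.7 to 38.1) and the γ to α ratio 23.9 (17.3 to 33.9). The γ to β ratio of 0.905 (0.780 to 1.05) left the 2 classes indistinguishable, although the interval excluded 1 under some alternatives, at 0.698 with the deposited PIPseeker clusters. MD-like nuclei held 2 counts in cortex and 0 in medulla, where 3 counts would be 14.8 CPM. At least 1 Kcnj10 count was present in 35.0% of cortical and 32.6% of medullary TAL-β-like nuclei and in 28.0% of TAL-γ-like nuclei. TAL-α-like nuclei had counts in 0.395% and 1.40%, and the proximal tubule-like background class in 4.88% of barcodes in cortex and in 1 of 101 in medulla. Thinning to equal depth lowered the shares to 17.9%, 15.5% and 14.2%, the alternative that moved detection most. The median depth was 2305 and 2720 counts for TAL-β-like, 2336 for TAL-γ-like and 2419 and 2502 for TAL-α-like nuclei. Cldn10 and Kcnj10 were found together in 193 of 1949 TAL-γ-like nuclei (9.90%), where the product of the separate shares is 10.2%, and in 0.323% of cortical TAL-β-like nuclei.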

Notably, *Kcnj10* (Kir4.1) showed distinct patterns: In the cortex, it was exclusively expressed in claudin 16–positive (TAL-β) cells, while in the medulla, it was expressed in both claudin 16–positive (TAL-β) and claudin 10–positive (TAL-γ) cells (Figure 4, B and D–F, and Supplemental Figure 12). Present immunostaining and previous studies (28) suggested that medullary TAL-β cells reside in the OSOM, whereas TAL-γ cells are likely restricted to the ISOM.

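Kcnj1 (chromosome 9 from 32283789 to 32310493 of GRCm39) was counted in every class. At least 1 count was present in 71.4% of cortical TAL-α-like, 63.4% of TAL-β-like and 49.2% of MD-like nuclei, and in the medulla in 76.2%, 64.0%, 71.6% and 41.5% of TAL-α-like, β-like, γ-like and MD-like nuclei. The proximal tubule-like background class had counts in 6.10% (cortex) and 1.98% (medulla) of barcodes. At 1000 counts per nucleus the TAL-α-like shares were 44.3% and 47.7% and the TAL-β-like shares 36.3% and 35.7%. The level in TAL-α-like nuclei was 1.37 times that of the β-like and MD-like nuclei of the cortex (95% interval 1.29 to 1.45). In the medulla it was 1.16 times that of the other classes (1.11 to 1.22). Against TAL-γ-like nuclei alone the ratio was 1.07 (1.02 to 1.13), and at resolution 0.4 it was 1.03 (0.976 to 1.09), an interval that holds 1. The deposited counts carry no information on the location of the protein.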

Although *Kcnj1* (ROMK) transcripts were detected across all clusters, as noted above (Supplemental Figure 2), differential gene expression analysis revealed significant enrichment in TAL-α (adjusted *P* = 3.0 × 10^–45^; Supplemental Data 1), corresponding to apical ROMK expression (Figure 4G). Notably, complete cell type identification requires apical ROMK localization, though transcriptomic data alone can be used to identify TAL-α, TAL-β, and TAL-γ cells (Supplemental Figure 12).

Differentially expressed gene (DEG) analysis further revealed functional distinctions among TAL subtypes. TAL-α and TAL-γ cells (claudin 10–positive) exhibited higher expression of genes associated with sodium transport (*Wnk4*, *Stk39* [SPAK], *Avpr2*), as well as arachidonic acid signaling (*Ptger3*), and the organic anion transmembrane transporter *Slco3a1* (Oatp3a1), which has been implicated in prostaglandin transport (26) (Figure 4H and Supplemental Figure 6A). In contrast, TAL-β cells (claudin 16–positive) showed enriched expression of genes involved in calcium and magnesium homeostasis, including claudin 19 (*Cldn19*), claudin 14 (*Cldn14*), *Casr*, the PTH receptor (*Pth1r*), the vitamin D receptor (*Vdr*), and cyclin and CBS domain divalent metal cation transport mediator 2 (*Cnnm2*) (Figure 4I). 

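Ratios to TAL-β-like nuclei were taken within each library, and TAL-γ-like nuclei were compared in the medulla alone. Wnk4 (chromosome 11 from 101151246 to 101168235 of GRCm39) was 1.97 times higher in TAL-α-like nuclei of the cortex (95% interval 1.84 to 2.11) and 1.57 times in the medulla (1.43 to 1.73), whereas the γ to β ratio was 1.03, with an interval that holds 1. Stk39 (chromosome 2 from 68040789 to 68302723) had α to β ratios of 1.61 and 1.55 and a γ to β ratio of 1.44 (1.34 to 1.54). Ptger3 (chromosome 3 from 157272492 to 157352099) differed most, with α to β ratios of 58.4 in cortex and 27.0 in medulla and a γ to β ratio of 18.8. Slco3a1 (chromosome 7 from 73925161 to 74204944) had α to β ratios of 3.10 and 2.92, but its γ to β ratio was 0.962 (0.860 to 1.08). It was 0.869 (0.771 to 0.982) with the named genes kept for clustering and 1.43 (1.31 to 1.57) with the deposited PIPseeker clusters. Avpr2 (chromosome X from 72935708 to 72939108) had few counts. The α to β ratio was 2.20 in cortex (85 against 26 counts, 1.40 to 3.55) and 1.29 in medulla (0.754 to 2.35), and the γ to β ratio was 1.67 (0.975 to 3.03). The last ratio excluded 1 in 4 of the alternatives, among them doublets kept (2.01, 1.02 to 4.53).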

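In TAL-β-like relative to TAL-α-like nuclei, Pth1r (chromosome 9 from 110550767 to 110576259 of GRCm39) was 3.07 times higher in cortex and 6.24 times in medulla. Cnnm2 (chromosome 19 from 46749986 to 46868631) was 2.39 and 3.23 times higher, Casr (chromosome 16 from 36310949 to 36382503) 1.93 and 2.18 times, Vdr (chromosome 15 from 97752306 to 97808511) 1.70 and 2.59 times, and Cldn19 (chromosome 4 from 119112591 to 119119635) 1.59 and 1.52 times. The 95% intervals of these 10 ratios excluded 1. Cldn14 (chromosome 16 from 93715915 to 93809715) was close to the limit of detection, with 14 counts in cortical TAL-β-like against 17 in TAL-α-like nuclei (ratio 1.23, 95% interval 0.560 to 2.64) and 5 against 10 in the medulla (2.23, 0.597 to 7.15), so a difference was not detectable at this depth. Relative to medullary TAL-γ-like nuclei, TAL-β-like nuclei had 39.7 times the Pth1r level, 7.30 times the Vdr level, 3.35 times the Casr level, 3.07 times the Cnnm2 level and 2.18 times the Cldn19 level. Cldn14 had a β to γ ratio of 4.46 (0.959 to 22.5). Cortical MD-like nuclei differed little in Vdr, with a β to MD ratio of 1.16 (1.02 to 1.33) that at a minimum of 1000 genes per nucleus was 1.13 with an interval holding 1. With the mixed β/γ nuclei counted as TAL-β-like and the mixed α/γ nuclei as TAL-α-like, a grouping chosen after seeing the data, the medullary Cldn14 ratio was 3.07 (1.23 to 7.31). From the enrichment of sodium transport genes in claudin 10-positive cells and of these calcium and magnesium genes in claudin 16-positive cells, the paper concludes that the TAL subtypes are functionally distinct.

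**Figure D4:**
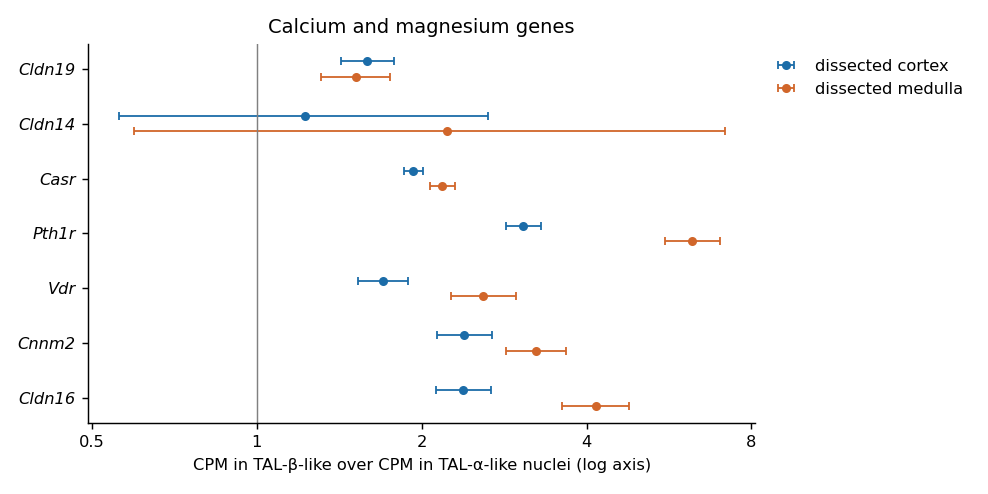
Ratio of CPM in TAL-β-like to TAL-α-like nuclei (log axis) for Cldn19, Cldn14, Casr, Pth1r, Vdr, Cnnm2 and Cldn16 in dissected cortex and dissected medulla, with conditional binomial 95% intervals as bars. All lie right of 1 except Cldn14, whose intervals cross 1 in both libraries.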

Notably, *Wnk1* expression was enriched in TAL-β cells, whereas *Wnk4* was more highly expressed in TAL-α cells (Figure 4H).

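Wnk1 (chromosome 6 from 119900930 to 120015660 of GRCm39) was 4.37 times higher in TAL-β-like than in TAL-α-like nuclei of the cortex and 7.31 times in the medulla. Its level in TAL-β-like nuclei was also 10.7 times that in medullary TAL-γ-like nuclei and 2.23 times that in cortical MD-like nuclei. For Wnk4, TAL-α-like nuclei of the medulla stood above TAL-γ-like nuclei by a ratio of 1.53.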

Other potassium channels also exhibited differential expression. 

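Kcnma1 (chromosome 14 from 23339499 to 24064559 of GRCm39) had 461 CPM in cortical and 300.4 CPM in medullary TAL-α-like nuclei, 5.03 and 3.27 times the level of TAL-β-like nuclei and, in the medulla, 3.51 times that of TAL-γ-like nuclei. MD-like nuclei had more, 541 and 469 CPM, and the α to MD ratio was 0.852 in cortex (95% interval 0.784 to 0.927) and 0.641 in medulla (0.521 to 0.797). With TMM factors the cortical ratio was 0.984. Kcnj16 (chromosome 11 from 110858843 to 110927617) was 1.21 times higher in TAL-β-like than in TAL-α-like nuclei of the cortex and 1.36 times in the medulla. The β to γ ratio was 1.58, and the β to MD ratio 2.55 in cortex and 2.14 in medulla.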

*Kcnma1*, which encodes the potassium calcium-activated channel subfamily M alpha 1 (BK channel), was predominantly expressed in TAL-α cells, while *Kcnj16* (Kir5.1), a channel that forms heterotetramers with Kir4.1, was widely expressed across TAL types but with highest expression in TAL-β cells (Figure 4J). *Kcnt1*, recently linked to the 70 pS apical potassium channel along TAL (27), was exclusive to medullary TAL-α and TAL-γ cells (Figure 5A and Supplemental Figure 5F). 

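Kcnt1 (chromosome 2 from 25753746 to 25809578 of GRCm39) had 203 CPM in medullary TAL-γ-like nuclei (930 counts), 206 CPM in the mixed α/γ nuclei and 91.1 CPM in medullary TAL-α-like nuclei (522 counts). Levels were 24.4 CPM in cortical TAL-α-like (107 counts), 24.9 CPM in medullary TAL-β-like (32 counts) and 6.79 CPM in cortical TAL-β-like nuclei (20 counts), and 78.5 and 77.1 CPM in the mixed β/γ nuclei of cortex and medulla. The 17 cortical TAL-γ-like nuclei held 10 counts, or 274 CPM (95% interval 131 to 503), and the 15 cortical mixed α/γ nuclei held 14 counts, or 446 CPM. Cortical MD-like nuclei held 0 counts, where 3 counts would be 2.11 CPM. At least 1 count was present in 34.4% of TAL-γ-like, 18.1% of medullary and 4.97% of cortical TAL-α-like nuclei, and in 4.89% of medullary and 1.61% of cortical TAL-β-like nuclei. The proximal tubule-like background class had 0 of 82 and 0 of 101 barcodes with Kcnt1. Thinned shares were 17.1%, 7.51%, 2.60%, 1.70% and 1.05% in the same order. The α to β ratio was 3.59 in cortex (95% interval 2.21 to 6.12) and 3.66 in medulla (2.56 to 5.41), and the γ to β ratio 8.15 (5.74 to 12.0). With the deposited PIPseeker clusters the cortical α to β ratio was 0.912 (0.567 to 1.46), and at resolution 0.4 the medullary ratio was 1.22 (0.962 to 1.56).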

A summary of the top 10 DEGs for each TAL cell type is presented in Supplemental Figure 5G, with a comprehensive list of DEGs included in Supplemental Data 1 and 2. Additional highlighted genes are presented in Supplemental Figure 6.

### Regional expression patterns and functional insights.

Our combined molecular and hand dissection approaches provided insight into regional gene expression patterns. Figure 5A compares relative expression across cell types and regions. *Pth1r* and *Casr* transcripts were most abundant in TAL-β cells, with peak expression in the cortex. 

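Pth1r had 721 CPM in cortical and 546 CPM in medullary TAL-β-like nuclei, a cortex to medulla ratio of 1.32 (95% interval 1.21 to 1.44). In TAL-α-like nuclei it had 235 and 87.4 CPM, a ratio of 2.69 (2.41 to 2.99), and in medullary TAL-γ-like nuclei 13.7 CPM. Casr had 1803 and 1577 CPM in TAL-β-like nuclei, 1.14 times higher in cortex, and 933 and 723 CPM in TAL-α-like nuclei, 1.29 times higher in cortex. Medullary TAL-γ-like nuclei had 470 CPM of Casr, and MD-like nuclei 467 CPM in cortex and 602 CPM in medulla. These ratios compare 1 library with another.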

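Of the 652 cortical TAL-α-like nuclei with at least 1 Cldn10 count, 206 held counts of both Pth1r and Casr (31.6%, 95% interval 28.0 to 35.3). The product of the separate shares is 30.4%, and TAL-α-like nuclei without a Cldn10 count gave 32.7%. In the medulla 150 of 985 such TAL-α-like nuclei (15.2%) and 6 of 709 TAL-γ-like nuclei with Cldn10 (0.846%) held both. TAL-β-like nuclei held both in 70.5% (cortex) and 63.2% (medulla). Casr was detected in 3 of 82 and 4 of 101 barcodes of the proximal tubule-like background class (3.66% and 3.96%), which itself expresses Pth1r. Tmem52b, a TAL-β marker that was used to name the clusters, was counted in 9 of the 206 nuclei (4.37%), against 91.5% of cortical TAL-β-like nuclei.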

Interestingly, a subset of cortical claudin 10–positive cells coexpressed *Pth1r* and *Casr*. In contrast, *Avpr2* and *Kcnt1* transcripts were enriched in claudin 10–positive TAL-α and TAL-γ cells, with highest levels in the medullary regions. 

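Avpr2 had 19.4 CPM in cortical TAL-α-like (15.5 to 24.0), 16.1 CPM in medullary TAL-α-like (12.9 to 19.7) and 20.7 CPM in medullary TAL-γ-like nuclei (16.8 to 25.3), against 8.82 CPM in cortical and 12.4 CPM in medullary TAL-β-like nuclei (26 and 16 counts). The cortex to medulla ratio was 1.21 in TAL-α-like nuclei (95% interval 0.888 to 1.64), so no regional difference was detectable in this class. The medullary TAL-α-like class leaves out the mixed α/γ nuclei, 28.9% of medullary TAL nuclei. With the mixed clusters counted in, a grouping chosen after seeing the data, the interval still held 1. MD-like nuclei held 0 counts. Kcnt1 was lower in cortex, with a cortex to medulla ratio of 0.268 in TAL-α-like (0.215 to 0.330) and 0.273 in TAL-β-like nuclei. Under the alternatives set in advance the TAL-α-like ratio ranged from 0.107 to 0.389.

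**Figure D5:**
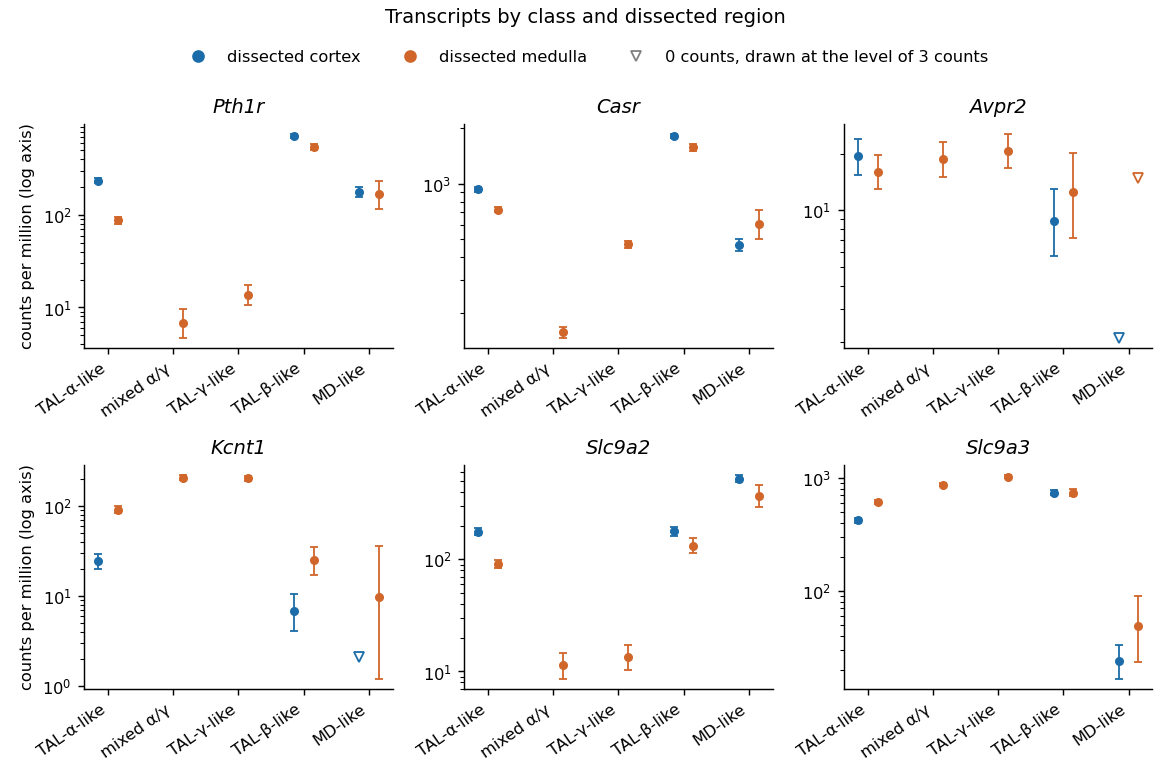
CPM (log axis) of Pth1r, Casr, Avpr2, Kcnt1, Slc9a2 and Slc9a3 per class in dissected cortex and dissected medulla; points are class sums, bars are Poisson 95% intervals and open triangles mark 0 counts drawn at the level of 3 counts. Kcnt1 lies higher in medulla and Pth1r higher in cortex within TAL-α-like and TAL-β-like nuclei, and the Avpr2 intervals of the regions overlap.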

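Slc9a2 (chromosome 1 from 40719734 to 40808433 of GRCm39) had 176 CPM in cortical TAL-α-like and 178 CPM in cortical TAL-β-like nuclei, a ratio of 0.993 (95% interval 0.887 to 1.11). In the medulla it had 90.9 and 133 CPM, a ratio of 0.684 (0.574 to 0.818) that turned to 1.30 (1.11 to 1.54) at resolution 0.4. The cortex to medulla ratio was 1.94 in TAL-α-like nuclei. MD-like nuclei had the highest levels, 522 CPM in cortex and 370 CPM in medulla. Slc9a3 (chromosome 13 from 74269360 to 74317561) had 1015 CPM in medullary TAL-γ-like, 866 CPM in mixed α/γ, 610 CPM in medullary TAL-α-like and 736 CPM in medullary TAL-β-like nuclei. The γ to α ratio was 1.67 and the γ to β ratio 1.38. Between the regions, Slc9a3 was lower in cortex in TAL-α-like nuclei (420 CPM, cortex to medulla ratio 0.688, 0.650 to 0.729) and not distinguishable in TAL-β-like nuclei (737 CPM, 1.00, 0.927 to 1.08). In TAL-β-like nuclei the interval came to lie below 1 at resolution 0.4 (0.874 to 0.989) and with the mixed clusters counted in (0.871 to 0.986), a grouping chosen after seeing the data.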

Consistent with prior studies (14), *Slc9a2* (NHE2) was predominantly expressed in the cortex, with similar levels in TAL-α and TAL-β cells, whereas *Slc9a3* (NHE3) was enriched in the medulla, showing peak expression in TAL-γ cells.

As many published datasets do not contain anatomical information, we used the top 10 DEGs from cortical and medullary TAL cells to generate a cortex score and a medullary score (Supplemental Figure 7), serving as a robust spatial marker for TAL regions. 

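The scores were computed as the mean natural log of 1 plus counts per 10000 over the 13 genes that the legend of Supplemental Figure 7 lists for each score. Over all TAL nuclei the cortex score was 1.74 in cortex and 0.489 in medulla, and the medulla score 0.915 and 2.06. In TAL-α-like nuclei the cortex score was 1.70 ± 0.482 (SD over nuclei) in cortex and 0.865 ± 0.610 in medulla, a difference of 0.834, which became 0.736 after thinning to equal depth. In TAL-β-like nuclei it was 1.84 and 1.45. MD-like nuclei did not differ, with 1.86 ± 0.344 and 1.84 ± 0.395. The medulla score was lower in cortex by 0.636 in TAL-α-like nuclei, at 1.01 against 1.64, and reached 2.43 in medullary TAL-γ-like nuclei. In TAL-α-like nuclei each of the 13 cortex score genes had a higher CPM in cortex and each of the 13 medulla score genes a higher CPM in medulla, with 95% intervals excluding a ratio of 1. The authors chose these genes on the same 2 libraries, so the scores describe the libraries and are not independent evidence.

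**Figure D6:**
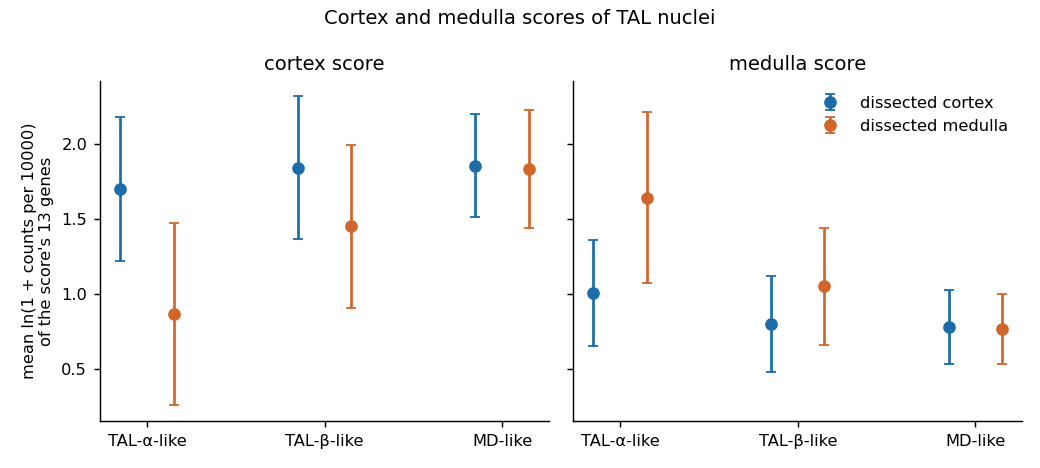
Mean score (y axis, natural log of 1 plus counts per 10000, averaged over the score's 13 genes) of TAL-α-like, TAL-β-like and MD-like nuclei in dissected cortex and dissected medulla; bars are SD over nuclei. The regions lie apart for TAL-α-like nuclei, closer for TAL-β-like nuclei and on the same level for MD-like nuclei.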

Additional relevant DEGs are provided in Supplemental Figure 7.

### TAL cell types and anatomical location are conserved across species.

Immunolocalization results indicated similar ROMK expression heterogeneity in mouse, rat, and human (Supplemental Figure 1). To extend this, we examined TAL cell types across species, using published datasets from mouse, human, and rat kidneys (Supplemental Figures 8–10). The enhanced resolution obtained using the INTACT method was clearly evident when we compared our data with data from another mouse dataset (16) (Figure 5, B–D). There, we identified TAL-α cells, characterized by high *Cldn10* expression, and TAL-β, marked by high *Cldn16* expression (Supplemental Figure 8B), but TAL-γ cells did not form a distinct cluster (Supplemental Figure 8, C–E).

Analysis of the Kidney Precision Medicine Project (KPMP) human dataset (28) also revealed TAL-α and TAL-β clusters (Supplemental Figure 9, A–D). As with other datasets lacking TAL enrichment, TAL-γ cells were rare. Nevertheless, there was a strong and significant correlation between mouse and human TAL-α and TAL-β DEGs (Supplemental Figure 9, H and I).

In rats, unsupervised clustering of TAL cells also revealed clusters based on claudin 10 and claudin 16 expression. In this dataset, TAL-α cells further segregated into 2 subtypes (Supplemental Figure 10, A–D), likely from distinct kidney regions, but these cells could not be identified as TAL-γ. Regional markers (*Clcnkb*, *Enox1* for the cortex; *Clcnka*, *Slc4a7*, *Ank2*, *Cryab* for the medulla) verified these spatial distinctions (Supplemental Figure 10E).

Across species, we observed that claudin 10–positive cells (TAL-α cells) consistently expressed key factors involved in sodium transport, as well as arachidonic acid signaling genes (Supplemental Figure 8F, Supplemental Figure 9E, and Supplemental Figure 10G) whereas claudin 16–positive (TAL-β) cells showed higher expression of genes associated with calcium and magnesium homeostasis (Supplemental Figure 8G, Supplemental Figure 9F, and Supplemental Figure 10H). DEG profiles of TAL-α and TAL-β cells were highly correlated between species (Supplemental Figures 9, H and I, and Supplemental Figure 10, J and K). A comprehensive list of DEGs for TAL-α and TAL-β cells across species is provided in Supplemental Data 1 and 2.

Furthermore, sex-based differences in TAL cell proportions were observed, with females showing a higher percentage of TAL-β cells in both mice and humans (Supplemental Figure 8J and Supplemental Figure 9J).

### Ultrastructural features of TAL.

The results described above indicate the existence of 3 cell types along the TAL, differing importantly in the expression of K^+^ channels. Some have speculated that differences in TAL conductance properties correspond to the appearance of “rough” (R) and “smooth” (S) TAL cells (11, 29). To examine this, we studied the morphology of medullary and cortical TAL epithelia under basal conditions using transmission (TEM) and scanning electron microscopy (SEM) in rat and mouse. In rat, TEM of ISOM showed that the luminal cell aspect of mTAL cells was a smooth plateau with few scattered, stubby microvilli, whereas cell borders were densely packed with marginal microvilli. Toward outer stripe and cortex, meandering of the TAL cell borders and density of marginal microvilli increased progressively along with the number of microvilli of the luminal plateau (Figure 6, A–I). Cells characteristically revealed a subapical vesicular compartment throughout with tightly packed vesicles. Subapical vesicles were most abundant in ISOM, less so in OSOM, and scarce in cTAL (Figure 6, D–F), verifying earlier data (30). Despite clearly visible axial heterogeneity of TAL epithelia in the respective kidney parenchymal zones, no evidence for luminal cell surface heterogeneity was detected within a given zone; this was verified by SEM showing no mosaic distribution of S or R cells in contrast with earlier descriptions (11, 31) (Figure 6, J–L). Similar findings were obtained in mouse kidney (Figure 6M).

### Summary of results.

Results have been schematized with respect to cell type characterization (Figure 7 and Supplemental Figure 12).

## Discussion

The TAL reabsorbs substantial amounts of filtered sodium, chloride, potassium, calcium, and magnesium and plays a central role in urinary concentration. It must be able to modulate ion transport selectively to meet homeostatic needs. Axial heterogeneity along the TAL is well recognized, but nearly all TAL cell models suggest a single TAL cell type, albeit some with variants (32). The present results show (Figure 7) that the mammalian TAL comprises 3 distinct cell types in addition to MD cells; each cell type expresses specific transport-related genes and regulatory proteins, suggesting that each responds to different stimuli and plays a unique role in homeostasis. Combining immunolocalization, enriched snRNA-Seq, and functional analyses, we now provide a model for solute transport pathways along the TAL that accounts for several previously confusing findings.

The results show that TAL cells express either apical ROMK or basolateral Kir4.1, not both, and that cells lacking apical ROMK have higher total K^+^ conductance. These results are consistent with early work showing that hamster TAL cells and amphiuma early distal tubule (its diluting segment) cells exhibit 2 patterns of membrane conductance, noted as HBC and LBC (10, 11). Additionally, the results show that cells with apical ROMK (TAL-α cells) express the monovalent cation-permeable claudin 10 at their tight junction, allowing them to both generate a transepithelial voltage and transport Na^+^ efficiently both through and around cells. As they also express NKCC2 at the apical membrane, TAL-α cells correspond to the traditional model for TAL cells in which nearly all K^+^ that enters across the apical membrane is recycled (33, 34). As might be expected, these claudin 10–expressing cells differentially express genes related to Na^+^ transport and water balance, such as *Stk39* (encoding SPAK) (35), *Avpr2* (encoding the vasopressin receptor), and *Ptger3* (encoding prostaglandin E_3_ receptor) (36).

In contrast, cells in the cortex and OSOM that express Kir4.1 at their basolateral membrane also have NKCC2 at the apical membrane but do not exhibit apical ROMK; these cells express claudin 16 (TAL-β cells), marking them as Ca^2+^- and Mg^2+^-transporting cells. As might be expected, these cells differentially express genes encoding the PTH and vitamin D receptors. The absence of apical ROMK means that this cell type (TAL-β cells) does not contribute directly to transepithelial voltage generation. Yet, as Ca^2+^ and Mg^2+^ are reabsorbed via divalent ion-permeable claudin 16 (and 19), transport must be driven by the voltage generated by adjacent TAL-α cells. Additionally, in the cortex, where substantial divalent ion reabsorption occurs, the transepithelial voltage is increased further, owing to a Na^+^ diffusion potential across Na^+^-selective TAL-α cell tight junctions, reaching as high as 30 mV (32). In the ISOM, there is a third cell type that, like TAL-β cells, expresses Kir4.1 at the basolateral membrane and lacks ROMK at the apical membrane. These cells, however, have claudin 10 rather than claudin 16 within their tight junctions. We have labeled these TAL-γ cells, as they differ from the others, but these cells are often missed in analyses that do not enrich for TAL cells.

A key current finding is that ROMK/Kir4.1 mosaicism is present all along the TAL. Ultrastructural analysis clearly identified the onset of the ROMK signal at the tight junctions between ROMK-negative and ROMK-positive cells, validating an earlier suggestion that this is not an artifact (12, 13). Our electrophysiological findings in mice align with the transcriptomic and immunolocalization results, thereby extending prior transcriptomic studies in other species that often suggested 2 functional cell types, identified by differential claudin expression (10, 11). By integrating highly enriched transcriptomic analysis with immunolocalization and electrophysiology, and focusing on TAL cells across all kidney regions, a clear cell type differentiation appears. Wang and colleagues identified Kir4.1 (with Kir5.1) as responsible for K^+^-conductive pathways at the basolateral membrane of cTAL cells. They reported that 40 pS K^+^ channels were absent in the basolateral membrane of TAL cells from mice lacking *Kcnj10* (Kir4.1), suggesting their identity (21). Interestingly, in light of the current results, they noted that Kir4.1 staining was “not uniform” along the TAL.

In terms of apical K^+^ conductance, we used the ROMK blocker TPNQ and the nonspecific K^+^ channel blocker Ba^2+^ and found that only a fraction of TAL cells exhibit ROMK activity (TPNQ sensitivity), consistent with our immunocytochemical results. These experiments also indicate that cells lacking ROMK exhibit higher whole-cell Ba^2+^-sensitive K^+^ conductance, again aligning with the mosaicism of K^+^ channels described (10, 11). Further, in perfused tubules, where we could control apical and basolateral composition selectively, we found that only a fraction of cells respond to changes in basolateral [K^+^]. Showing that this basolateral conductance is provided by cell-specific expression of Kir4.1 will require additional studies.

The loop of Henle is known to reabsorb K^+^, but mechanisms have been unclear. Although some K^+^ is believed to traverse the paracellular pathway driven by the transepithelial voltage, transcellular absorption also occurs (37). The reciprocity of K^+^ channels among different cell types is likely essential for TAL K^+^ reabsorption. TAL models throughout the years show that nearly all the K^+^ traversing the apical membrane via NKCC2 recycles back into the lumen (38, 39). Thus, owing to their high apical and low basolateral conductance, TAL-α cells should not mediate transcellular K^+^ reabsorption. Our data argue that transcellular K^+^ reabsorption is mediated by TAL-β and TAL-γ cells, which have NKCC2, lack an apical K^+^ exit pathway, and have high basolateral K^+^ conductance. Therefore, as shown in Figure 7, K^+^ entering TAL-β and TAL-γ cells must leave via the basolateral membrane, leading to net K^+^ reabsorption. The distinction between K^+^-reabsorbing cells (TAL-β and TAL-γ) and K^+^-recycling cells (TAL-α) may account for the observation that 30% of NaCl reabsorption remains in mice with ROMK deleted (40).

Although there is clear mosaicism regarding cells that express ROMK at the apical membrane and those that do not, all TAL cells exhibit message for *Kcnj1* (ROMK), as documented through both snRNA-Seq and in situ hybridization, though *Kcnj1* transcripts are more abundant in TAL-α cells. This suggests that there is a pool of *Kcnj1* as a functional reservoir to adapt to altered reabsorptive workload or potassium homeostasis (41, 42). There is convincing evidence that diluting segments adjust K^+^ transport to meet homeostatic needs. In the amphiuma, dietary potassium adaptation increases the number of LBC cells (10), which according to our findings, express apical ROMK. Guggino and colleagues found that K^+^ loading changed the ratio of HBC to LBC cells (10) and suggested that K^+^ adaptation along this segment is mediated by cell type conversion rather than cell activation. Imai and colleagues reported that the ratio of LBC to HBC in hamster was greater in the cortical TAL, where net K^+^ secretion, rather than reabsorption, occurs (11). Finally, Sansom and colleagues reported that the loop of Henle of mice converts from a net potassium-reabsorbing segment to one that secretes potassium when animals consume a low-sodium/high-potassium diet (43). As both TAL-β and TAL-γ cells lack ROMK at baseline, it will be interesting to determine whether both cell types contribute to potassium adaptation.

The current results have implications with regard to diuretic effects and side effects. Furosemide is known as a “potassium-wasting” diuretic (44), with hypokalemia listed as a frequent complication of its use when treating edematous conditions. Sansom and colleagues (43), however, showed that furosemide became “potassium-sparing” when administered to mice receiving a diet that was high in potassium and low in sodium. As this effect persisted when amiloride was administered to block distal K^+^ secretion, they inferred that this resulted from effects along the TAL itself. Their cell model showed only a single type of TAL cell. Thus, they invoked a mechanism involving activation of NKCC2 and ROMK. Our results suggest an alternative or ancillary mechanism. If K^+^ loading alters the ratio of K^+^-reabsorbing cells to K^+^-secreting cells (10, 45), and if K^+^ absorption by both cell types is mediated by NKCC2, which can be inhibited by furosemide (see Figure 7), then the effects of the diuretic drug will depend on the ratio of cell types along this segment.

The present work extends recent transcriptomic analyses of human biopsies (46) and dissected mouse cortex (18), which typically identify 2 TAL clusters distinguished by the expression of CLDN10 and CLDN16. The nomenclature used for TAL clusters and their gene signatures, however, has not been consistent (17, 18, 20, 46). Our current results linking the K^+^ channel mosaicism with claudin expression, therefore, allow us to propose a cell type classification that provides substantial explanatory power. For example, although early work indicated that CaSR activation causes a diuresis (47) by inhibiting ROMK (48), more recent studies using highly selective CaSR agonists and antagonists show that activation or inhibition of the CaSR along the TAL can alter Ca^2+^ reabsorption independent of changes in transepithelial voltage (6, 8). This conclusion was confirmed recently in a tubule-specific CaSR-knockout mouse (49). At least part of this effect involves regulation of claudin 14, which interacts with claudins 16 and 19, thereby reducing Ca^2+^ permeability (50). Our results show that genes for the CaSR, the PTH receptor, and the vitamin D receptor are differentially expressed in TAL-β cells. The fact that we did not see CLDN14 likely reflects its limited expression in normocalcemic mice (51).

Our results further support the dominance of the circumferential CLDN16-positive tight junctional belt in TAL-β HBC cells, as they were arranged singly or in patches. While TAL-α cells expressed CLDN10 when they located next to each other, CLDN16 was observed where TAL-α and TAL-β cells were adjacent (Figure 3). Dominance is reflected by the share of cortical CLDN16 in total tight junctional length, which ranged between 37% and 97% in isolated tubules, suggesting its pronounced role in cTAL (15). The molecular cause for CLDN16 dominance remains unexplained, but it is also reflected in the widespread expression of CLDN16 at all cell borders when CLDN10 is deleted in mice (52) and in human HELIX syndrome, in which mutations in *CLDN10* lead to hypermagnesemia and nephrocalcinosis (34).

A small snRNA-Seq cluster was identified here as well as in previous work (16, 17, 28, 46, 53) that expressed high levels of *Nos1*, identifying it as MD. Immunoreactivity for CLDN10 dominated in MD in agreement with earlier findings (23), and apical ROMK was mostly positive, but variable in strength, as was another marker of MD, cyclooxygenase-2 (54). Thus, along with CLDN16 absence, it may be concluded that the MD cell phenotype shares TAL-α properties (23).

Although it has been suggested that ROMK-positive cells correspond to microvilli-enriched or R as opposed to S cells with few microvilli (11), we could not confirm that ROMK expression was linked to structurally distinct R or S cells. Although we could reproduce the heterogeneity in axial cell structure, we failed to confirm mosaic arrangement of S and R cells intrasegmentally, i.e., in any given region of interest within mTAL or cTAL (55).

In conclusion, we show that there are 3 distinct cell types in TAL (TAL-α, TAL-β, and TAL-γ) arranged in a mosaic pattern across the TAL and conserved across species. Anchored in both the mosaicism of K^+^ channel expression and claudin expression, we assign independent regulation of paracellular routes for Na^+^ or Ca^2+^/Mg^2+^ to specific luminal or basolateral membrane proteins involved in transepithelial transport. These results suggest that one population of cells recycles K^+^ across the apical membrane, generates the transepithelial voltage, and may mediate K^+^ secretion, whereas another population (TAL-β cells), with high basolateral K^+^ conductance and expressing CLDN16, transports Ca^2+^ and Mg^2+^. Interestingly, TAL-γ cells, only along the ISOM, have some characteristics of each of the other types and seem poised to mediate both transcellular NaCl and K^+^ reabsorption (Figure 7). Our findings therefore imply that a diversity of TAL cell types, a feature conserved across species, enables inter- and intrasegmental heterogeneity in TAL to provide homeostasis of mono- and divalent cation transport at steady state and when challenged.

## Methods

### Sex as a biological variable.

Both sexes were used for these studies. The results describe those findings shared by sexes and those where there are differences.

### Tissues.

For animal studies, adult male C57BL/6 mice (6 weeks old, *n* = 5; Janvier Labs) and male Long Evans rats (6 weeks old, *n* = 5; Janvier Labs) were used.

During housing, animals were kept in a 12-hour light/12-hour dark cycle, with ad libitum access to drinking water and standard rodent chow (Altromin 1324). Animals were anesthetized with a mixture of ketamine (Pfizer) and xylazine (Rompun). After opening the abdominal cavity, kidneys were perfusion-fixed via the abdominal aorta, first with 3% hydroxyethyl starch in 0.1 M Na-cacodylate (Caco) for 20 to 30 seconds, then with 3% paraformaldehyde (PFA)/3% hydroxyethyl starch in Caco for 5 minutes. Kidneys were removed and incubated in 800 mOsmol/kg H_2_O sucrose in PBS for 18 hours, shock-frozen in liquid nitrogen–cooled isopentane and stored at –80°C, or postfixed in 3% PFA in PBS overnight, dehydrated via graded ethanol series to xylene, and embedded in paraffin.

### Electron microscopy.

For ultrastructural analysis, kidney tissue was postfixed overnight at room temperature in 1.5% glutaraldehyde/1.5% PFA containing 0.05% picric acid in Caco, then in 1% osmium tetroxide/0.8% potassium hexacyanoferrate in Caco for 1.5 hours at room temperature (RT) for TEM or in 1% aqueous osmium tetroxide for SEM. Tissues were then dehydrated and embedded in epoxy resin for semithin sectioning and light microscopy or ultrathin sectioning and TEM analysis using standard methodology. For SEM, samples were high pressure-critical point-dried and sputter-coated. For pre-embedding immunoperoxidase staining 30 μm–thick cryostat sections were cut from frozen kidneys, stained with anti-ROMK antibody, and prepared for electron microscopic analysis as previously described (54).

### Immunofluorescence.

Cryostat kidney sections (6 μm thickness) were cut using a CM 3050S microtome (Leica) and permeabilized for 30 minutes with 0.5% Triton X-100 (Merck) in PBS. Paraffin sections (4 μm thickness) were prepared with an RM 2125 RT microtome (Leica), deparaffinized in xylene, and rehydrated via graded ethanol series. Heat-induced epitope retrieval was performed for 6 minutes in citrate buffer (pH 6.0) using a pressure cooker. Before antibody incubation, cryosections and paraffin sections were blocked with 5% skim milk (Difco, BD) for 30 minutes. Primary antibodies were then applied overnight at 4°C; after washing, secondary antibodies were applied for 60 minutes at RT (Supplemental Table 1). Nuclei were counterstained with DAPI (Sigma-Aldrich). Sections were mounted in 1:9 PBS/glycerol or ProLong Glass Antifade Mountant (Thermo Fisher Scientific) and examined using LSM 5 Exciter (ZEISS) or SP8 (Leica) confocal microscopes. The percentages of ROMK- and Kir4.1-negative cells were quantified in transversely cut TAL tubules and expressed as percentages of the total numbers of TAL cells counted per kidney zone. At least 20 similar tubular profiles were evaluated in each zone (inner stripe, outer stripe, cortex).

### In situ hybridization.

In situ hybridization was performed on perfusion-fixed, paraffin-embedded rat kidney tissue using an RNAscope 2.5 HD Brown Reagent Kit (Advanced Cell Diagnostics; ACD) according to manufacturer’s instructions. Briefly, dewaxed paraffin sections (4 μm thickness) were incubated with peroxidase blocker and boiled for 30 minutes at 100°C in a pretreatment solution. Sections were treated with protease for 30 minutes at 40°C. An ROMK target probe (ACD) was hybridized at 40°C for 2 hours in the dark using the HybEZ Hybridization System (ACD). After several amplifying and washing steps, the sections were stained with chromogenic substrate for detection of hybridization signals. ROMK mRNA signal was identified as red punctate dots. Nuclei were counterstained with hematoxylin for 2 minutes at RT. Sections were coverslipped with DakoCytomation Glycergel mounting medium. Sections were examined with a Leica DMRB microscope equipped with an AxioCam MRc camera (ZEISS). Endogenous housekeeping gene *UBC* was used as a positive control; bacterial *dapB* served as a negative control to assess background signal.

### Electrophysiology.

C57BL/6J mice (8 weeks old) were purchased from Jackson Laboratory. Mice were euthanized by CO_2_ inhalation plus cervical dislocation. Their abdomen was opened to expose the left kidney. Kidney was perfused with 2 mL L-15 medium (Life Technologies) containing type 2 collagenase (250 U/mL), then removed, and the cortex was dissected into small pieces for additional incubation in collagenase-containing L-15 media for 30–40 minutes at 37°C. Pieces were then washed 3 times with fresh L-15 medium and transferred to an ice-cold chamber for dissection. cTALs were isolated as described (21). Isolated cTALs were placed on a cover glass coated with poly-l-lysine. The cover glass was then transferred into a chamber mounted on an inverted microscope.

### Patch-clamp experiments.

We used an Axon Instruments AxoPatch 200A amplifier to conduct whole-cell voltage-clamp experiments in isolated and split-open cTAL. The pipette solution contained 140 mM KCl, 2 mM MgATP, 1 mM EGTA, and 10 mM HEPES (pH 7.4) for measurement of K^+^ currents. The bath solution was similar to the pipette solution without MgATP. The currents were low-pass–filtered at 1 kHz, then digitized by an Axon interface with a 4 kHz sampling rate (Digidata 1440A). Data were analyzed using pClamp software system 9.0 (Axon).

### Membrane voltage measurement.

C57BL/6 mice were euthanized, and the kidneys were removed and sliced for enzymatic tubule preparation as described (56). Tubule suspension was obtained by dissociation of slices in a thermomixer (Eppendorf, 850 rpm, 37°C) and mainly contained TAL from cortex and OSOM. The incubation solution was composed of (mM) 140 NaCl, 0.4 KH_2_PO_4_, 1.6 K_2_HPO_4_, 1 MgSO_4_, 10 Na-acetate, 1 α-ketoglutarate, and 1.3 calcium gluconate, pH 7.4, and contained (mg/L) 25 DNase I, 375 glycine, 48 trypsin inhibitor, and 2,000 collagenase II. For TAL sorting, the incubation solution was supplemented with 500 mg/L albumin. TALs were identified, isolated at 4°C according to morphological characteristics (56), and used for single-tubule immunofluorescence or membrane voltage measurements.

For immunofluorescence, single cTAL segments were placed on microscope slides (Epredia Polysine adhesion slides, Thermo Fisher Scientific) and fixed with 4% PFA for 7 minutes, washed several times with 10 mM sodium citrate pH 6, and heated in this buffer for 3 hours at 70°C. After washing with PBS-T (0.3% Triton X-100 in phosphate-buffered saline), tubules were incubated with primary antibodies (Supplemental Table 1) in PBS-T + 5% BSA overnight at 4°C. Secondary antibody (Supplemental Table 1) was incubated for 1–2 hours after extensive washing with PBS-T. Confocal images were acquired using ZEISS LSM 880 confocal laser-scanning microscope (excitation laser: 488, 594, and 633 nm) equipped with an Airyscan unit. Enzymatically dissected TALs were transferred into the bath chamber on the stage of a Stellaris 5 confocal microscope (Leica Microsystems) at 37°C and perfused by a concentric glass pipette perfusion system. Perfused TALs were stained by basolateral as well as luminal incubation with the membrane voltage dye Di-8-ANEPPS (6 μM; D3167, Thermo Fisher Scientific) in the presence of 0.02% Pluronic F-127 for 30 minutes in control solution containing (mM) 145 NaCl, 0.4 KH_2_PO_4_, 1.6 K_2_HPO_4_, 1 MgCl_2_, 1.3 calcium gluconate, and 5 glucose pH 7.4. After staining, fluorescence (excitation: 486 nm, emission: 505–700 nm) was recorded every 5 seconds at symmetric control solution. Then the tubule was superfused with 30 mmol/L K^+^ solution containing (mM) 120 NaCl, 26.4 KCl, 0.4 KH_2_PO_4_, 1.6 K_2_HPO_4_, 1 MgCl_2_, 1.3 calcium gluconate, and 5 glucose (pH 7.4) for 3 minutes. Fluorescence measurements were analyzed using LasX Office software (Leica Microsystems) after background subtraction. We selected 2 to 3 cells without movement artifacts, and fluorescence intensity was normalized to the mean intensity of 4 measurements preceding solution change. TAL cells were categorized into 2 groups, one with no increase in mean intensity in the presence of 30 K^+^ and another with mean intensity increase in the presence of 30 K^+^ upon 4 consecutive measurements.

### Analysis of TAL snRNA-Seq dataset.

NKCC2-Cre-INTACT mice in a C57BL/6 background were used for snRNA-Seq experiments. The Cre/*LoxP* system was used to label TAL nuclei with nuclear GFP, enabling fluorescence-activated nuclei sorting (FANS) enrichment. This approach, previously described for the DCT (25), uses the INTACT system to fluorescently label the nuclei of genetically targetable cell populations. The INTACT system tags the C-terminus of SUN1, a nuclear membrane protein, with 2 tandem copies of sfGFP and 6 copies of the Myc epitope (CAG-SUN1-sfGFP-Myc). To target TAL cells specifically, INTACT mice were crossed with NKCC2-CreERT2 mice (generated at University of South Florida), producing a mouse line that expresses sfGFP at the inner nuclear membrane in TAL cells upon tamoxifen induction.

To induce sfGFP expression, NKCC2-Cre-INTACT mice were intraperitoneally injected with 1 mg tamoxifen (dissolved in corn oil) daily for 5 days, followed by a 10-day induction period. Mice were housed under standard conditions with a 12-hour light/12-hour dark cycle and food and water ad libitum. After tamoxifen induction, mice were anesthetized using isoflurane, followed by cardiac perfusion with 10–15 mL of PBS to remove blood cells. Kidneys were harvested, and the kidney capsules were removed with the ureters trimmed prior to dissection. Prior to sequencing, kidneys were manually dissected into cortical and medullary regions. Kidneys were sliced along the cortical-medullary axis in a Petri dish. A superficial strip (~20% depth) from each slice was separated as the cortex zone, while the remaining tissue was collected as the medulla zone. The dissected cortex and medulla portions were snap-frozen in liquid nitrogen immediately after harvest and stored at –80°C until further downstream nuclei isolation, FANS, and snRNA-Seq.

Nuclei were isolated using the 10x Genomics kit (Chromium Nuclei Isolation Kit PN-1000494) according to the manufacturer’s instructions. The nuclei suspension was mixed with 5 μL Vybrant Ruby stain (Thermo Fisher Scientific) and incubated on ice for 15 minutes. The nuclei were sorted in 500 μL final resuspension buffer (FBS, 1 mL Dulbecco’s PBS with 1% BSA + 5 μL Protector RNase inhibitor, Roche) with a low flow rate and pressure to ensure high viability. Two main gates were used: a 561+683 emission for the ruby stain and a 488 530/40 emission for GFP. Low trigger pulse width was used as a singlet discriminator. One hundred fifty thousand nuclei were collected and centrifuged at 500*g* for 5 minutes at 4°C. The top supernatant was carefully removed, and 6 μL volume was left to resuspend the nuclei pellet.

snRNA-Seq was performed using a PIPseq T10 3′ Single Cell RNA Kit v5.0 (Fluent BioSciences). Single-nucleus suspensions with a maximal concentration of 3,400 nuclei/μL (for a total of 17,000 nuclei per sample) were added directly into Particle-templated Instant Partition (PIP) tubes. Following the manufacturer’s protocol, with subsequent vortexing the nuclei were partitioned into PIPs. Following capture and lysis of the RNA and downstream cDNA generation and amplification, the resulting cDNA was run on a 2% gel electrophoresis for approximate band size (greater than 500 bp). The cDNA was then used as a template for library preparation according to the reagent kit protocol (https://www.fluentbio.com/resource-category/user-guides/).

The raw sequencing data were aligned to GRCm39 (v. 2022) and deconvolved using PIPseeker 3.3.0 (Fluent BioSciences). The resulting dataset was processed using the Seurat pipeline, incorporating doublet removal with DoubletFinder, ambient RNA correction with SoupX, normalization via scTransform, and integration within Seurat. A 2D UMAP was generated using the first 10 principal components to visualize cellular clusters (27). Cortex and medulla scores were created using Seurat’s AddModuleScore function, based on the average expression of the top genes within cortex and medulla. Dimension, feature, dot, and violin plots were generated using Seurat’s built-in visualization functions.

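From the deposited counts, 3911 cortical and 7300 medullary nuclei remained in TAL clusters, 11211 in all, out of 5442 and 8121 barcodes called as nuclei by PIPseeker. The filters on genes and mitochondrial counts removed 0 cortical and 1 medullary barcode, and Scrublet removed 434 (7.98%) and 406. The TAL nuclei had a median of 1364 genes and a mean of 2308 counts in cortex, and a median of 1408 genes and a mean of 2421 counts in medulla. The paper's reported numbers are 4076 nuclei with a median of 1366 genes in cortex and 7648 nuclei with a median of 1412 genes in medulla.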

The final enriched-TAL dataset included 31,884 features across 11,724 nuclei, comprising 4,076 TAL cortical nuclei with a median of 1,366 genes and a mean of 2,162 reads per nucleus, and 7,648 TAL medullary nuclei with a median of 1,412 genes and a mean of 2,320 reads per nucleus. 

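The filtered matrices hold 81.8% of all counts of the raw matrix in cortex and 88.8% in medulla. The remaining counts lie in barcodes not called as nuclei, among 439161 barcodes in cortex and 444631 in medulla. Mitochondrial transcripts made up 0.152% of counts per nucleus on average in cortex and 0.0688% in medulla. The fewest genes in a called barcode were 807 in cortex and 647 in medulla, and the number of counts per barcode ranged from 1268 to 59853 and from 955 to 29770.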

A summary of PIPseeker outputs and the quality control of all nuclei is displayed in Supplemental Figure 11.

The previously published mouse dataset was downloaded from National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) (GSE129798) (16). Sample information was extracted from the data embedded into the cell barcodes. This dataset utilized whole-kidney single-cell suspensions from the cortex (Zone 1), outer medulla (Zone 2), and inner medulla (Zone 3) of 2 adult (8–9 weeks old) male and 2 adult female C57BL6/J mice. The human dataset from the KPMP was downloaded from 13 healthy references on November 29, 2022 (28). This dataset utilized single-nucleus suspensions from protocol renal biopsies, percutaneous nephrolithotomy biopsies, and living donor nephrectomy tissues. The samples contained spatial information, which KPMP determined by analyzing 5 μm histology sections adjacent to the sampled areas, reporting the relative composition of the cTAL and mTAL. The rat dataset was downloaded from GEO (GSE209821) (53). This dataset utilized whole-kidney single-nucleus suspensions from 3 male lean ZSF1 rats.

The whole-kidney datasets were analyzed using the Seurat Standard Workflow (Seurat v4.3.0) (57). For the mouse and rat datasets, the TAL cluster was identified by the abundant and specific expression of the TAL genetic marker *Slc12a1*. In the human dataset, the TAL was identified by subsetting cTAL, mTAL, and MD cells, following the original KPMP nomenclature. Erroneous cell clusters were removed prior to final reprocessing through the Seurat Standard Workflow. Profiles of Slc12a1-positive cells were analyzed using the Seurat R package through unsupervised clustering. Dimensionality reduction analysis was performed via principal component analysis. Clusters were generated by using Seurat’s built-in commands, FindNeighbors and FindClusters. The data were visualized as a 2D UMAP plot. Clusters were annotated based on prominent *Cldn10*, *Cldn16*, and *Nos1* gene expression, as identified using the FindMarkers function. As a result, the clusters were named TAL-α, TAL-β, and MD cell types. The final Seurat object for the mouse, derived from 4 animals, comprised a total of 31,884 features across 1,529 nuclei. The final Seurat object for humans, derived from 13 individuals, comprised a total of 53,884 features across 9,410 nuclei. The final Seurat object for the rat, derived from 3 animals, comprised a total of 39,161 features across 8,408 nuclei. DEG analysis was conducted using Seurat’s FindMarkers function, ordering the resulting data frame according to the log_2_FC and an adjusted *P* value of 0.05. Plots were generated using Seurat’s built-in visualization functions.

### Statistics.

GraphPad Prism 8 software was used to analyze parameters. Quantification of cell counting data is presented as the mean ± SD. Evaluation of multiple groups used 1-way ANOVA followed by Tukey’s post hoc test. A *P* value less than 0.05 was considered significant.

### Study approval.

Animal studies in Germany were approved by the Berlin Senate (Berlin, Germany; animal experimental authorization G0285/10). Animal studies in Oregon were approved by the Oregon Health & Science University IACUC (protocol IP00286). Animal studies in New York were approved by New York Medical College (IACUC #21127). Human kidney samples were obtained from morphologically normal portions of tumor nephrectomy specimens after written consent (Charité Ethics Committee No. EA4/002/24).

### Data availability.

PIPseeker output files and an annotated Seurat object are uploaded to GEO (GSE284450). To ensure data accessibility, we also made the TAL-INTACT dataset available for further exploration via an interactive web tool generated using ShinyCell (58) at https://ellisonlab.shinyapps.io/tal_shinycell/Previously published data were used for this work (16, 28, 53). All study data are included in the article or supplement. Supporting raw data behind graphical analyses and means are provided in a supplemental file titled Supporting Data Values.

Code for data processing and figure generation is available on GitHub (https://github.com/JBLkidney/OHSU-NHT-Bahena_TAL_2024; commit ID e200a5a).

Prior publication: A preprint of this paper was published previously: Demirci H, et al. Distinct cell types along thick ascending limb express pathways for monovalent and divalent cation transport [preprint]. https://doi.org/10.1101/2025.01.16.633282 Posted on bioRxiv. January 21, 2025.

## Author contributions

HD, JPBL, DHE, and SB designed research. HD, JPBL, AS, XTS, JWN, CLY, JNC, XPD, YS, DEY, CQ, NH, MB, WHW, and SB performed research. HD, JPBL, AS, XTS, JWN, CLY, JNC, XPD, YS, DEY, CQ, NH, MB, and SB analyzed data. KE and BE developed the PIPseq model. RL generated the NKCC2-CRE mouse model. HD, JPBL, DHE, and SB wrote the paper.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supporting data values

## Figures and Tables

**Figure 1:**
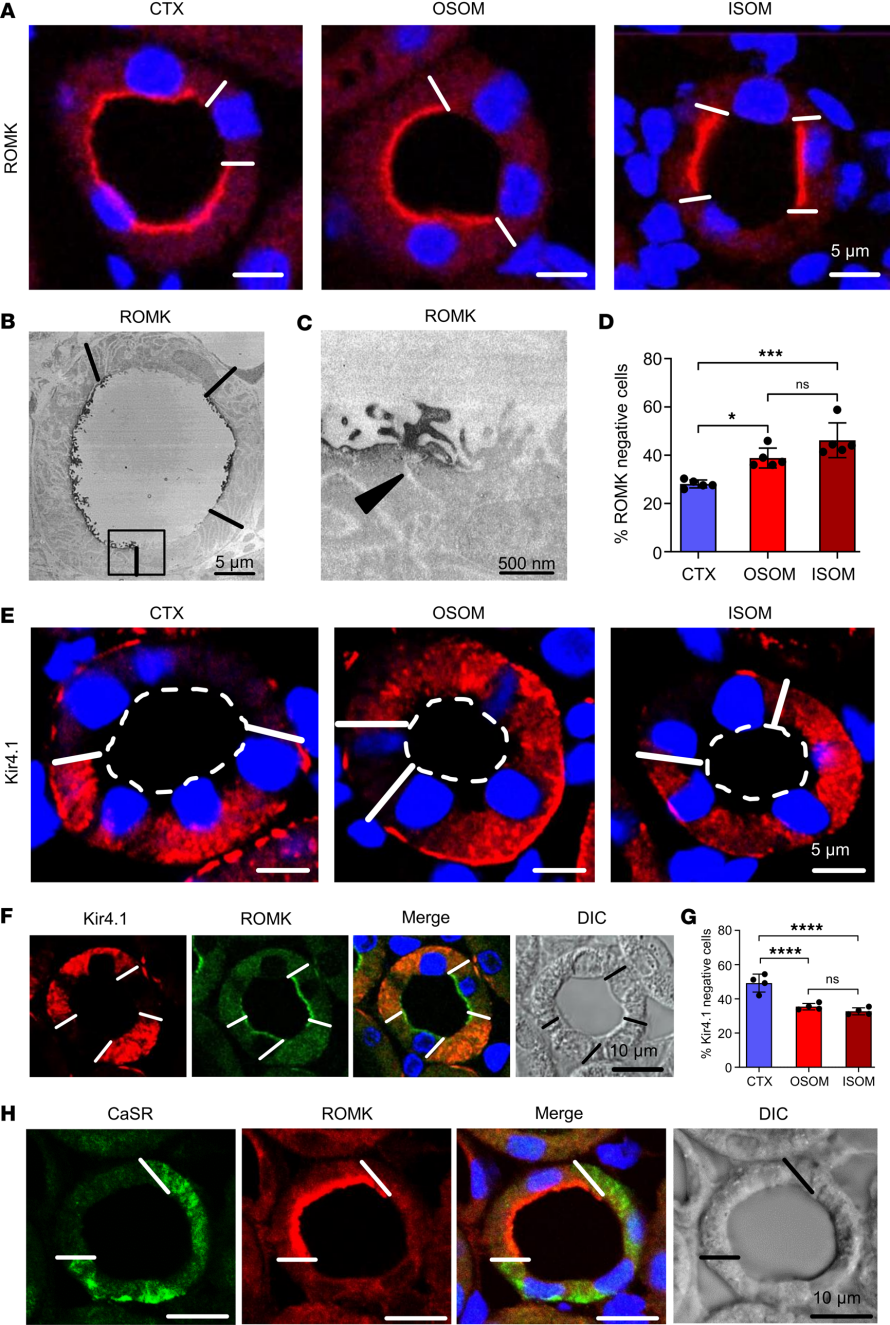
Immunostaining for ROMK, Kir4.1, and CaSR distribution in rat kidney TAL. (**A**) ROMK immunostaining is identified using an antibody that recognizes all 3 ROMK isoforms (see also Supplemental Table 1) by luminal signal in a subset of cells lining TAL profiles across renal parenchymal zones; DAPI blue nuclear staining. White bars in epithelia identify cell borders between ROMK-positive and ROMK-negative cells. (**B** and **C**) Transmission electron microscopy showing overview (**B**) and detail (**C**) of ROMK-positive and ROMK-negative adjacent cells; arrowhead marks junctional area between positive and negative cells (**C**); immunoperoxidase staining. Scale bars indicated. (**D**) Numerical evaluation of ROMK-negative cells across the zones; values are means ± SD from *n* = 5 rats; *P < 0.05; ***P < 0.001, by 1-way ANOVA and post hoc comparisons. (**E**) Kir4.1 immunostaining is identified as basolateral signal in a subset of medullary TAL (mTAL) epithelial cells. (**F**) Double immunostaining for Kir4.1 and ROMK shows mutually exclusive signals in mTAL. (**G**) Numerical evaluation of Kir4.1-negative cells across zones; values are means ± SD from *n* = 4 rats; ****P < 0.0001, by 1-way ANOVA and post hoc comparisons. (**H**) Double immunostaining for CaSR and ROMK show mutually exclusive signals in mTAL. White bars mark the borders between ROMK-positive and -negative cells. To reflect underlying structure, a differential interference contrast (DIC) filter was used. DAPI blue nuclear staining: scale bars indicated.

**Figure 2:**
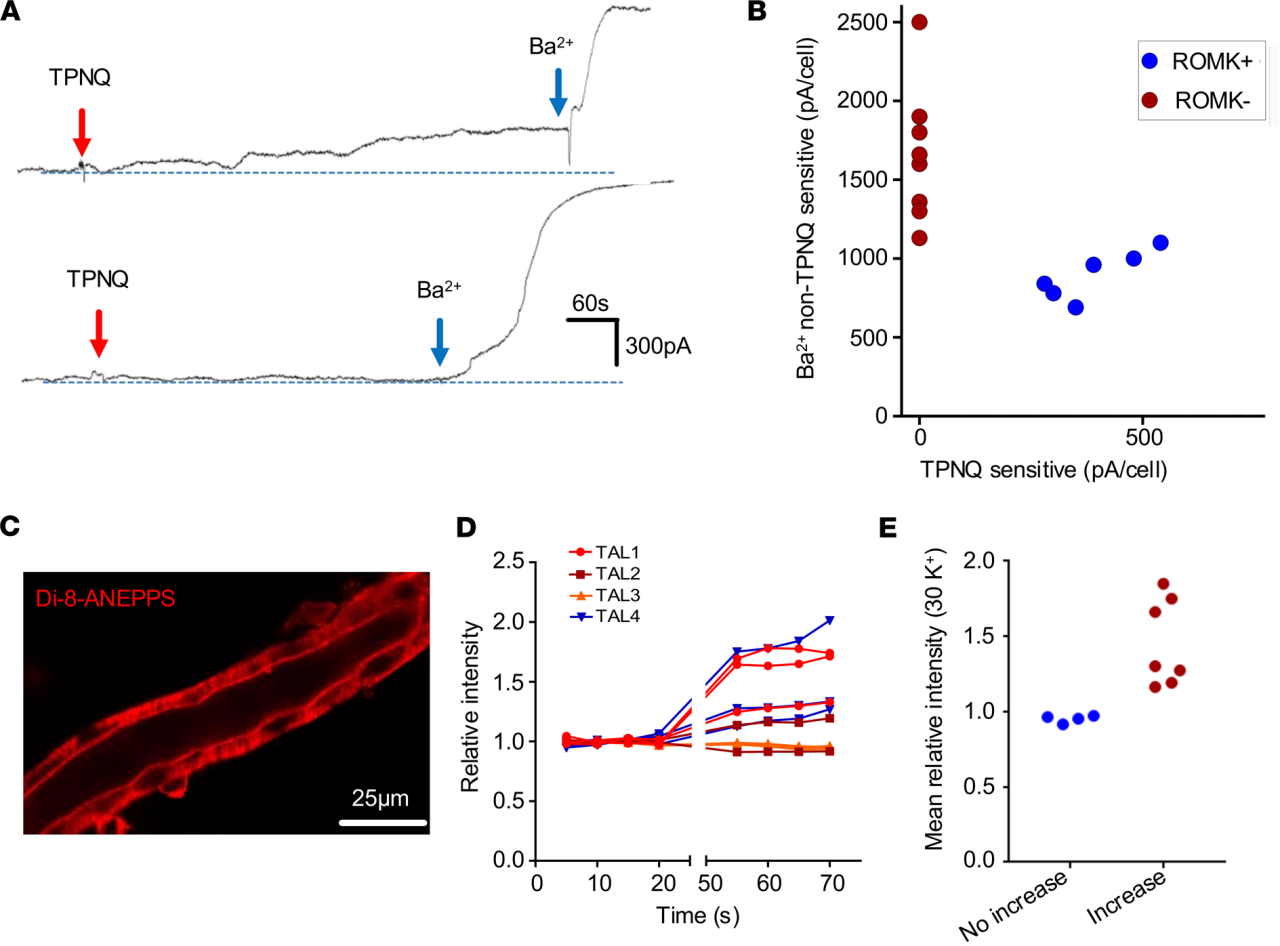
Functional evidence for distinct cell types with or without ROMK activity that respond to basolateral [K^+^]. (**A**) Whole-cell recordings show tertiapin-Q–sensitive (TPNQ-sensitive) K^+^ currents at –40 mV and barium-sensitive (Ba^2+^-sensitive) K^+^ currents at the same voltage in 2 representative TAL cells. Red arrows indicate addition of 400 nM TPNQ to the bath; blue arrows indicate addition of 1 mM Ba^2+^ to the bath. (**B**) Dot plot summary of experiments of TPNQ-sensitive and Ba^2+^-sensitive K^+^ currents at –40 mV with whole-cell recording. There are 2 types of cTAL cells, one (6 out of 14 cells) with TPNQ-sensitive ROMK channel activity (390 ± 42 pA) and the other (8 out of 14 cells) with no ROMK channel activity. Note that ROMK-negative cells have greater Ba^2+^-sensitive K^+^ currents than ROMK-positive cells. Results were obtained from 14 experiments (tubules). (**C**) Confocal image of an isolated perfused TAL after Di-8-ANEPPS loading. Fluorescence intensity corresponds to membrane voltage and dye concentration. (**D**) Relative intensity of 11 individual cells from 4 TAL tubules under control (3.6 mmol/L) or high basolateral K^+^ concentration (30 mmol/L). Note that several lines showing tubules that did not respond to [K^+^] are superimposed. (**E**) Relative intensities in the presence of high basolateral K^+^ concentration suggesting distinct cell types.

**Figure 3:**
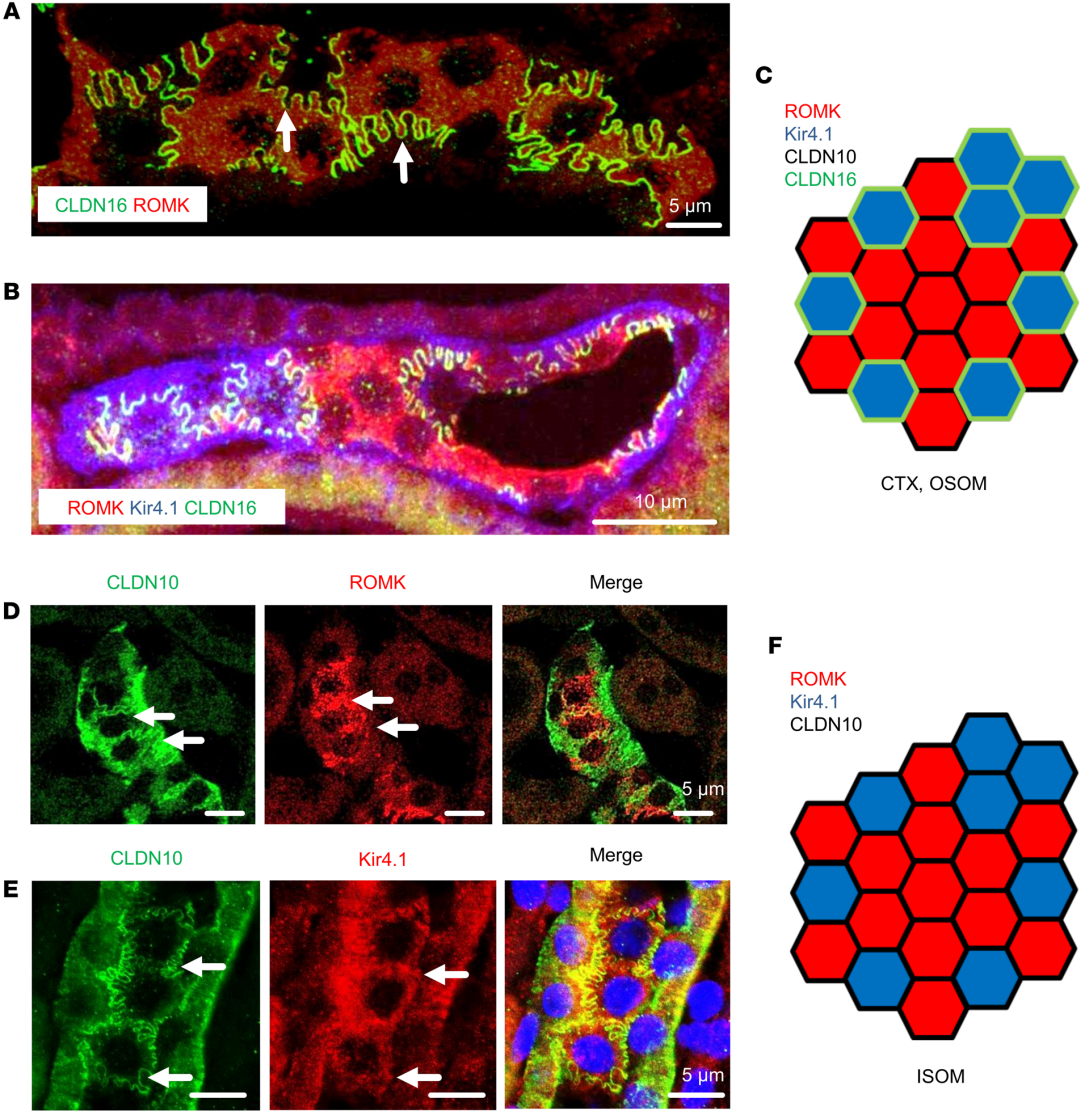
Immunostaining for claudin 10, claudin 16, ROMK, and Kir4.1 in rat kidney. Images were taken in subluminal tangential plane of the tubules. (**A**) Double immunostaining for CLDN16 and ROMK in mTAL of OSOM; note absence of CLDN16 signal between ROMK-positive cells but its presence when lining ROMK-negative cells (arrows). (**B**) Triple immunostaining for ROMK, Kir4.1, and CLDN16 in cTAL; red and purple signals distinguish ROMK-positive from ROMK-negative/Kir4.1-positive cells, respectively. Note absence of CLDN16 from junctions between ROMK-positive cells but its presence between ROMK-negative/Kir4.1-positive cells. (**C**) Schematic drawing demonstrates the differences with respect to ROMK-positive, Kir4.1-negative as well as ROMK-negative, Kir4.1-positive cells and their CLDN10- or CLDN16-specific junctional lining in TAL of cortex and OSOM. (**D**) Double immunostaining for CLDN10 and ROMK in mTAL of ISOM; junctional CLDN10 signals (arrows) between ROMK-positive cells. (**E**) Double immunostaining for CLDN10 and Kir4.1 in mTAL of ISOM; tight junctions between Kir4.1-positive cells (arrows) express CLDN10. (**F**) Schematic drawing demonstrates ROMK-positive, Kir4.1-negative as well as ROMK-negative, Kir4.1-positive cells and their CLDN10-specific junctional lining in TAL of ISOM. Scale bars indicated.

**Figure 4:**
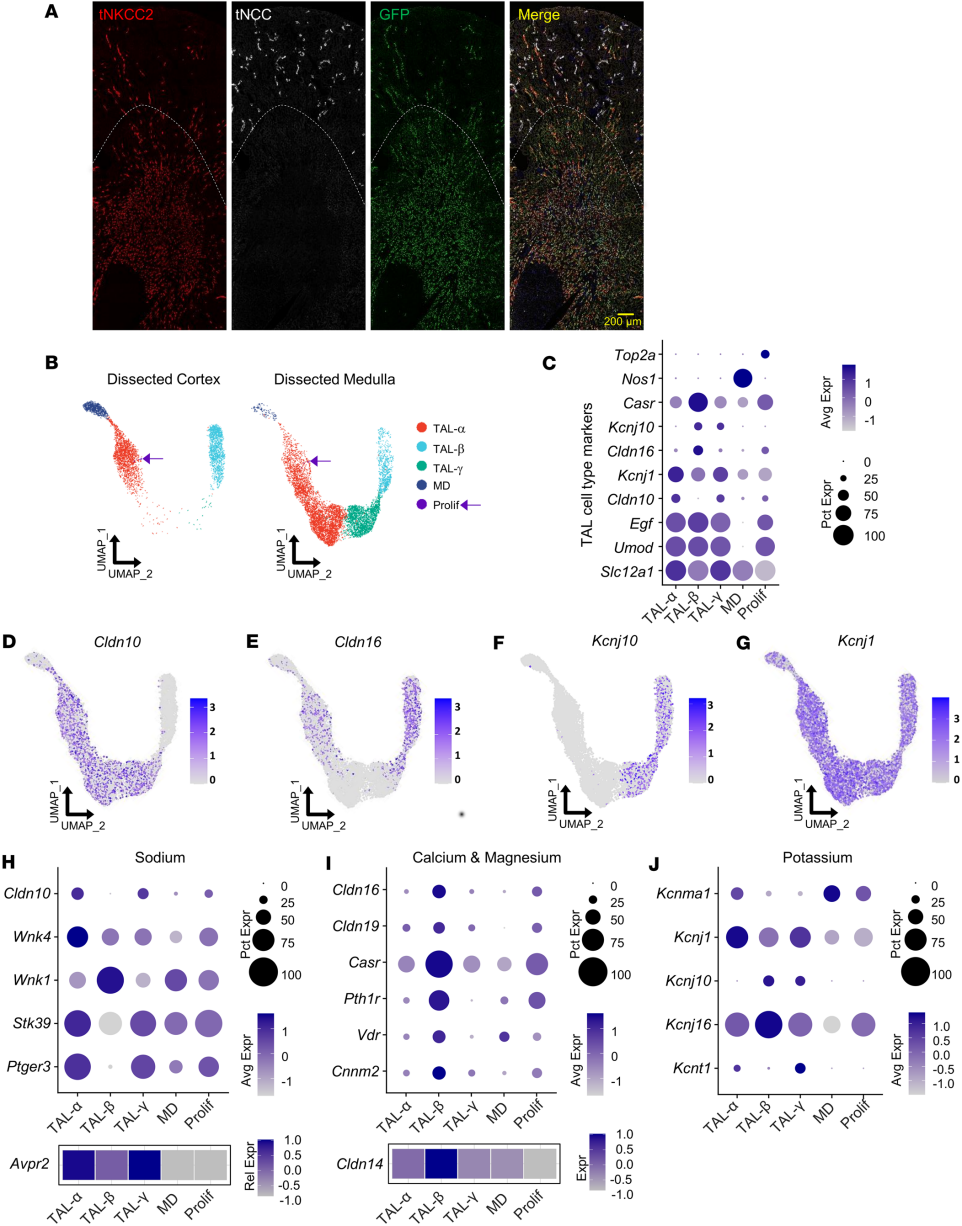
TAL cell diversity revealed by enriched snRNA-Seq analysis in the mouse kidney. (**A**) Immunofluorescence staining of NKCC2-INTACT mouse kidneys shows total NKCC2 (tNKCC2) (red), tNCC (white), and GFP (green). Tamoxifen-induced recombination specifically labels NKCC2^+^ cells, with GFP-positive nuclei colocalizing exclusively in NKCC2-expressing cells. (**B**) Uniform manifold approximation and projection (UMAP) of enriched snRNA-Seq data showing TAL cell populations split by kidney region (cortex and medulla). Identified clusters include TAL-α (claudin 10–positive, Kir4.1–negative), TAL-β (claudin 16–positive, Kir4.1–positive), TAL-γ (claudin 10–positive, Kir4.1–positive), macula densa (MD; Nos1–positive), and proliferating (Prolif; Top2a–positive) cells. (**C**) Dot plot displaying key TAL cell type markers, including *Slc12a1*, *Cldn10*, *Cldn16*, *Kcnj10*, *Kcnj1*, *Nos1*, *Top2a*. UMAP displaying the expression of *Cldn10* (**D**), *Cldn16* (**E**), *Kcnj10* (**F**), and *Kcnj1* (**G**) genes. Dot plots and heatmaps illustrate gene expression patterns associated with (**H**) sodium transport (*Cldn10*, *Wnk4*, *Wnk1*, *Stk39*, *Ptger3*, *Avpr2*), which are enriched in TAL-α and TAL-γ clusters; (**I**) calcium and magnesium transport (*Cldn16*, *Cldn19*, *Casr*, *Pth1r*, *Vdr*, *Cnnm2*, *Cldn14*), with higher expression in TAL-β; (**J**) potassium transport (*Kcnma1*, *Kcnj1*, *Kcnj10*, *Kcnj16*, *Kcnt1*). Data normalization and scaling: Gene expression data were normalized and *z*-score–scaled to enable comparison of relative expression levels across clusters. “Avg Exp” (average expression) and “Exp” (expression) represents the *z*-scored mean gene expression within a cluster, while “Pct Exp” (percentage expressed) denotes the percentage of cells in a cluster with detectable expression of the gene.

**Figure 5:**
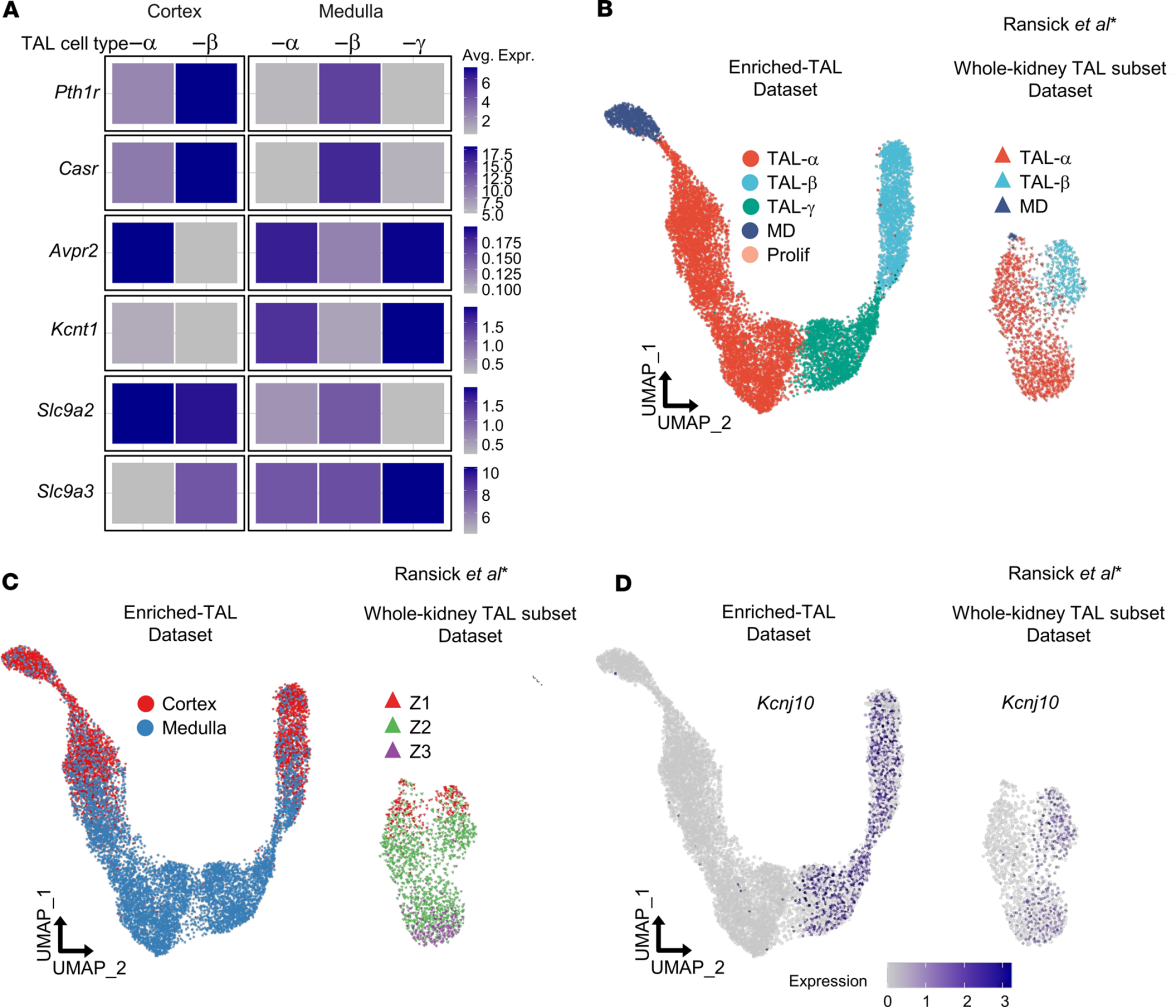
Regional expression of key proteins in TAL cell types and comparative analysis of TAL diversity: enriched-TAL versus whole-kidney TAL subset in RNA-Seq datasets. Heatmap showing regional gene expression patterns in TAL cell types. *Pth1r* and *Casr* transcripts are highest in TAL-β cells, peaking in the cortex. *Avpr2* and *Kcnt1* are enriched in claudin 10–positive TAL-α and TAL-γ cells, with highest levels in the medulla. *Slc9a2* (NHE2) is primarily expressed in the cortex (TAL-α and TAL-β), while *Slc9a3* (NHE3) is medulla enriched, peaking in TAL-γ cells. Data normalization and scaling: Gene expression data were normalized and scaled using a *z*-score to compare relative expression levels across clusters. “Avg Exp” indicates the *z*-scored mean gene expression within a cluster. (**B**–**D**) Comparative analysis of the enriched-TAL dataset with *Slc12a1*-positive TAL subsets extracted from a previously published whole-kidney RNA-Seq dataset (16). (**B**) UMAP comparing TAL cell types. The enriched-TAL dataset reveals 3 distinct TAL cell types: TAL-α, TAL-β, and TAL-γ, alongside MD and proliferating (Prolif) cells. In contrast, the whole-kidney TAL subset (16) predominantly identifies 2 TAL cell types (TAL-α and TAL-β) and MD cells. (**C**) UMAP illustrating the origin of TAL cells by kidney zone according to authors. In the enriched-TAL dataset, cells are derived from dissected cortex and medulla. In the whole-kidney dataset, kidney zones are designated as Zone 1 (cortex), Zone 2 (outer medulla), and Zone 3 (inner medulla) (16). (**D**) UMAP displaying *Kcnj10* (Kir4.1) expression in both the enriched-TAL dataset and the whole-kidney TAL subset (16).

**Figure 6:**
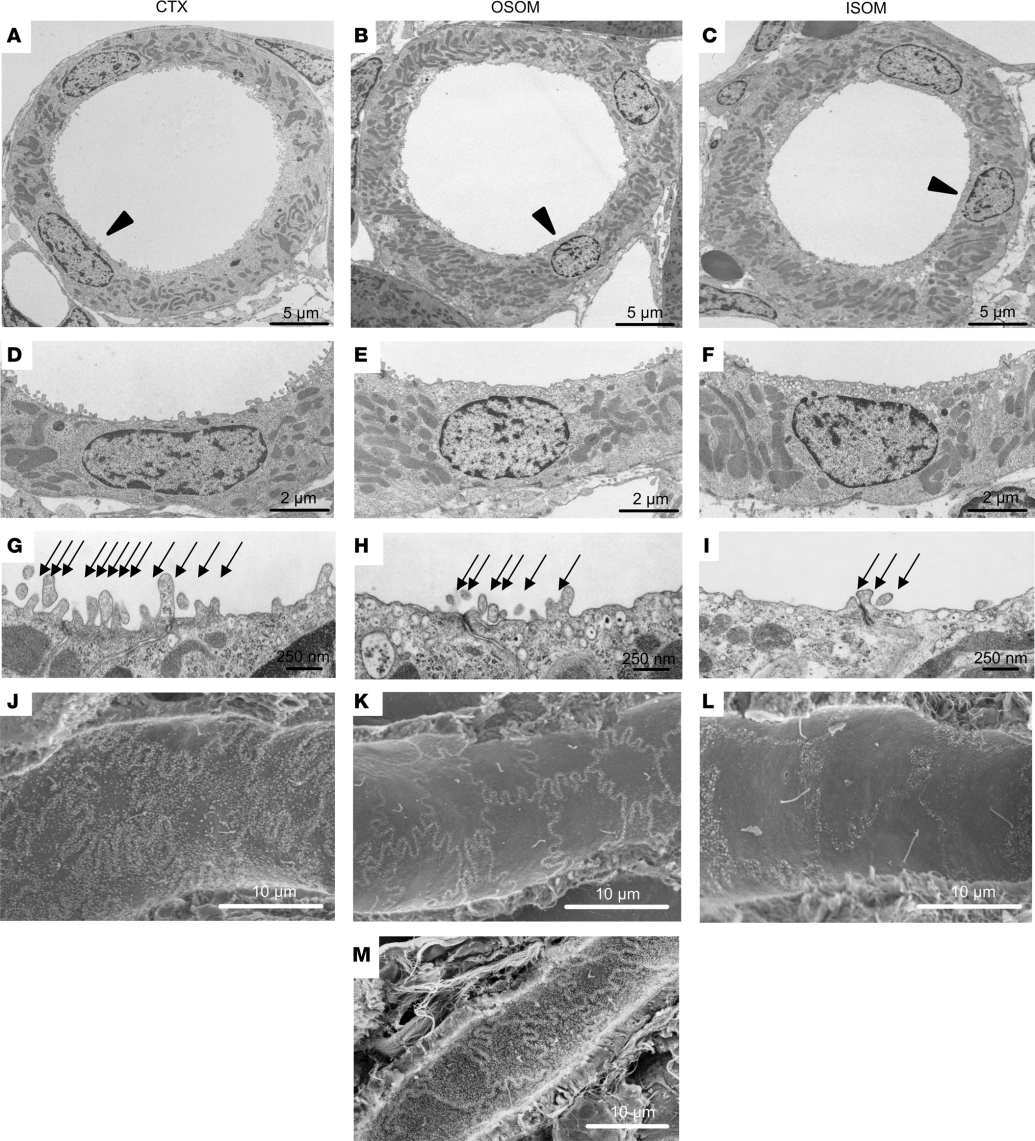
Ultrastructural landmarks in TAL of rat and mouse kidney. TAL from cortex (CTX), OSOM, and ISOM. (**A**–**F**) Cross-sectional profiles (**A**–**C**) with increasing cell height toward ISOM; arrowheads indicate sites of higher magnification (**D**–**F**) by transmission electron microscopy. Note minor differences in microvillar density along the course of TAL. (**G** and **H**) Tight junctional fields show numbers of luminal microvilli along luminal cell borders decreasing from CTX to ISOM (arrows). (**J**–**M**) Scanning electron micrographs showing luminal cell aspects of TAL epithelium in rat (**J**–**L**) and mouse kidney (**M**). Note decreasing complexity of cell borders and numbers of microvilli in rat from CTX to ISOM as well as general absence of cell heterogeneity. Scale bars indicated.

**Figure 7:**
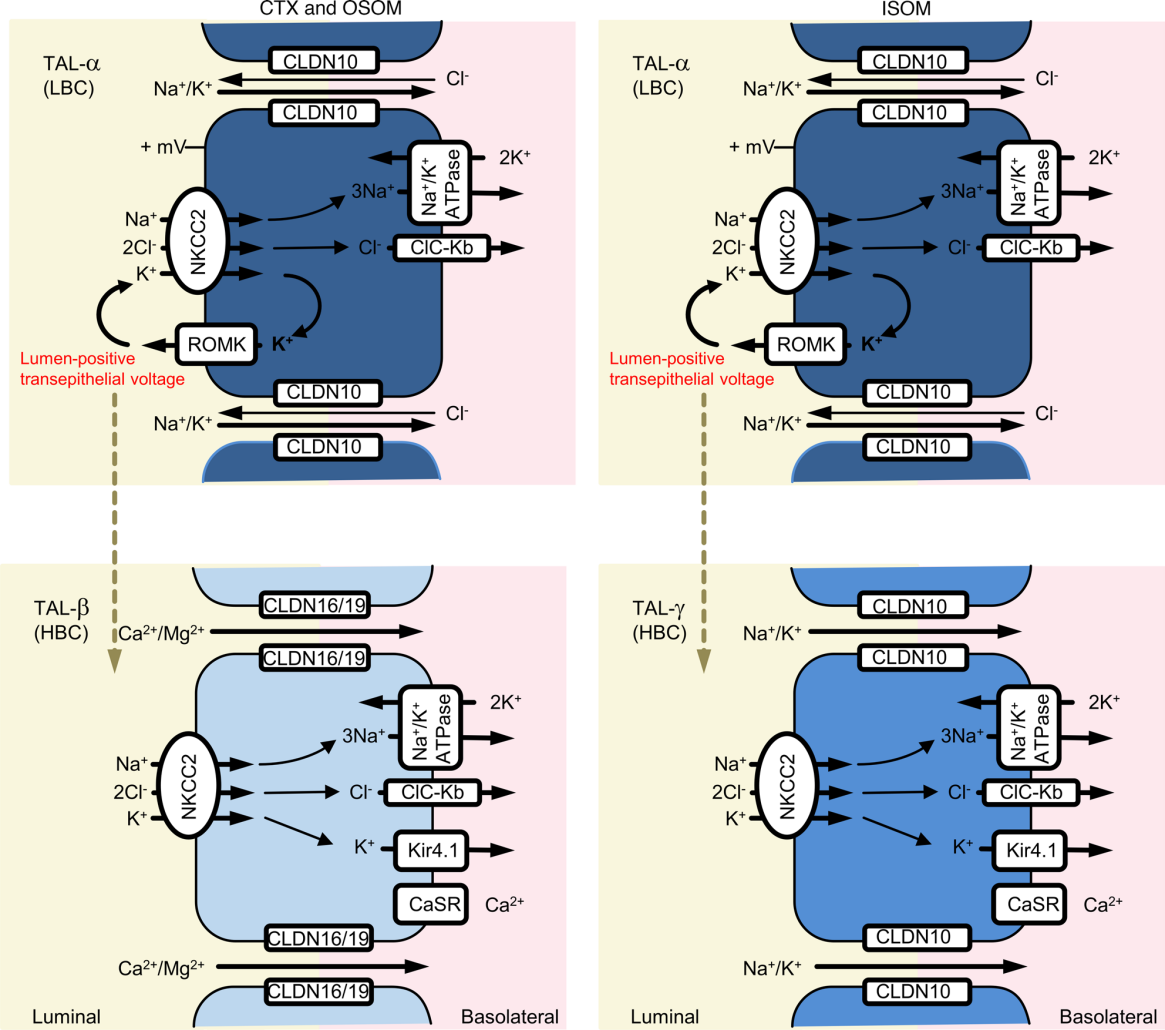
Schematic drawing on cell type heterogeneity along TAL. Mechanistic model of TAL cellular heterogeneity. All cells express luminal NKCC2, basolateral chloride channels, and Na^+^/K^+^-ATPase to reabsorb NaCl via the transcellular path. TAL-α cells of all zones are equipped for paracellular Na^+^/K^+^ absorption via CLDN10. They express luminal ROMK and show low basolateral K^+^ conductance (LBC) to generate a lumen-positive voltage. TAL-β cells of CTX and OSOM comprise the equipment for paracellular Ca^2+^/Mg^2+^ reabsorption via CLDN16/19. They lack luminal ROMK and show high basolateral K^+^ conductance (HBC). TAL-γ cells of ISOM are equipped for paracellular Na^+^ absorption via CLDN10; they lack luminal ROMK and show HBC. TAL-β and TAL-γ cells per se do not contribute to transepithelial voltage, but adjacent LBC type TAL-α cells still provide the electrotonic driving force (dotted arrow) to support K^+^ reabsorption and paracellular passage of Na^+^ (TAL-α and TAL-γ cells) or Ca^2+^/Mg^2+^ (TAL-β cells). Data are from previous work (10–14, 32, 37) and current results.

# Supplementary material for: Distinct cell types along thick ascending limb express pathways for monovalent and divalent cation transport
**Source:** JCI Insight. 2025 Jun 5;10(13):e190992. doi: 10.1172/jci.insight.190992
**Supplement:** Supplemental data

**Supplemental Information Appendix;****Supplemental Table 1:**

| <b>Primary and secondary antibodies</b> | <b>Host &amp; Clonality</b> | <b>Company</b>                  | <b>Catalog number</b> | <b>Epitope information</b>                                                                                                               | <b>Dilution for IHC</b> |
|-----------------------------------------|-----------------------------|---------------------------------|-----------------------|------------------------------------------------------------------------------------------------------------------------------------------|-------------------------|
| Anti-CaSR                               | Rabbit, polyclonal          | Enzo, Life Science              | ASB-OAAF00973         | Synthetic peptide (AA 854-903) from C-terminal human CaSR                                                                                | 1:500                   |
| Anti-claudin 10                         | Rabbit, polyclonal          | Invitrogen                      | 38-8400               | Synthetic peptide from the C-terminal human/mouse claudin-10                                                                             | 1:200                   |
| Anti-claudin 16                         | Rabbit, polyclonal          | BiCell Scientific               | 00216                 | Synthetic peptide (15 AA) from C-terminal human Claudin-16                                                                               | 1:100                   |
| Anti-claudin 16                         | Mouse, monoclonal           | Provided by H. Dimke, Aarhus DK |                       | Synthetic peptide (25 AA) from C-terminal human CLDN16                                                                                   | 1:100                   |
| Anti-Cox-2                              | Goat, polyclonal            | Santa Cruz Biotechnology        | Sc-1745               | Synthetic peptide from C-terminal human Cox-2                                                                                            | 1:300                   |
| Anti-Kir4.1 (KCNJ10)                    | Rabbit, polyclonal          | Alomone Labs                    | APC-035               | Synthetic peptide (AA 356-375) from C-terminal rat Kir4.1 (Accession P49655)                                                             | 1:500                   |
| Anti-NKCC2                              | Guinea pig, polyclonal      | S. Bachmann, Berlin             |                       | Synthetic peptide (85 AA) from NH2-terminal rat NKCC2 (NKCC2 isoform nonspecific)                                                        | 1:5000                  |
| Anti-nNOS                               | Rabbit, polyclonal          | Thermo Fisher Scientific        | 61-7000               | Recombinant protein (195 AA) from N-terminal rat nNOS                                                                                    | 1:1000                  |
| Anti-ROMK (KCNJ1)                       | Rabbit, polyclonal          | Alomone Labs                    | APC-001               | GST fusion protein (AA 342-391) of C-terminal rat KCNJ1 (Accession P35560).<br><br>This epitope is shared by all three isoforms of ROMK. | 1:500                   |
| Cy3-coupled donkey anti-rabbit IgG      | Donkey, polyclonal          | Dianova                         | 711-167-003           |                                                                                                                                          | 1:250                   |

|                                                   |                    |                                     |             |  |        |
|---------------------------------------------------|--------------------|-------------------------------------|-------------|--|--------|
| Cy2-coupled donkey anti-rabbit IgG                | Donkey, polyclonal | Dianova                             | 706-225-148 |  | 1:100  |
| Cy3-coupled donkey anti-mouse IgG                 | Donkey, polyclonal | Dianova                             | 715-165-150 |  | 1:250  |
| Cy2-coupled donkey anti-mouse IgG                 | Donkey, polyclonal | Dianova                             | 715-225-140 |  | 1:100  |
| Cy3-coupled donkey anti-guinea pig IgG            | Donkey, polyclonal | Dianova                             | 706-165-148 |  | 1:250  |
| Cy2-coupled donkey anti-guinea pig IgG            | Donkey, polyclonal | Dianova                             | 706-225-148 |  | 1:100  |
| Donkey anti-rabbit IgG (H+L) Alexa 488-conjugated | Donkey, polyclonal | Thermo Fisher Scientific            | A-21206     |  | 1:400  |
| Goat-anti-mouse Alexa-488                         | Goat, polyclonal   | Thermo Fisher Scientific            | A-11001     |  | 1:250  |
| Goat-anti-guinea pig Alexa-594                    | Goat, polyclonal   | Thermo Fisher Scientific            | A-11076     |  | 1:250  |
| Goat-anti-rabbit Alexa-633                        | Goat, polyclonal   | Thermo Fisher Scientific            | A-21070     |  | 1:250  |
| Anti-rabbit immunoglobulins HRP                   | Swine, polyclonal  | Dako                                | P0399       |  | 1:2000 |
| Affinity pure Fab fragment goat anti-rabbit IgG   | Goat, polyclonal   | Jackson ImmuneResearch Laboratories | 111-007-003 |  | 1:20   |

## Supplemental Figure 1. ROMK immunostaining in TAL across species and sex

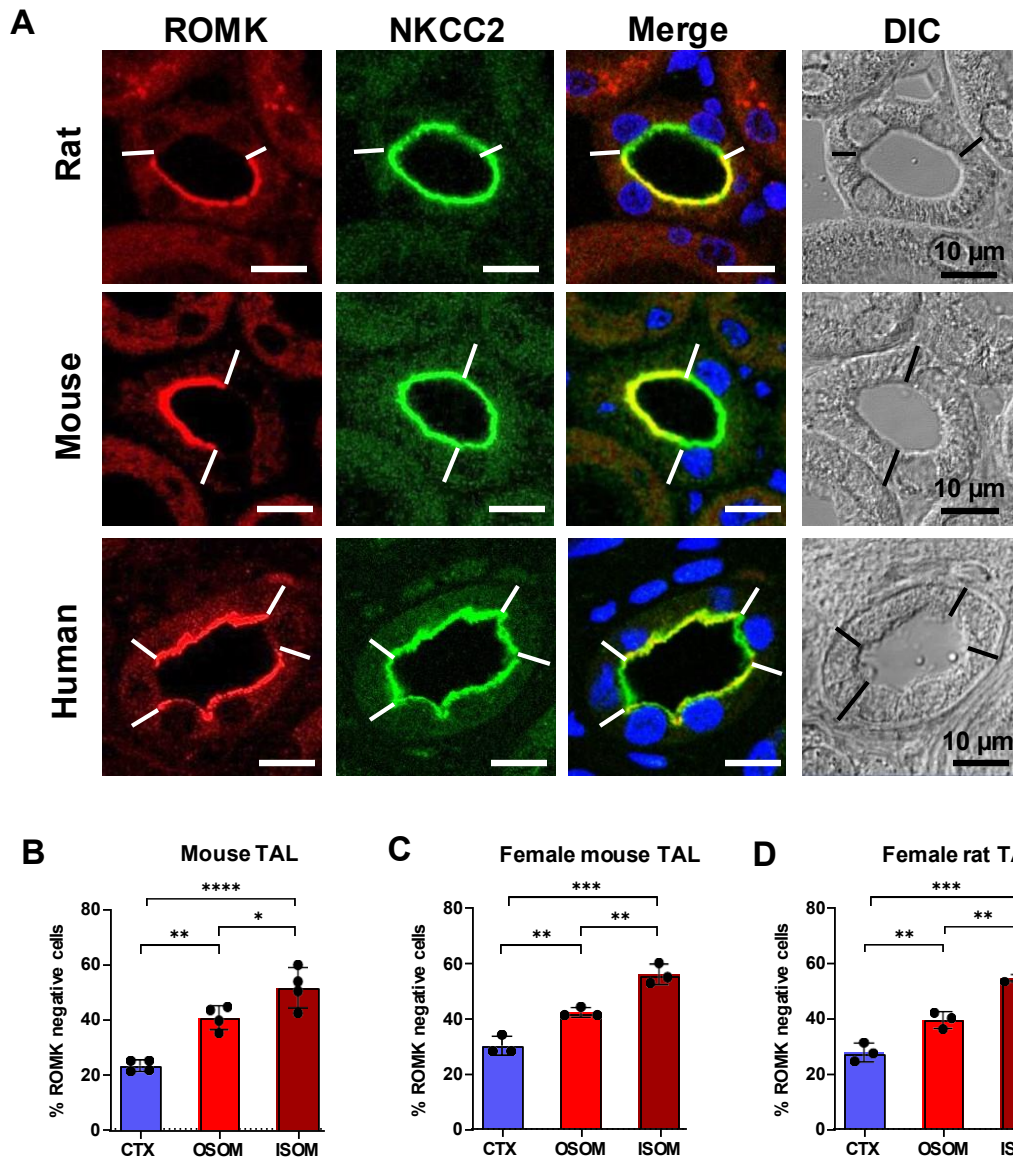

**Supplemental Figure 1. ROMK immunostaining in TAL across species and sex; distribution of pNKCC2, rat kidney. (A)** ROMK immunostaining in rat, mouse and human kidney samples is identified by mosaic luminal signal in TAL double-stained for continuous NKCC2 signal; DAPI blue nuclear staining in merge images. DIC, differential interference contrast optics. Bars in epithelia identify cell borders between ROMK-positive and ROMK-negative cells. **(B-D)** Numerical evaluation of ROMK-negative cells in TAL of male **(B)** and female **(C)** mice and female rats **(D)**; values are means  $\pm$  SD from  $n=5$  mice or rats. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$ ; \*\*\*\*  $P < 0.0001$  by ANOVA and post-hoc comparisons.

## Supplemental Figure 2. ROMK mRNA expression in mTAL, rat kidney

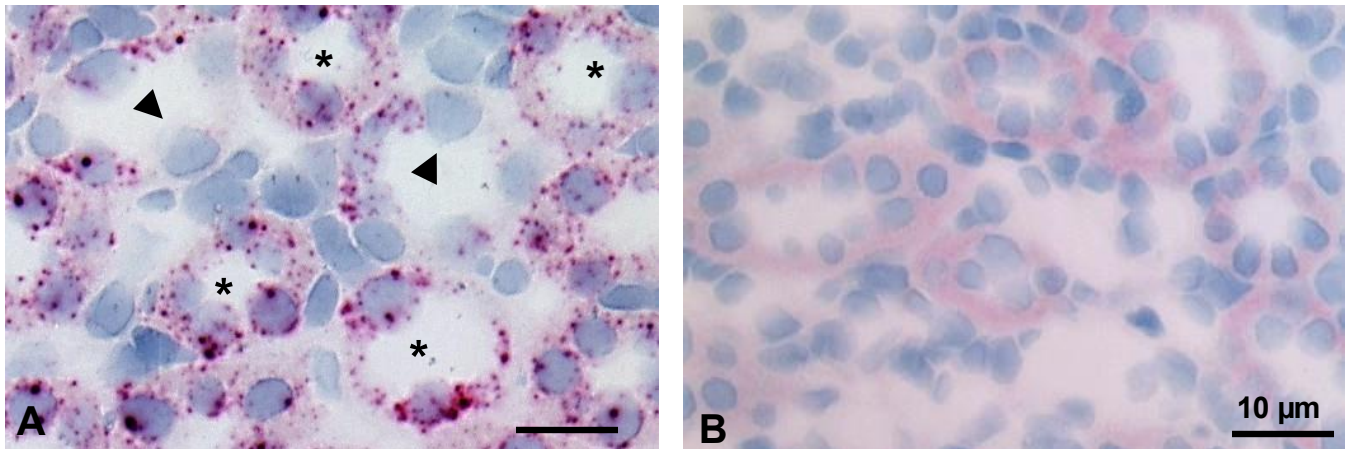

**Supplemental Figure 2. ROMK mRNA expression in mTAL, rat kidney. (A,B)** ROMK mRNA is visualized by in situ hybridization using RNAscope technology. All cells of TAL profiles (asterisks) and principal cells of collecting ducts are labeled; the latter have been distinguished by their lower epithelial height and larger perimeter (+34.6%). Absence of staining in intercalated cells is indicated by arrowheads (**A**). No signal is obtained from a control bacterial DapB probe (**B**). Scale bars indicate magnification.

Supplemental Figure 3. Macula densa-specific expression patterns, rat and mouse kidney

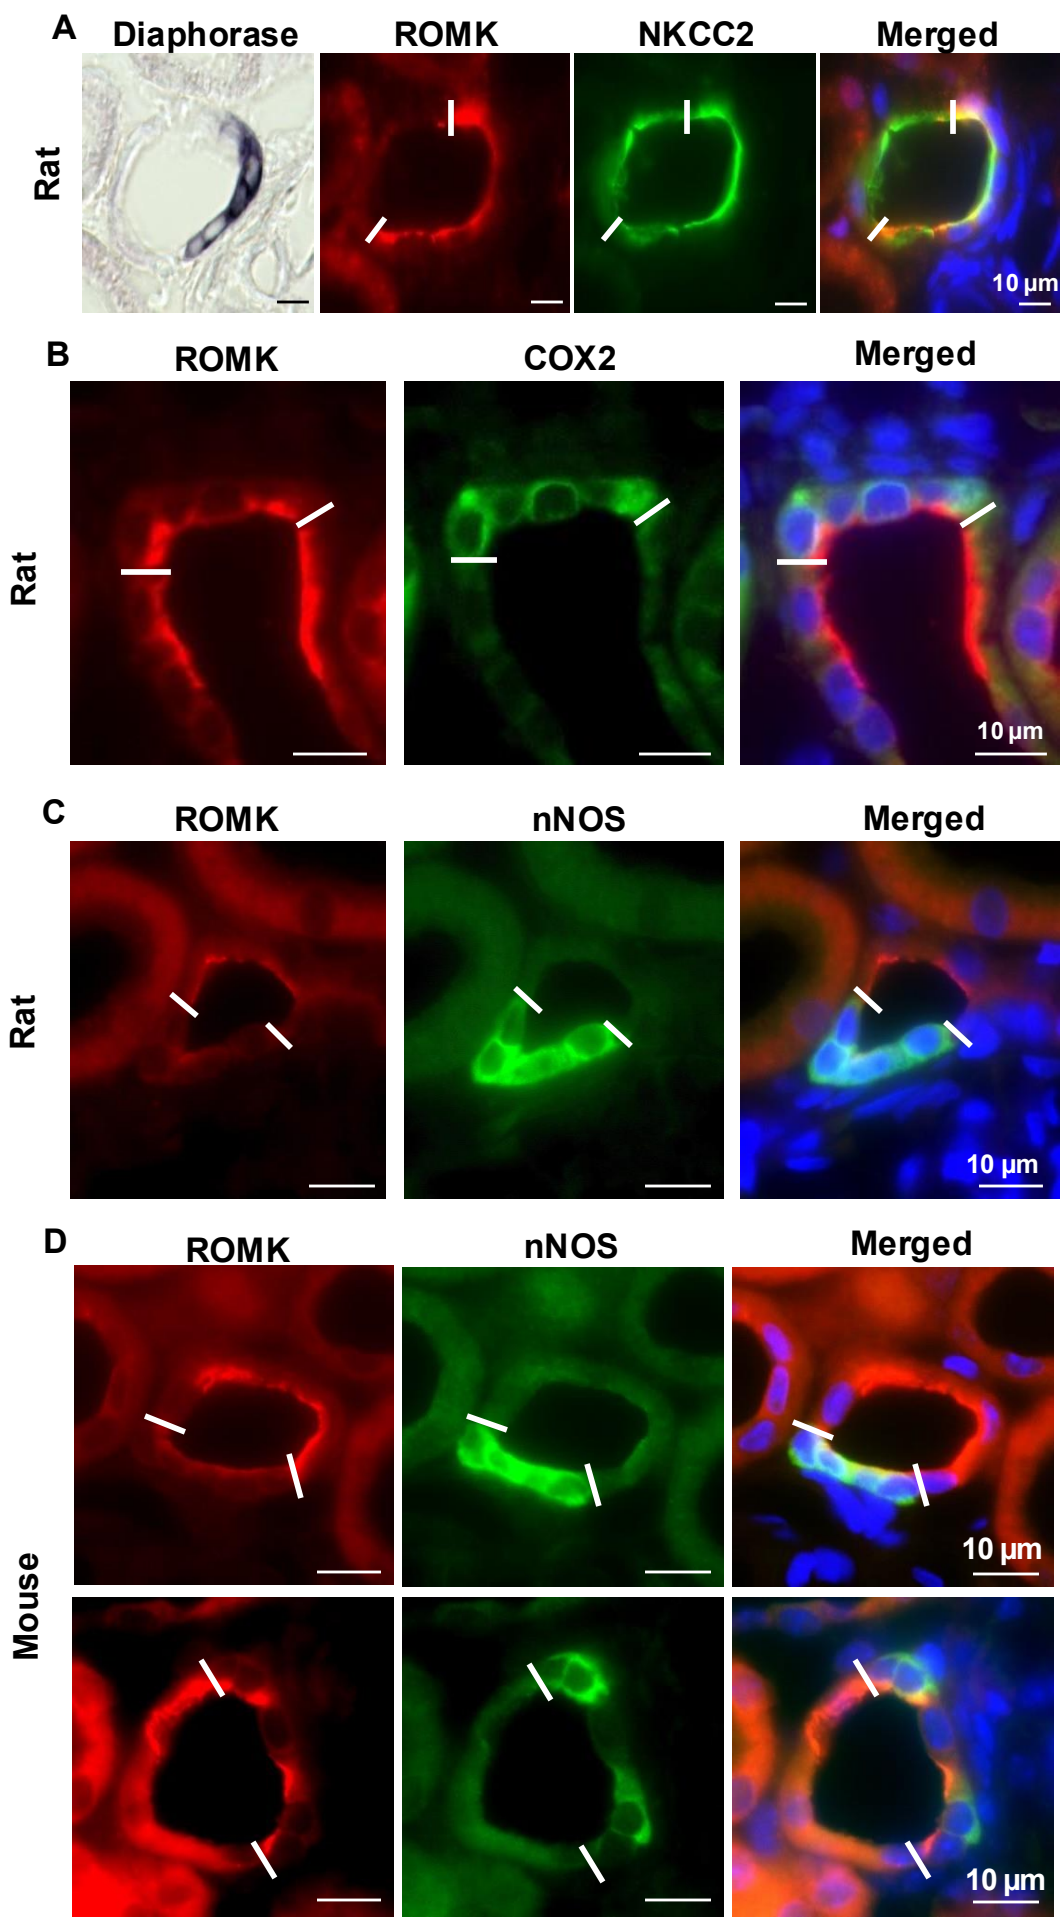

**Supplemental Figure 3. Macula densa-specific expression patterns, rat and mouse kidney.** (A) Rat macula densa staining by (nicotinamide adenine dinucleotide phosphate) diaphorase associates with ROMK and NKCC2 immunoreactive signals. (B) ROMK and cyclooxygenase-2 (COX-2) immunoreactive signals are colocalized in macula densa. (C) ROMK and neuronal nitric synthase (nNOS) immunoreactive signals are colocalized in macula densa; note weak ROMK signal occurring in places. (D) In mouse kidney, macula densa ROMK immunoreactive signal may be weak or displaying scattered positivity, here in double staining for nNOS. Scale bars indicate magnification.

**Supplemental Figure 4. Distribution of Claudins 10 and 16 and Kir4.1 in isolated mouse cTAL**

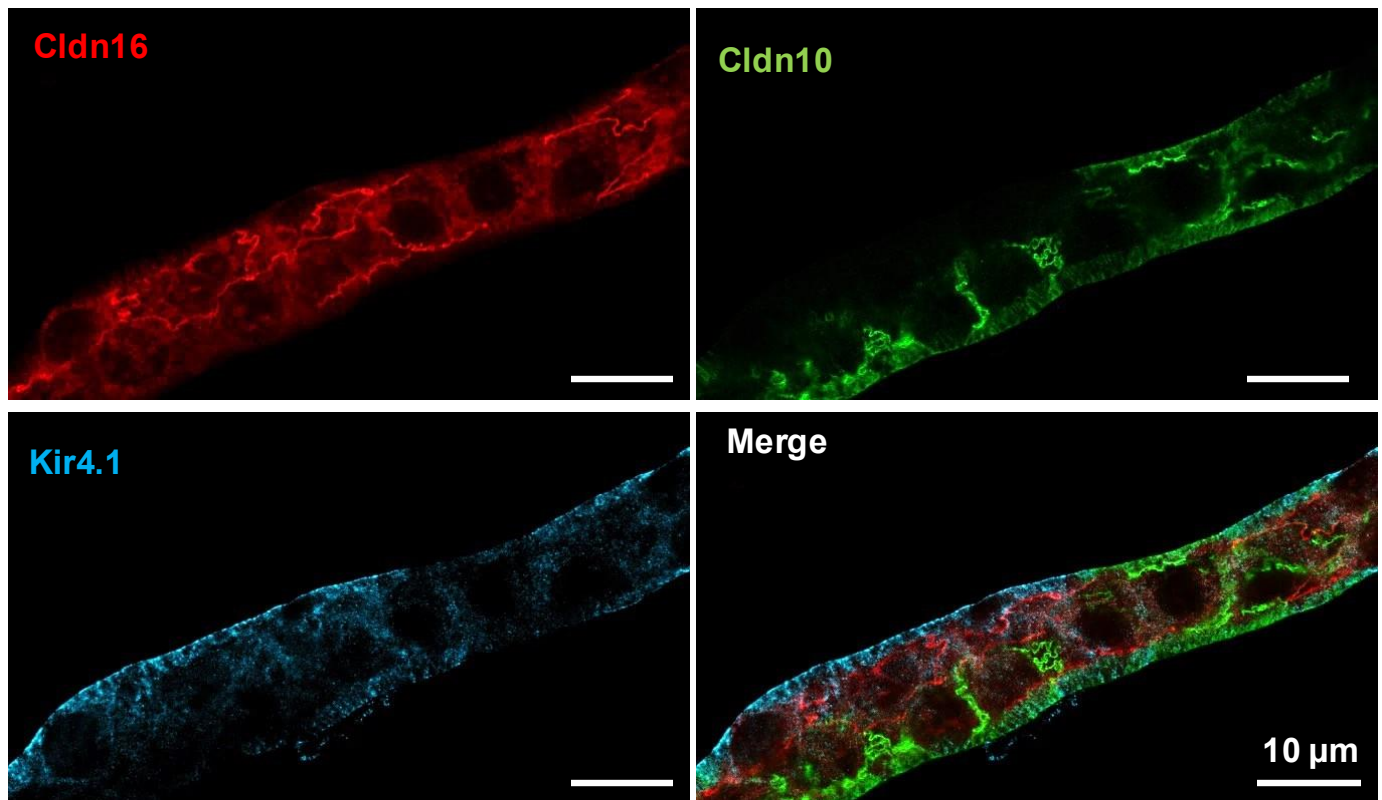

**Supplemental Figure 4. Distribution of Claudins 10 and 16 and Kir4.1 in isolated mouse cTAL.** Triple staining immunohistochemistry shows one isolated TAL segment; note that Claudin (Cldn)10 staining is mutually exclusive to Cldn16 and basolateral Kir4.1 staining. Scale bar indicates magnification.

**Supplemental Figure 5. Cell type distribution and kidney zone localization of mouse Thick Ascending Limb (TAL) cells as determined by single-nucleus RNA sequencing.**

**(A)** Uniform Manifold Approximation and Projection (UMAP) plot showing *Slc12a1* transcript levels, a canonical marker for TAL cells. **(B)** UMAP plot indicating the anatomical origin of TAL cells, classified into manually dissected kidney zones: cortex and medulla. **(C)** UMAP plot identifying distinct TAL cell populations. 

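Over both libraries together, which weights the medulla library by its larger number of nuclei, 36.2% of the sorted TAL nuclei were TAL-α-like, 15.2% TAL-β-like, 17.5% TAL-γ-like and 7.87% MD-like. The mixed α/γ cluster held 18.9% and the mixed β/γ cluster 4.23%. Nuclei with proliferation markers made up 0.0624%, counted across all classes. Of the TAL-α-like nuclei 56.3% came from the medulla, of the TAL-β-like nuclei 27.5% and of the MD-like nuclei 12.0%. The names rest on rebuilt clusters, and a difference from the study's shares may come from these names.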

TAL- $\alpha$  accounts for 55.8%, TAL- $\beta$  for 18.4%, TAL- $\gamma$  for 18.8%, macula densa (MD) cells for 6.86%, and proliferative (Prolif) cells for 0.14%. **(D)** Heatmap illustrating the expression of canonical markers across all kidney cell types. **(E)** Bar graph displaying the percentage distribution of TAL subtypes across kidney zones. In the cortex: TAL- $\alpha$  comprises 41.4%, TAL- $\beta$  34.4%, TAL- $\gamma$  0.6%, MD 17.4%, and proliferative cells 0.2%. In the medulla: TAL- $\alpha$  represents 60.3%, TAL- $\beta$  9.9%, TAL- $\gamma$  28.5%, MD 1.2%, and proliferative cells 0.1%. **(F)** UMAP plot showing the distribution of *Kcnt1* expression across kidney zones. **(G)** Dot plot of the top 10 differentially expressed genes (DEGs) in each TAL cell population. Gene expression was normalized and z-score scaled to compare relative expression across clusters. "Average expression (Avg Expr)" refers to the z-scored of the average gene expression within a cluster, while "Percent expressed (Pct Expr)" denotes the proportion of cells within a cluster expressing the gene.

**Supplemental Figure 6. Highlighted Genes expression of Enriched Single-Nuclei RNA-Seq Analysis**

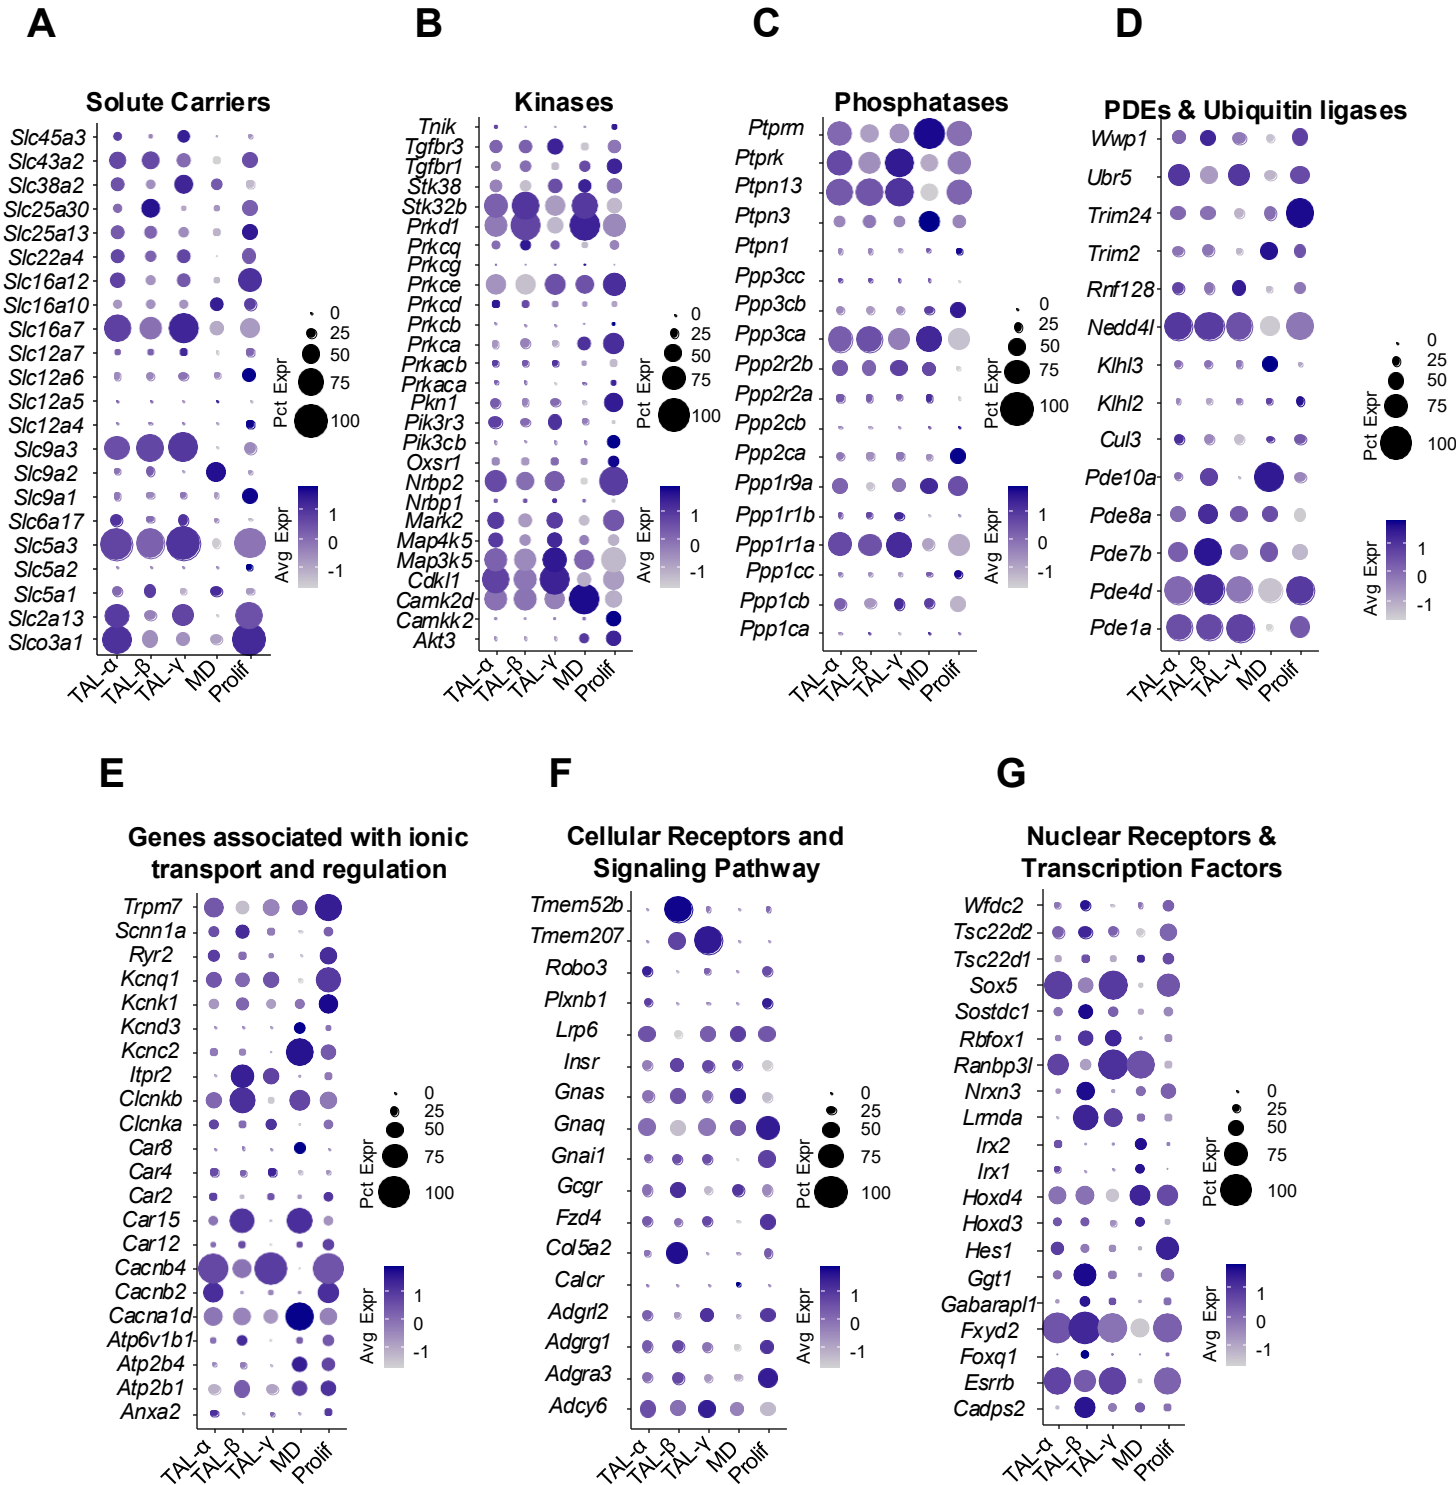

**Supplemental Figure 6. Highlighted Genes expression of Enriched Single-Nuclei RNA-Seq Analysis.** Dot plots displaying the expression of selected gene categories in each TAL cell population: **(A)** Solute carriers, **(B)** Kinases, **(C)** Phosphatases, **(D)** Phosphodiesterases (PDEs) and ubiquitin ligases, **(E)** Genes associated with ionic transport and regulation, **(F)** Cellular receptors and signaling pathways, and **(G)** Nuclear receptors and transcription factors. Gene expression was normalized and z-score scaled to facilitate comparisons across clusters. "Average expression (Avg Expr)" refers to the z-scored of the average gene expression within a cluster, while "Percent expressed (Pct Expr)" denotes the proportion of cells within a cluster expressing the gene.

**Supplemental Figure 7. Cortico-Medullary Markers of Enriched Single-Nuclei RNA-Seq Analysis.**

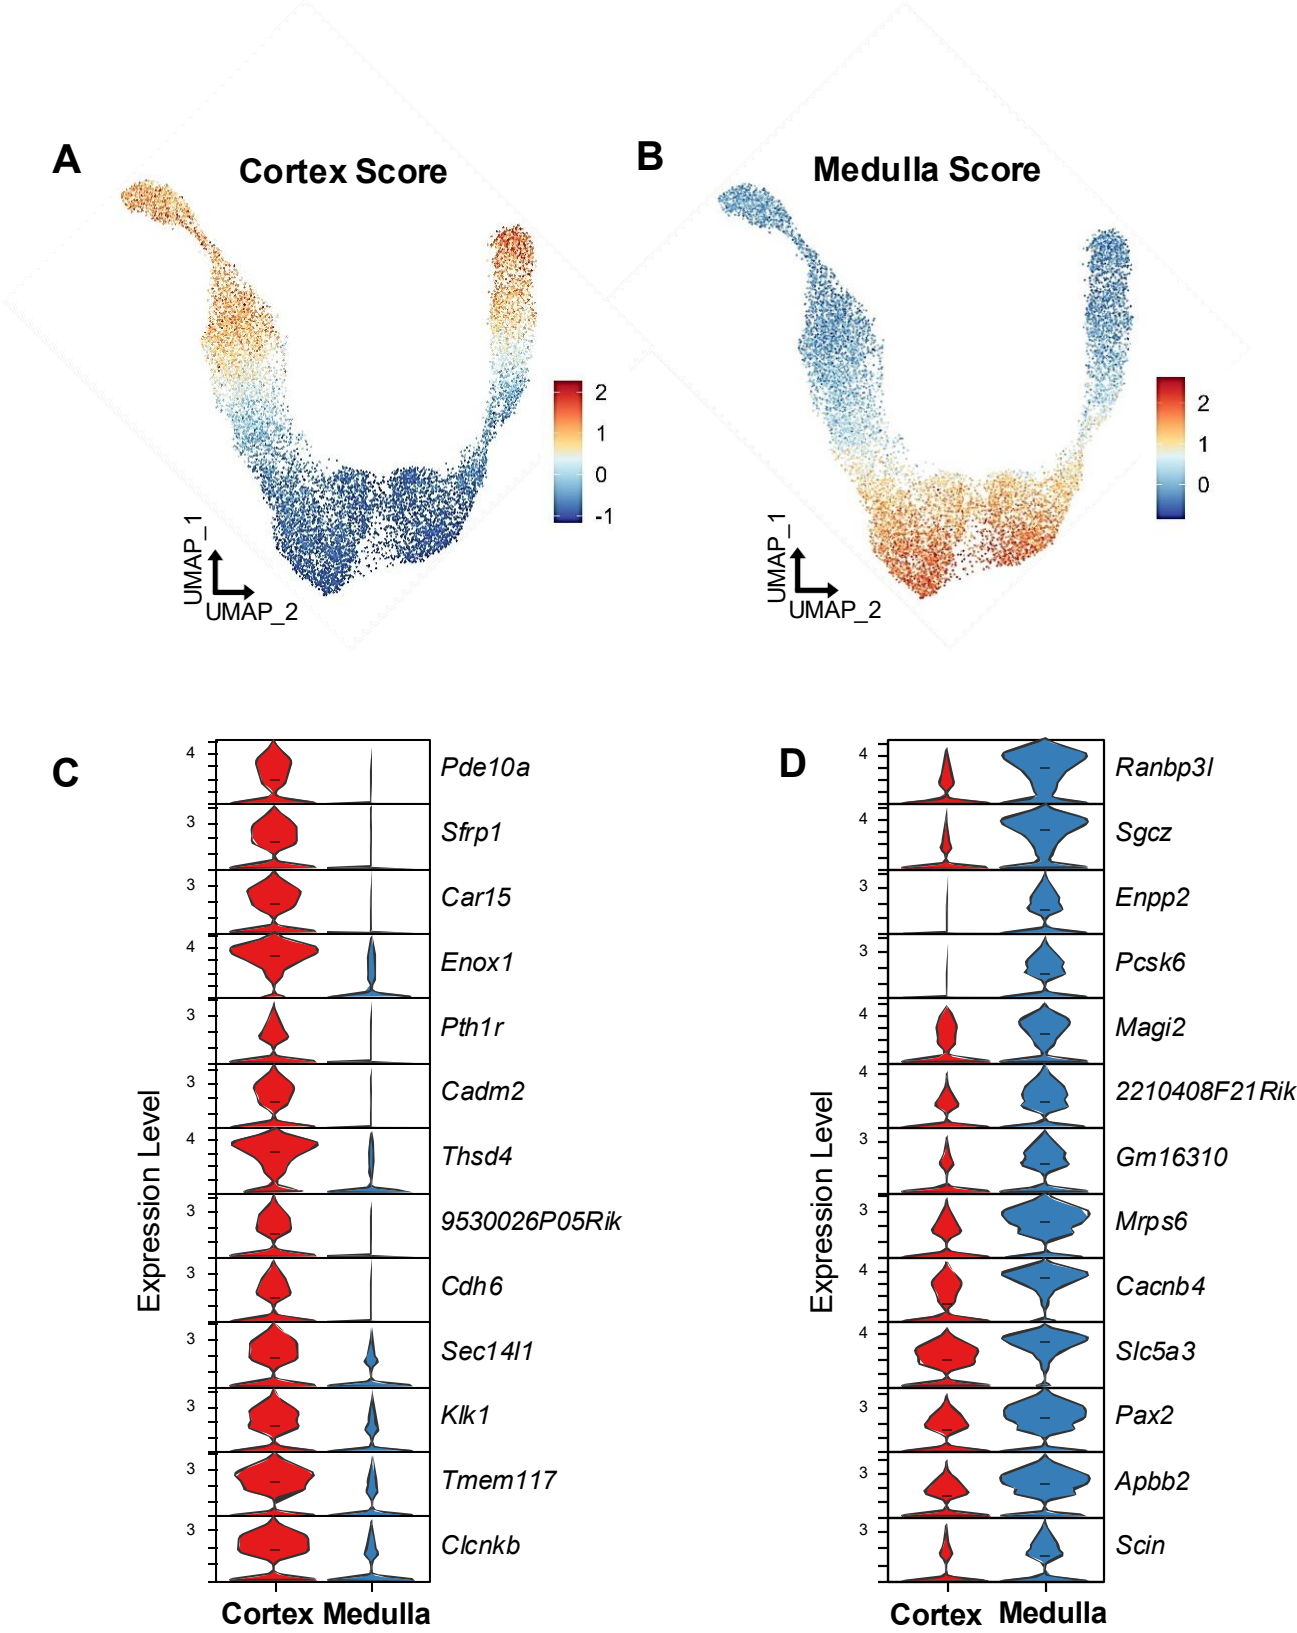

**Supplemental Figure 7. Cortico-Medullary TAL markers from enriched Single-Nuclei RNA-Seq analysis.** (A, B) UMAP projections showing the cortex (A) and medulla (B) score expression across all nuclei. Cortex and medulla scores were created using Seurat's 'AddModuleScore' function, based on the average expression of top differentially expressed genes (DEGs) enriched in the cortex (*Pde10a*, *Sfrp1*, *Car15*, *Enox1*, *Pth1r*, *Cadm2*, *Thsd4*, *9530026P05Rik*, *Cdh6*, *Sec14l1*, *Klk1*, *Tmem117*, *Clcnkb*) and the medulla (*Ranbp3l*, *Sgcz*, *Enpp2*, *Pcsk6*, *Magi2*, *2210408F21Rik*, *Gm16310*, *Mrps6*, *Cacnb4*, *Slc5a3*, *Pax2*, *Apbb2*, *Scin*). Color intensity represents the relative expression of these scores across nuclei. The spatial arrangement of the clusters reflects a continuous anatomical progression consistent with the organization of the kidney, highlighting the ability of these scores to distinguish cortical and medullary cells. This approach provides a valuable tool for analyzing TAL cells in the absence of spatial data. (C, D) Violin plots showing the expression of the top DEGs used to create cortex (C) and medulla (D) scores.

**Supplemental Figure 8. TAL cell diversity revealed by single-cell RNA-seq analysis, mouse whole-kidney**

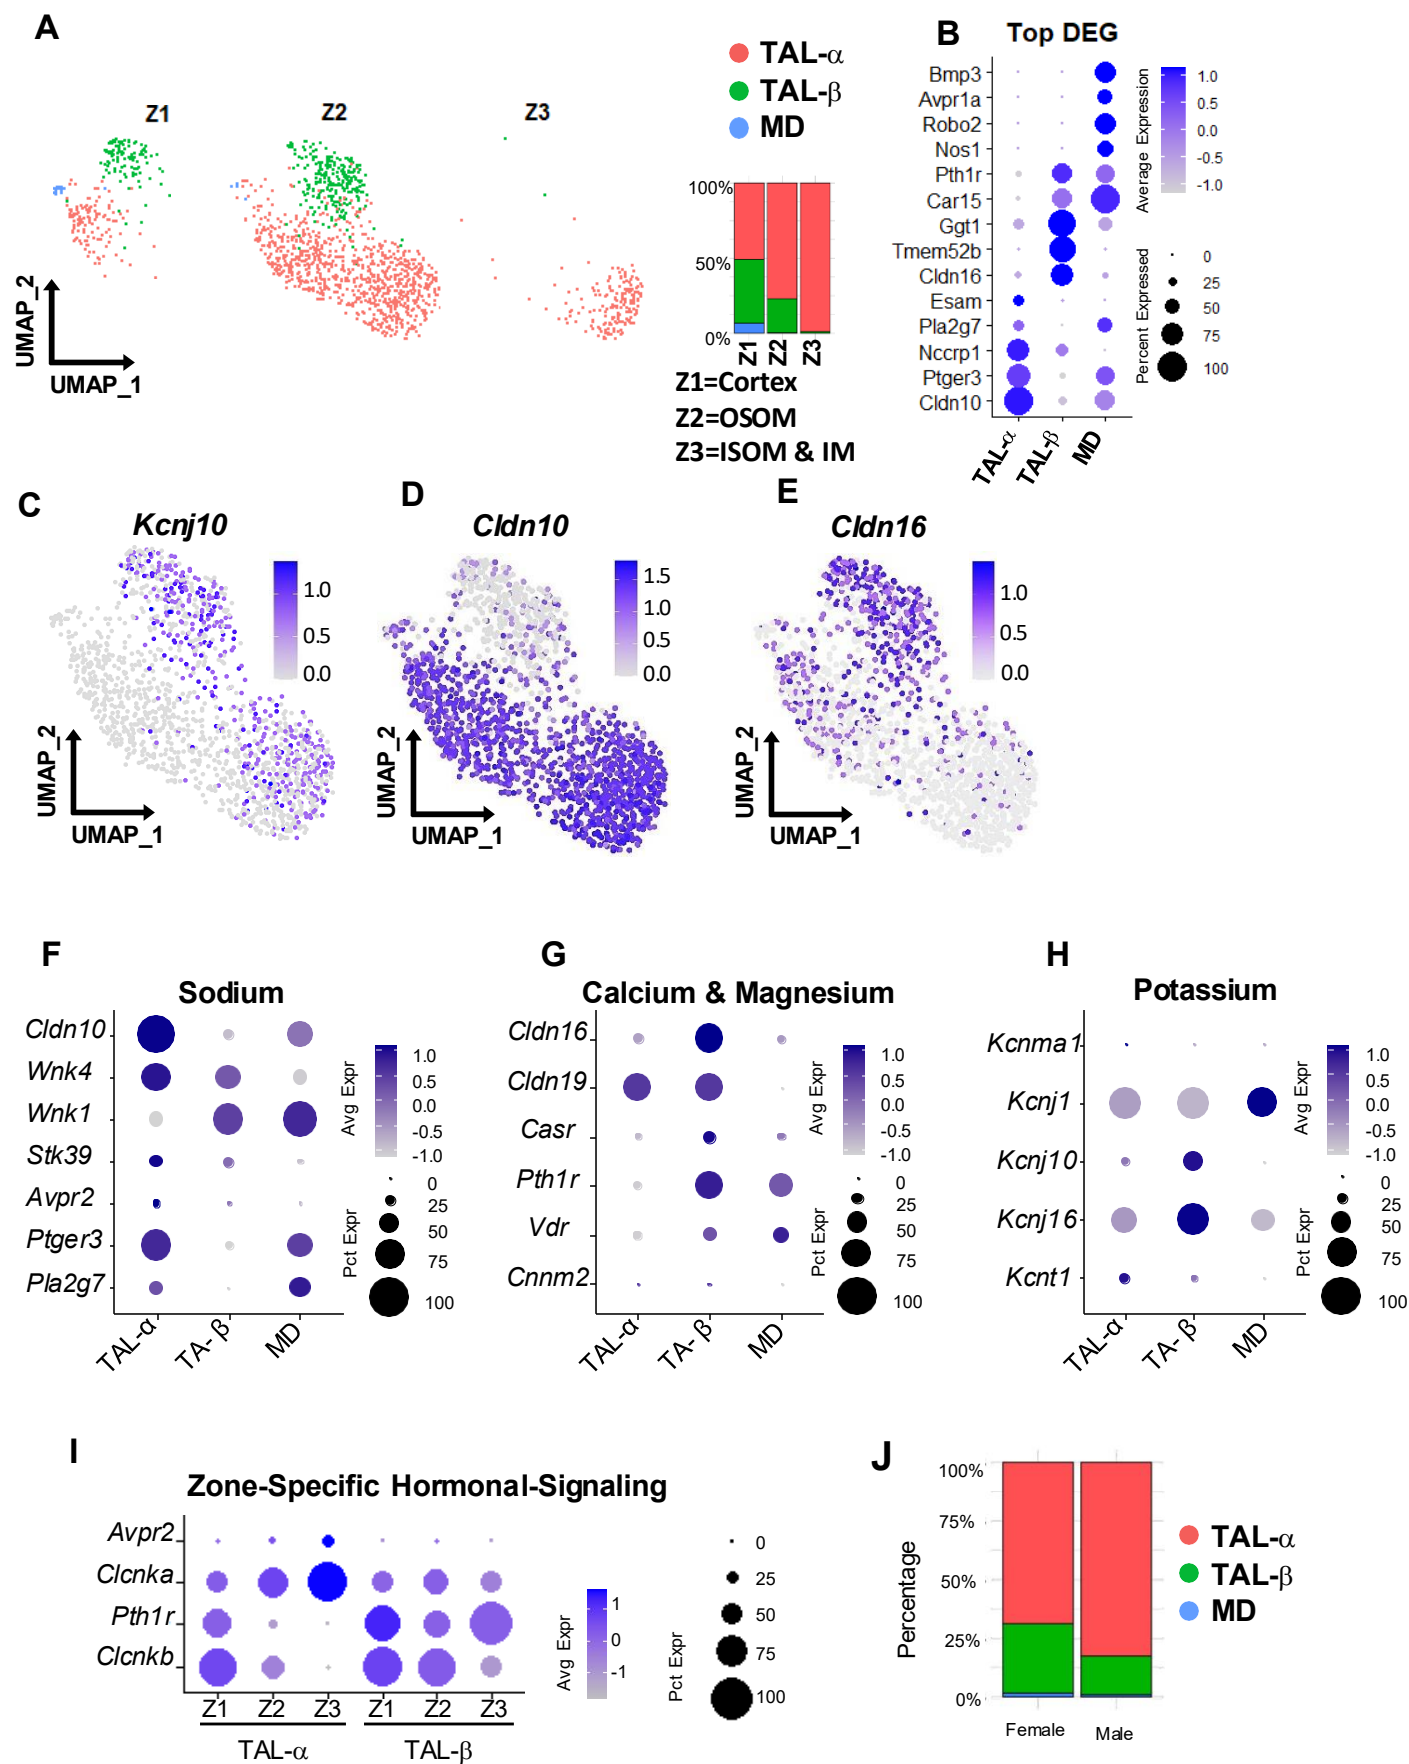

**Supplemental Figure 8. Cell type distribution and kidney zone localization of mouse TAL cells as determined in previously published Whole-Kidney single-cell RNA-seq Dataset by Ransick (1).** TAL cells (*Slc12a1* +) were subsetted from a previously published Whole-Kidney single-cell RNA-seq dataset by (1). **(A)** Uniform manifold approximation and projection (UMAP) displaying the origin of cells from different kidney zones according to (1). Z1 corresponds to the cortex, Z2 corresponds to the outer medulla, and Z3 corresponds to the inner medulla. Graph also shows percentage of cell type in different kidney zones. Z1, TAL- $\alpha$  (50.8%), TAL- $\beta$  (42.6%), MD (6.6%); Z2, TAL- $\alpha$  (77%), TAL- $\beta$  (22.6%), MD (0.4%); Z3, TAL- $\alpha$  (98.9%), TAL- $\beta$  (1.1%). **(B)** Dot plot of the top differentially expressed genes (DEGs) in each TAL cell population. UMAP plot displaying *Kcnj10* **(C)**, *Cldn10* **(D)**, *Cldn16* **(E)** transcript levels. Dot plot illustrating the distributions of transcripts associated with sodium transport **(F)**, calcium & magnesium **(G)** and potassium **(H)** transport. Genes related to the regulation of sodium transport exhibit higher expression in TAL- $\alpha$ , while genes linked to calcium transport show higher expression in TAL- $\beta$ . **(I)** Dot plot illustrating the distributions of *Avpr2*, *Pth1r*, *Clcnkb* and *Clcnka* transcripts levels across kidney zones. *Avpr2* exhibit higher expression in TAL- $\alpha$  with peak levels in medullary regions, while *Pth1r* show higher expression in TAL- $\beta$  with peak levels in cortex. *Clcnka* and *Clcnkb* serve as cortico-medullary markers, with *Clcnkb* more express in cortical regions and *Clcnka* in medullary regions (2). The data is normalized and scaled using a z-score to compare relative expression levels among cell clusters. "Average expression (Avg Expr)" refers to the z-scored of the average gene expression within a cluster, while "Percent expressed (Pct Expr)" denotes the proportion of cells within a cluster expressing the gene. **(J)** Graph showing percentage of cell types in males and females. Females, TAL- $\alpha$  (68.8%), TAL- $\beta$  (29.6%), MD (1.6%); Males, TAL- $\alpha$  (82.6%), TAL- $\beta$  (16.4%), MD (1.0%).

Supplemental Figure 9. Human TAL cell population

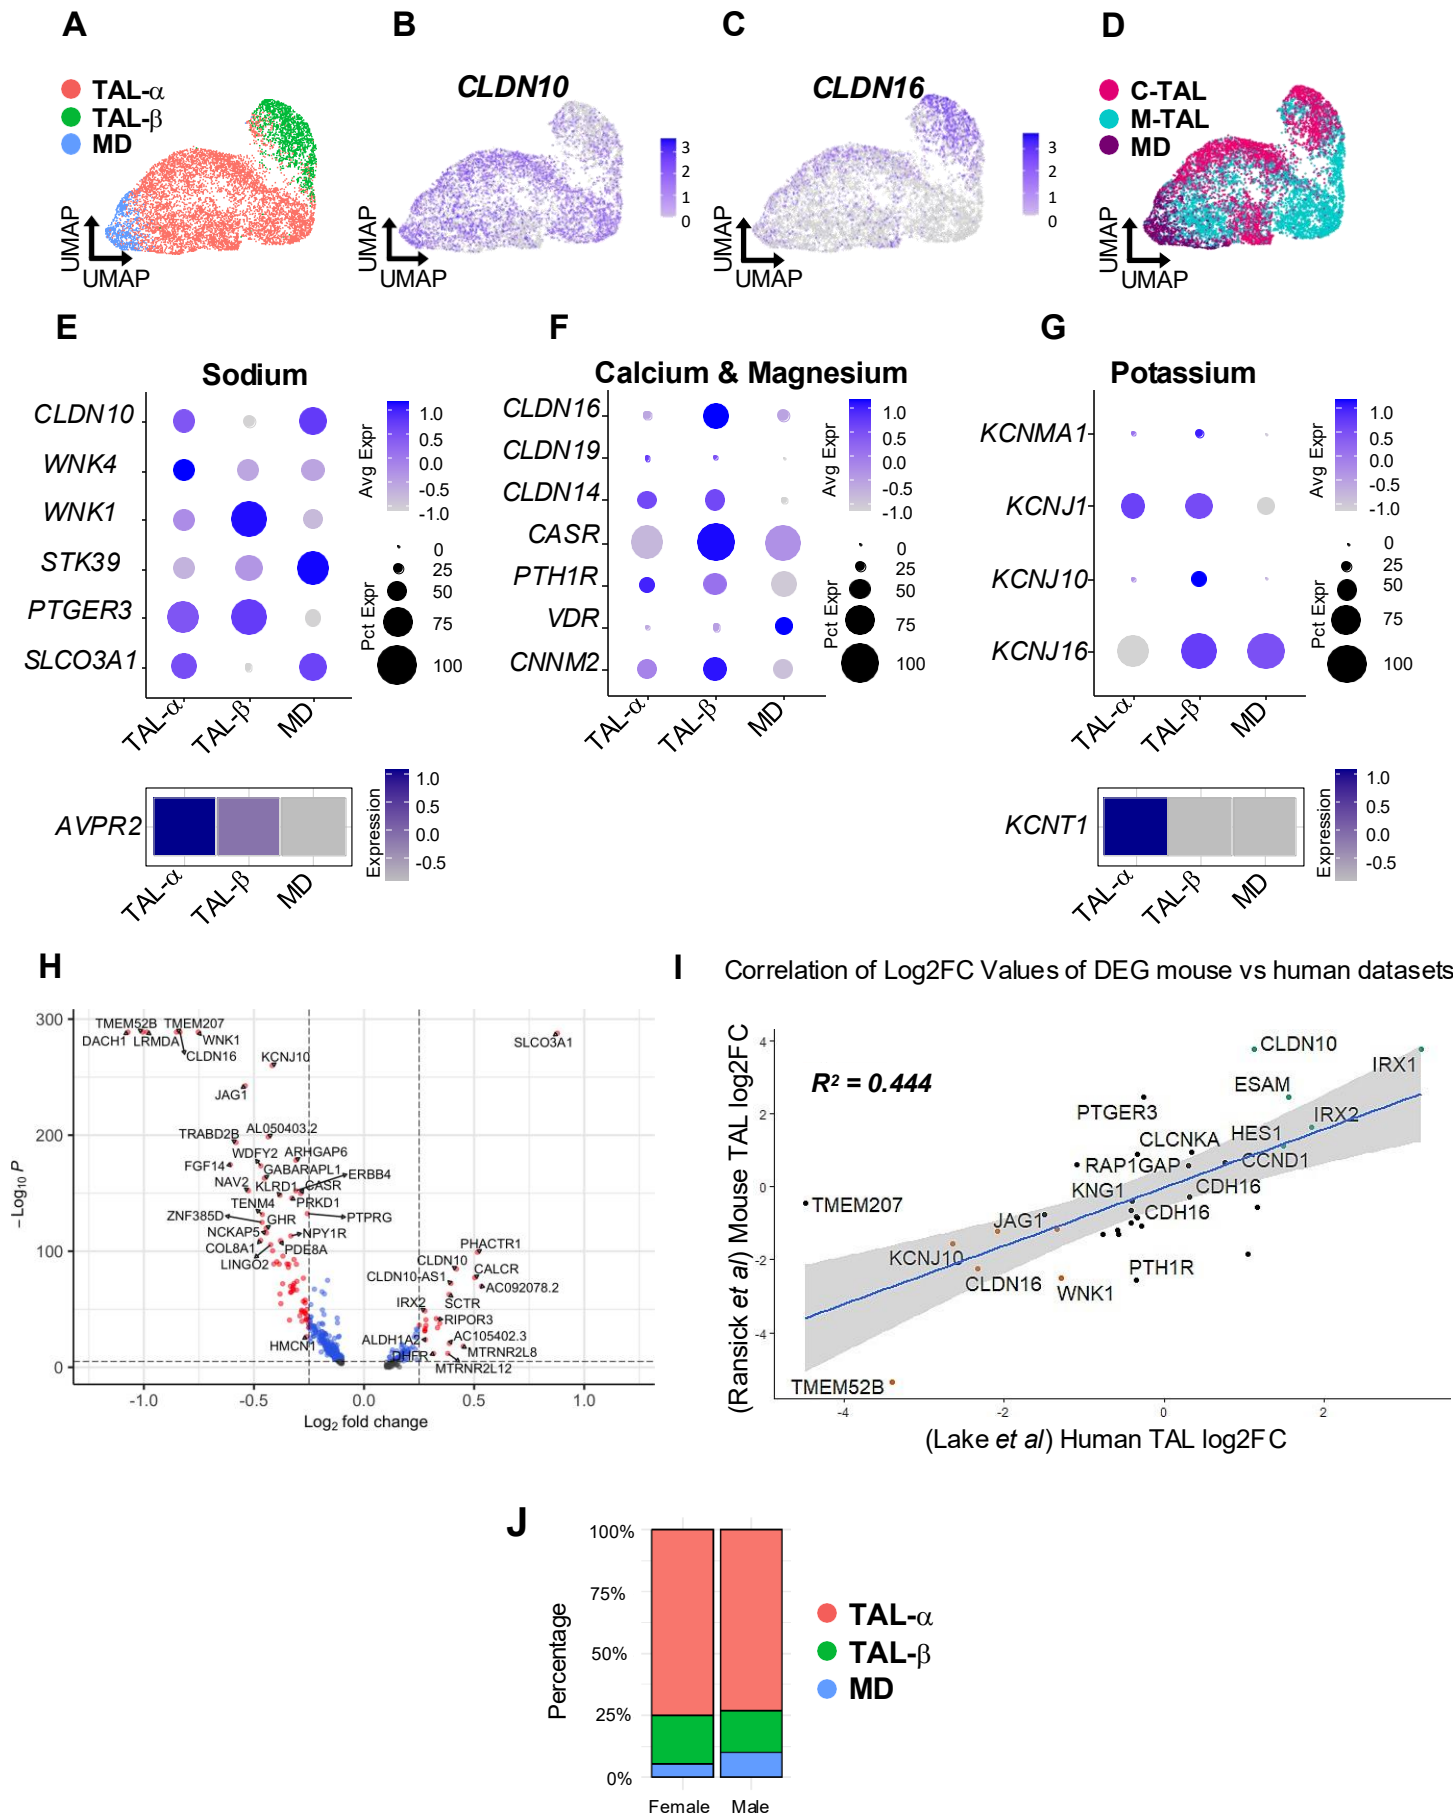

**Supplemental Figure 9. Cell type distribution and kidney zone localization of human TAL cells as determined in previously published single-nuclei RNA-seq Dataset by (3).** (A) Uniform manifold approximation and projection (UMAP) visualization of TAL cell populations identified from a single-nucleus RNA-sequencing (snRNA-seq) dataset (WashU-UCSD\_HuBMAP\_KPMP-Biopsy\_10X-R\_12032021.h5Seurat) obtained from the Kidney Precision Medicine Project (KPMP) (3). The TAL population consists of three distinct cell types, all characterized by *SLC12A1* expression: TAL- $\alpha$ , TAL- $\beta$ , and macula densa (MD). TAL- $\alpha$  accounts for 73.9%, TAL- $\beta$  for 17.9% and macula densa (MD) cells for 8.2%. (B-C) UMAP projections displaying nuclei expressing the genes claudin 10 (*CLDN10*) (B) and claudin 16 (*CLDN16*) (C). (D) UMAP projection illustrating the zonal origin of TAL cells across different kidney regions, as determined from KPMP. (E-G) Dot plots and heatmaps illustrate gene expression patterns associated with: (E) Sodium transport (*CLDN10*, *WNK4*, *WNK1*, *STK39*, *PTGER3*, *SLCO3A1*, *AVPR2*), which are enriched in TAL- $\alpha$ . (F) Calcium and magnesium transport (*CLDN16*, *CLDN19*, *CLDN14*, *CASR*, *PTH1R*, *VDR*, *CNNM2*), with higher expression in TAL- $\beta$ . (G) Potassium transport (*KCNMA1*, *KCNJ1*, *KCNJ10*, *KCNJ16*, *KCNT1*). Data normalization and scaling: Gene expression data were normalized and z-score scaled to enable comparison of relative expression levels across clusters. "Avg Exp" (Average Expression) and "Expression" (Relative Expression) represents the z-scored mean gene expression within a cluster, while "Pct Exp" (Percent Expressed) denotes the percentage of cells in a cluster with detectable expression of the gene. (H) Volcano plot showing differentially expressed genes (DEGs) that define the TAL- $\alpha$  and TAL- $\beta$  cell clusters. (I) Correlation analysis comparing the cluster-defining DEGs of TAL- $\alpha$  and TAL- $\beta$  between human (3) and mouse (1) datasets. The x-axis represents the average log<sub>2</sub> fold change of human DEGs, while the y-axis represents the average log<sub>2</sub> fold change of mouse DEGs. The coefficient of determination ( $R^2$ ) is provided. (J) Graph showing percentage of cell types in males and females. Females, TAL- $\alpha$  (75.1%), TAL- $\beta$  (19.6%), MD (5.3%); Males, TAL- $\alpha$  (73.1%), TAL- $\beta$  (16.8%), MD (10.1%).

Supplemental Figure 10. TAL cell diversity revealed by single-nuclei RNA-seq analysis, rat kidney

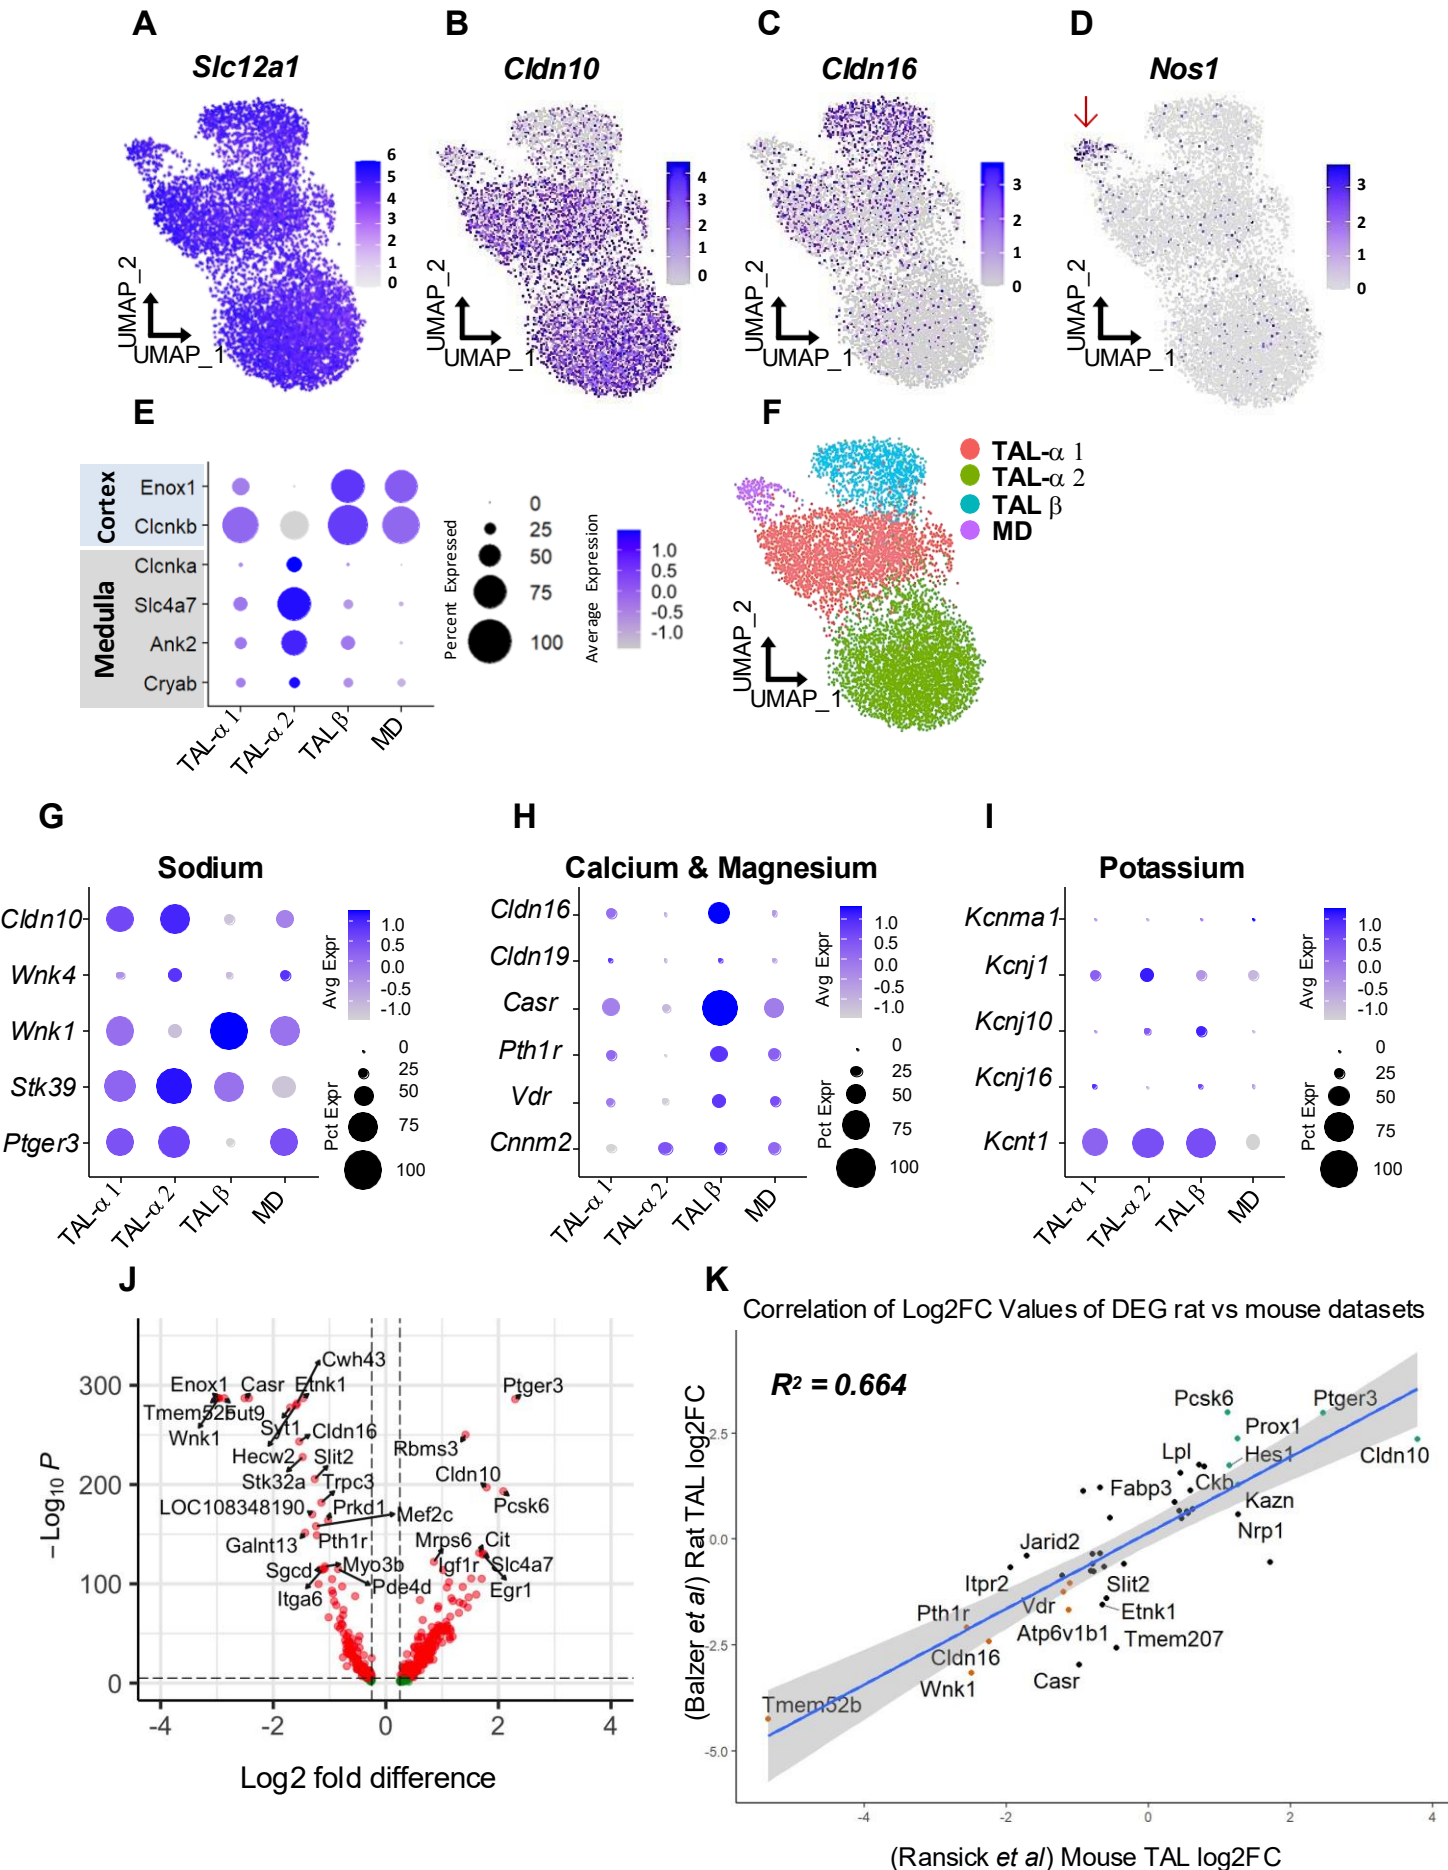

**Supplemental Figure 10. Cell type distribution of rat TAL cells as determined in previously published Whole-Kidney single-nuclei RNA-seq Dataset by (4).** TAL cells (*Slc12a1* +) were subsetted from a previously published Whole-Kidney single-cell RNA-seq dataset by (4). Uniform manifold approximation and projection (UMAP) projection displaying nuclei expressing *Slc12a1* (A), *Cldn10* (B), *Cldn16* (C) and *Nos1* (D) genes from single-nuclei RNA-sequencing (snRNA-seq) rat dataset (4). (E) DotPlot of genes 'more expressed in the cortex', *Enox1*, *Clnkb*, and genes 'more expressed in the medulla', *Clnka*, *Slc4a7*, *Ank2*, *Cryab*. (F) UMAP projection of thick ascending limb (TAL) population cells. There are four clusters among *Slc12a1* positive nuclei, TAL- $\alpha$ 1, TAL- $\alpha$ 2, TAL- $\beta$ , and macula densa (MD) cell types. TAL- $\alpha$  accounts for 83.7 % (comprising TAL- $\alpha$ 1 (32.8%) and TAL- $\alpha$ 2(50.9%)), TAL- $\beta$  for 14% and macula densa (MD) cells for 2.3%. (G-I) Dot plot illustrating the distributions of transcripts associated with sodium transport (G), calcium transport (H) and potassium transport (I). Genes related to the regulation of sodium transport exhibit higher expression in TAL- $\alpha$ , while genes linked to calcium transport show higher expression in TAL- $\beta$ . The data is normalized and scaled using a z-score to compare relative expression levels among cell clusters. "Average expression (Avg Expr)" refers to the z-scored of the average gene expression within a cluster, while "Percent expressed (Pct Expr)" denotes the proportion of cells within a cluster expressing the gene. (J) Volcano Plot showing cluster- defining differentially expressed genes (DEGs) of rat TAL- $\alpha$  (TAL- $\alpha$ 1 and TAL- $\alpha$ 2) and TAL- $\beta$  cell types. (K) Correlation analysis of cluster-defining DEGs between rat (4) and mouse (1). TAL- $\alpha$  versus TAL- $\beta$ . The x axis displays the average log2 fold change of rat DEGs, while the y axis shows the average log2 fold change of mouse DEGs. R2 represents the coefficient of determination.

Supplemental Figure 11. Summary of PIPseeker outputs and quality control of all nuclei

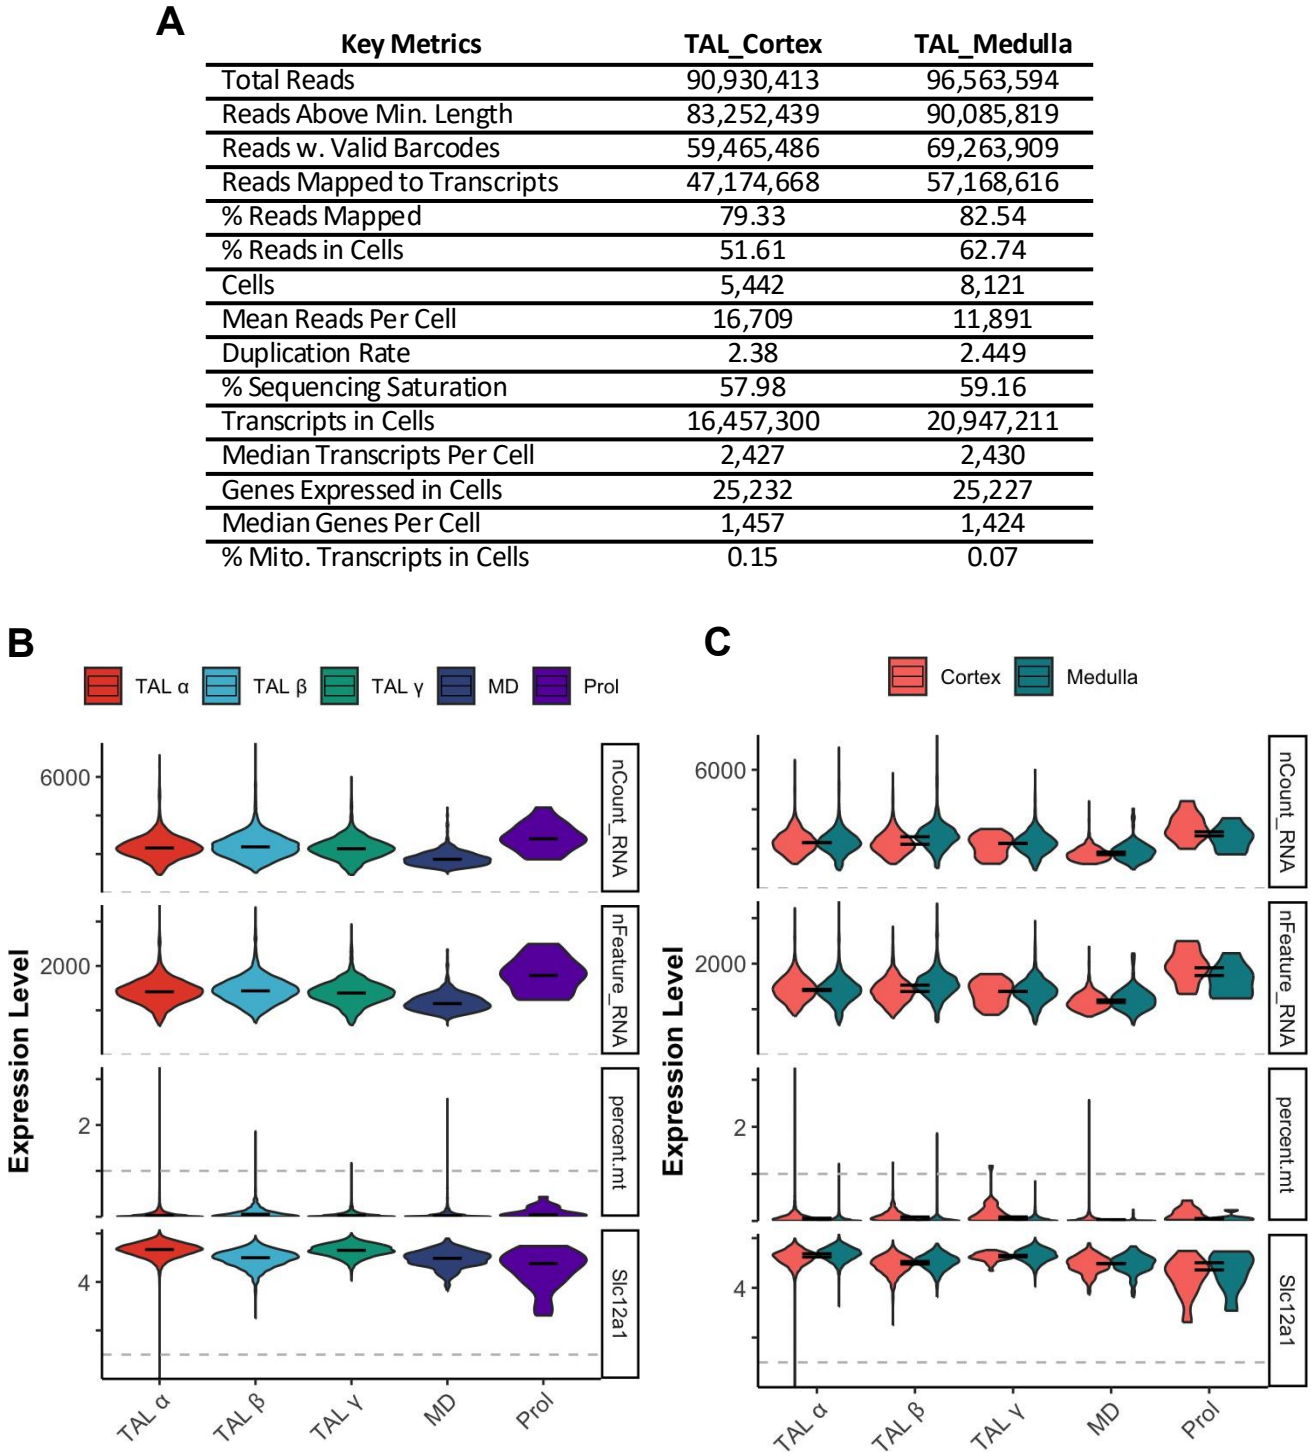

**Supplemental Figure 11. PIPseeker output summary and quality control metrics of single nuclei.** (A) Summary table of PIPseeker outputs across all samples. (B) Violin plots displaying quality control metrics across all nuclei, including total RNA counts (Count\_RNA), number of detected features (Feature\_RNA), percentage of mitochondrial gene expression (percent.mt), and expression of the *Slc12a1* gene. (C) Violin plots of the same metrics as in (B), stratified by sample.

**Supplemental Figure 12. Anatomically stratified TAL cell type characterization from transcriptomic analysis and expression of key membrane proteins**

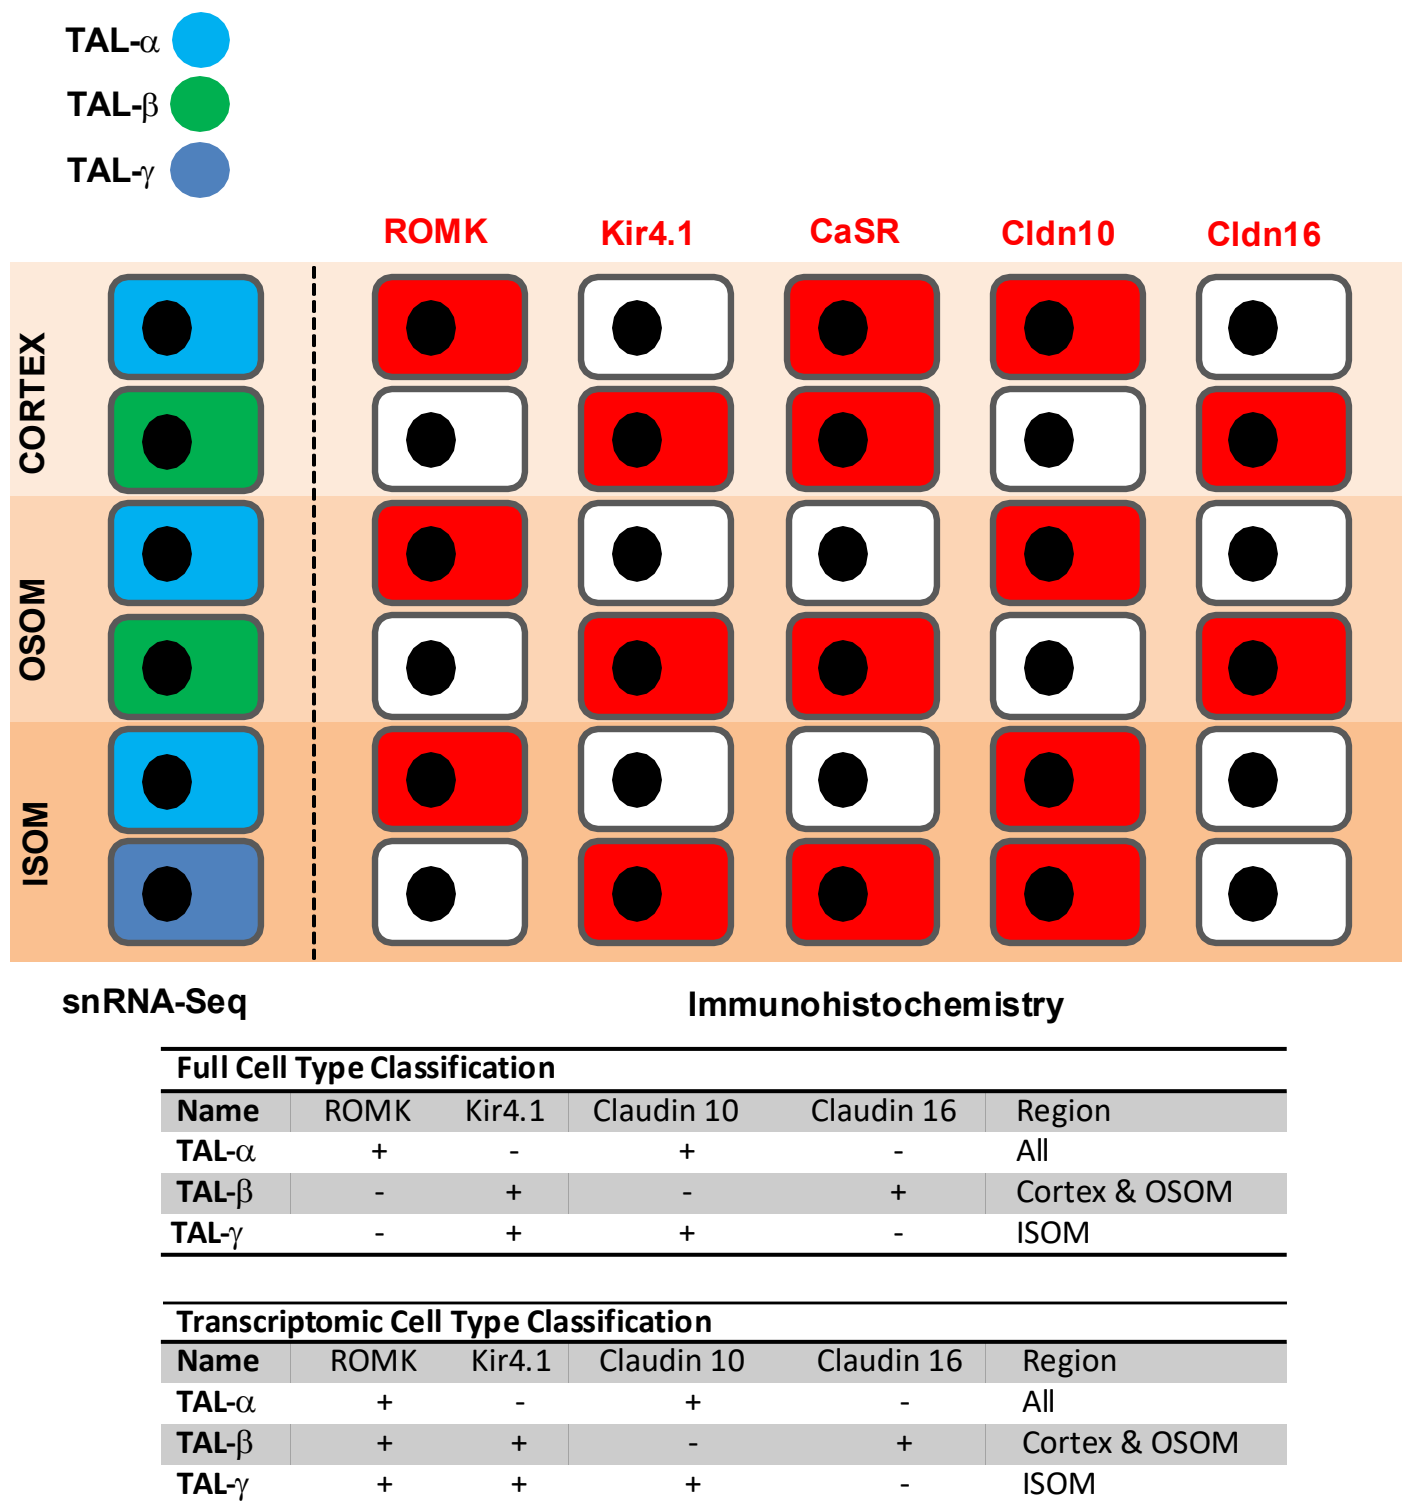

**Supplemental Figure 12. Anatomically stratified TAL cell type characterization from transcriptomic analysis and expression of key membrane proteins.** Data are from single-cell RNA-sequencing (scRNA-seq) and immunohistochemistry (IHC). Renal parenchymal zones are distinctly shaded. On the right, cells labeled red are positive for the respective product, cells labeled white are negative. Tables below list the key proteins and mRNAs in assignment to the respective cell types and kidney zones.

## Supplemental References

1. Ransick A, Lindstrom NO, Liu J, Zhu Q, Guo JJ, Alvarado GF, et al. Single-Cell Profiling Reveals Sex, Lineage, and Regional Diversity in the Mouse Kidney. *Dev Cell*. 2019;51(3):399-413 e7.
2. Dimke H, and Schnermann J. Axial and cellular heterogeneity in electrolyte transport pathways along the thick ascending limb. *Acta Physiol (Oxf)*. 2018;223(1):e13057.
3. Lake BB, Menon R, Winfree S, Hu Q, Melo Ferreira R, Kalhor K, et al. An atlas of healthy and injured cell states and niches in the human kidney. *Nature*. 2023;619(7970):585-94.
4. Balzer MS, Pavkovic M, Frederick J, Abedini A, Freyberger A, Vienenkotter J, et al. Treatment effects of soluble guanylate cyclase modulation on diabetic kidney disease at single-cell resolution. *Cell Rep Med*. 2023;4(4):100992.

How the deposited data were processed for this re-analysis (not part of the article)

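Nuclei sorted by FANS for Sun1-sfGFP from dissected cortex and dissected medulla of tamoxifen-treated NKCC2-INTACT mice were measured by single-nucleus RNA sequencing, with 1 library per region. The authors prepared the libraries with PIPseq chemistry 5.0, aligned reads to GRCm39 and counted transcripts with PIPseeker 3.3.0. The deposited values are whole-number counts per gene and barcode, without normalization, as a raw matrix of all barcodes and a filtered matrix of barcodes that PIPseeker called as nuclei. They precede the authors' removal of doublets with DoubletFinder, ambient RNA correction with SoupX, scTransform and integration, and the count matrices hold no cell type names. An annotated Seurat object that the paper mentions was not used here. The cluster numbers that the authors deposited with each library come from PIPseeker, 13 per library, and were used as an alternative only. UMAP coordinates were not used.

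The filtered matrices were read in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Nuclei with at least 500 genes and at most 5% mitochondrial counts were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold was used where it called between 0.5% and 25% of nuclei. In cortex it called 434 barcodes. In medulla it called 7 (0.0862%), so the 5% with the highest scores were removed there, 406 barcodes. SoupX and DoubletFinder were not used here. Both libraries were clustered together without integration on the log of counts per 10000, with 2000 highly variable genes, 10 principal components, 20 neighbours and Leiden clustering at resolution 0.8 (leidenalg 0.10.2, igraph 0.11.9, seed 1). The named genes were left out of the variable genes.

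Clusters were named from 14 lists of marker genes fixed before the data were examined, as were the main settings, the named genes and 29 alternatives. The TAL lists (8 genes for TAL-α-like, 8 for TAL-β-like, 7 for TAL-γ-like, 8 for MD-like and 10 for proliferating) came from the paper's own tables for these libraries, so the class names follow the paper's types and are not an independent classification. None of the named genes was in these lists. A marker counted as raised when a cluster held at least 10 counts of it at 1.5 times the CPM of all other nuclei. At least 3 raised markers were needed for a name, and the list with the highest mean log2 ratio gave it.

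Several rules of naming and clustering were set after the cluster markers had been seen and the shares compared with the paper's. The Leiden result with the best modularity of 20 starts was taken. A cluster was called mixed α/γ where at least 0.5 of both lists were raised, and mixed β/γ where its top 10 genes held more γ than β markers. A proliferating name needed a mean log2 ratio of at least 1. A cluster of 1162 cortical and 374 medullary nuclei had 5 of 8 TAL-α and 7 of 10 proliferation markers raised and would not have been named TAL-α-like without this rule. A cluster stayed unnamed where another list had more genes among its top 10 or a larger share of raised markers. An unnamed cluster would have counted as TAL if its Slc12a1 CPM reached 0.5 of the level over all nuclei and no other list was raised by a mean log2 ratio of at least 1. These rules kept the mixed α/γ cluster (0.384% of TAL nuclei in cortex and 28.9% in medulla) and the mixed β/γ cluster (2.38% and 5.22%) out of the classes. The classification was then left unchanged. Counting the mixed clusters with TAL-α-like and TAL-β-like nuclei was added as 1 further alternative after seeing the data.

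Expression is the sum of counts over a class and library as CPM, with no gene filter. CPM carry exact Poisson, ratios of classes or of libraries conditional binomial, and shares of nuclei Clopper-Pearson intervals, each at 95%, and a count of 0 is set to a limit of 3 counts. The intervals treat counts as independent and cover counting error only. Ratios needed at least 50 nuclei in each class, which left cortical TAL-γ-like nuclei without ratios except in the ranking of all genes in the closing section, where this minimum was not applied. Nuclei are not replicates, so no p-value, standard error across nuclei or number of changed genes was computed. Detection is the share of nuclei with at least 1 count. It is set beside proximal tubule-like barcodes with at most 2 Slc12a1 counts, and was repeated after thinning each nucleus to 1000 counts, which left out 0 cortical and 22 medullary nuclei of the classes compared. Scores are the mean of the natural log of 1 plus counts per 10000 over the 13 genes of each score.

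The named genes are the 26 that the Results text or Figure 4 names for these data and the genes of both scores. The rule was written when values of the paper's supplemental tables had been seen. All 26 named genes and all 26 score genes matched by Ensembl identifier to GENCODE M39 on GRCm39, which gave the coordinates. The annotation release used by the authors is not named in the paper's text.

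The alternatives were 13 for class shares, 10 for expression, 3 for detection, 2 for scores and 1 for nuclei and depth. They changed doublet removal, filters on genes and mitochondrial counts, genes for clustering, resolution (0.4 and 1.2), principal components (30), Pearson residuals, separate clustering, the deposited clusters, the denominator, TMM factors over class sums from edgeR 4.0.16 in R 4.3.3, the mean over nuclei, subtraction of an ambient profile from barcodes with 10 to 99 counts, a minimum of 100 counts and depth. The ambient share in TAL nuclei was not estimated by SoupX, and the subtraction used the Umod and Egf counts of 82 cortical and 101 medullary proximal tubule-like barcodes with at most 2 Slc12a1 counts, divided by the share of both genes in the low-count barcodes, which gave 2.08% in cortex and 0.852% in medulla. Choosing barcodes with little Slc12a1 can make these shares too low.

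The procedure was tested on simulated data. With 200 of 11125 genes changed between simulated class sums, the 95% interval held the true ratio for 95.7% of genes and called 96.0% of the changed genes in their direction. The sums were drawn as independent Poisson counts, the model that the interval assumes. The coverage therefore checks the calculation and not the spread between nuclei of the real data. Of 1600 nuclei drawn from the 4 TAL class profiles, 100.0% were given their class, which tests the procedure on profiles without intermediate nuclei. Figures were drawn with matplotlib 3.10.9. Immunostaining, electrophysiology and the rat, human and other mouse datasets of the paper were not analysed here.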

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

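Of the tests below, those on free RNA in every droplet and on Slc12a1 expressed by proximal tubule cells were chosen only after the result was seen.

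After filtering and doublet removal, 21.9% of the clustered nuclei of the cortex library (1097 of 5008) and 5.37% of those of the medulla library (414 of 7714) lay outside the TAL clusters, a signal in sorted nuclei that the paper's TAL dataset does not analyse. Proximal tubule-like nuclei made up 12.6% of clustered nuclei in cortex and 2.96% in medulla, DCT-like nuclei 2.56% and 0.441%, endothelial-like nuclei 1.40% and 0.415%, and intercalated cell-like nuclei 0.539% and 0.143%. A further cluster stayed unnamed, with 4.85% and 1.41%, and had 7 stromal, 5 podocyte and 4 immune markers raised. No cluster took the name of the lists for connecting tubule or principal cells, thin limb, stroma, podocytes, immune cells or proliferating cells.

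In most proximal tubule-like barcodes of the cortex library Slc12a1 was counted at TAL levels. Of the proximal tubule-like barcodes of the cortex library, 526 had at least 10 Slc12a1 counts, with a median of 37 against 36 in TAL nuclei, and 82 had at most 2. The tables argue against free RNA in every droplet, since 13.0% of these barcodes had at most 2 Slc12a1 counts although their median was 3488 counts in all. They also argue against Slc12a1 expressed by proximal tubule cells themselves, since Egf per Slc12a1 count was 112% of the TAL level in barcodes with at least 10 Slc12a1 counts. A TAL nucleus and another nucleus in the same barcode remains: barcodes with at least 10 Slc12a1 counts held 2346.5 more counts at the median than those with at most 2 (5834.5 against 3488), and the median TAL nucleus held 2227. In medulla the medians were 7085.5 and 4555, against 2393 in TAL nuclei. A candidate explanation is therefore that sorted particles often held a labelled TAL nucleus together with an unlabelled nucleus, or that nuclei stuck together after sorting. Scrublet gave these barcodes a median score of 0.0270 in cortex, against 0.0513 in TAL nuclei, and of 0.0989 in medulla, against 0.0826. Proximal tubule-like barcodes with at most 2 Slc12a1 counts had medians of 0.00985 and 0.0438. The 2346.5 counts do not tell whether the pairing arose in the sort or in the droplets. The excess in cortex over medulla was not tested, and with 1 library per region it cannot be separated from the library. Barcodes with little Slc12a1 stay unexplained, and a biological source such as labelling outside the TAL was not tested.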

How the results depend on the processing

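The alternative that counts the mixed α/γ cluster with TAL-α-like and the mixed β/γ cluster with TAL-β-like nuclei was chosen after seeing the data. All others were planned, and all of the planned ones were run. No paired analysis was possible because each region is a single library and nothing links nuclei of the libraries. Leaving out a replicate was not possible with 1 library per region.

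Class shares depended most on the processing. Of 112 alternative values for 8 shares, 60 lay outside the 95% interval of the reported share. With doublets kept, TAL-α-like nuclei made up 39.6% in cortex, TAL-β-like nuclei 29.7% and 4.12% (cortex and medulla), and MD-like nuclei 24.7% and 2.00%. A minimum of 1000 genes gave TAL-β-like shares of 34.9% and 11.2% and an MD-like share of 17.6% in cortex. With at most 1% mitochondrial counts, TAL-α-like shares were 41.5% and 23.6%, TAL-β-like 29.2% and 4.43%, and MD-like 23.2% and 1.90%. Keeping the named genes for clustering gave, in medulla, 33.5% TAL-α-like, 5.78% TAL-β-like and 24.0% TAL-γ-like nuclei. Leaving out genes more than 2-fold apart between the libraries gave 22.6% TAL-α-like nuclei in medulla, TAL-β-like shares of 34.1% and 11.2%, a TAL-γ-like share of 0.813% in cortex and an MD-like share of 18.4% in cortex. Resolution 0.4 gave 19.8% TAL-α-like nuclei in medulla and TAL-β-like shares of 33.7% and 11.5%. Resolution 1.2 gave 39.9% TAL-α-like nuclei in cortex, TAL-γ-like shares of 2.66% and 31.9%, and MD-like shares of 24.4% and 2.04%. With 30 principal components, TAL-α-like shares were 42.3% and 19.4%, and TAL-β-like shares 33.3% and 10.7%. Pearson residuals gave, in medulla, 27.4% TAL-α-like, 10.5% TAL-β-like and 23.5% TAL-γ-like nuclei, and 33.3% TAL-β-like nuclei in cortex. Separate clustering gave TAL-α-like shares of 42.4% and 20.6%, TAL-β-like 35.2% and 10.6%, TAL-γ-like 0.0% and 28.8%, and 22.4% MD-like nuclei in cortex. The deposited PIPseeker clusters gave TAL-α-like shares of 32.0% and 33.9%, TAL-β-like 34.2% and 10.1%, TAL-γ-like 0.0% and 41.2%, and 24.2% MD-like nuclei in cortex. Over all nuclei passing the filters, shares were 35.4% and 29.6% TAL-α-like, 24.7% TAL-β-like and 15.5% MD-like in cortex, and 25.3% TAL-γ-like in medulla, by construction of the larger denominator. The added grouping gave 60.2% TAL-α-like nuclei in medulla and TAL-β-like shares of 34.1% and 11.7%. For the other settings the cause was not tested. A minimum of 200 genes left the 8 shares unchanged by construction, since no called barcode had fewer than 647 genes. Its values among the 112 therefore test nothing. The cortical share of TAL-γ-like nuclei stayed between 0.0% and 2.66% and the medullary share between 23.5% and 41.2%.

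Expression ratios between classes were steadier in direction than in size. Of 96 ratios, 87 had a 95% interval that excluded 1. Over all alternatives there were 1049 values, of which 196 lay outside the interval of the reported ratio without being labelled reversed. A further 2 values, among the 87 ratios, reversed. The ratio of Kcnt1 in TAL-α-like to TAL-β-like nuclei in cortex was 0.912 with the deposited PIPseeker clusters, and the ratio of Slc9a2 in TAL-α-like to TAL-β-like nuclei in medulla was 1.30 at resolution 0.4. In each case the cause was not tested. Among the ratios whose interval held 1, that of Slco3a1 in TAL-γ-like to TAL-β-like nuclei went from 0.962 to 1.43 with the deposited PIPseeker clusters. The ratio of Kcnj10 in TAL-β-like to TAL-α-like nuclei was 563 in cortex with the ambient profile subtracted, which lowers the 8 counts in TAL-α-like nuclei by construction. In medulla it was 53.3 at resolution 0.4 and 78.5 with the deposited PIPseeker clusters, and the cause was not tested. The ratio of Kcnj1 in TAL-α-like nuclei to the other classes of the medulla was 1.24 with the added grouping, where the cause was not tested either. Subtraction of the ambient profile moved all 94 ratios it could give further from 1. Resolution 1.2 gave values for 94 ratios and the filter at 100 counts for 93, and the rest got no value.

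An interval came to exclude or to hold 1 in 29 cases, all under alternatives that changed which nuclei formed the classes. Alternatives that only rescaled counts, such as TMM factors and subtraction of the ambient profile, are outside this count and may add cases. The deposited PIPseeker clusters and resolution 0.4 gave 7 each, a minimum of 1000 genes 5, the added grouping 5, doublets kept 2, named genes kept 2 and resolution 1.2 gave 1. The ratio of Slc9a3 in cortex over medulla in MD-like nuclei was 0.485 and became 6.71 (2.26 to 32.8) with the deposited PIPseeker clusters. The ratio of Slc9a2 in TAL-α-like to TAL-β-like nuclei of the cortex excluded 1 with doublets kept (0.863) and at resolution 1.2 (0.870), and that of the medulla held 1 at a minimum of 1000 genes (0.938). The cortex to medulla ratio of Kcnj10 in TAL-α-like nuclei, 0.268, held 1 at resolution 0.4 (0.488) and with the deposited PIPseeker clusters (0.515). That of Slc9a3 in TAL-β-like nuclei, 1.00, excluded 1 at resolution 0.4 (0.874 to 0.989) and with the added grouping (0.871 to 0.986).

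Of 216 alternative values for 20 cortex to medulla ratios, 38 lay outside the interval. Thinning to 1000 counts moved 43 of 49 detection shares, by construction of the lower depth, so detection shares are limited by depth. The differences in score between the libraries kept their sign in all 20 alternative values. In TAL-α-like nuclei the cortex score difference, 0.834, was 0.736 thinned and 0.867 with the score genes that are also named genes left out, and no spread between replicates exists to judge these moves. Counting nuclei in TAL clusters instead of called barcodes lowers their number by construction, from 5442 to 3911 and from 8121 to 7300. Cldn14 and Avpr2 rest on few counts, 14 and 26 in cortical TAL-β-like nuclei, and for cortical TAL-γ-like nuclei, 17 in number, no ratio of a named gene was computed.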

Differences from the paper's values

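The grouping that counts mixed clusters with TAL-α-like and TAL-β-like nuclei was chosen only after the values had been seen. The paper's tests took nuclei as replicates, whereas the values here carry counting intervals and no test. A share, a number of nuclei or a depth is listed as differing where the values are more than 1.5 times apart and further apart than 0.5 of the width of the 95% counting interval, and a log2 fold change where the latter holds or the signs differ. Of 22 shares, numbers of nuclei and depths that the paper states, 5 differ by this rule. Within 1.5 times, but outside the counting interval, lie the paper's 41.4% TAL-α, 34.4% TAL-β and 17.4% MD cells in cortex (45.3%, 31.7% and 19.8% here), its 28.5% TAL-γ cells in medulla (26.7%), and its 18.4% TAL-β, 18.8% TAL-γ and 6.86% MD cells over both libraries (15.2%, 17.5% and 7.87%). The paper's cortical shares add up to 94.0%, whereas those for medulla and for both libraries add up to 100.0%. Its shares for medulla and both libraries, with its numbers of nuclei, give 47.4% TAL-α cells in cortex, above the 45.3% here, while its 41.4% lies below.

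In medulla the paper reports 60.3% TAL-α cells, and 31.3% were TAL-α-like here. Over both libraries the paper reports 55.8%, and 36.2% were TAL-α-like here. None of the 13 alternatives set before the data were examined brought the medullary share within 1.5 times of the paper's value. The rule that keeps the mixed α/γ cluster apart, set after the cluster markers had been seen, also applied in each of these alternatives. By its Cldn10 and Kcnj10 levels that cluster has the pattern by which the paper defines TAL-α cells. Keeping the named genes for clustering gave 37.6% over both libraries, which is within 1.5 times of the paper's value but far below it, and the other 12 alternatives set beforehand still differ. Counting the mixed clusters with these classes, which was chosen after seeing the values and drops 0 of the paper's 24 listed gene changes by sign, gave 60.2% in medulla and 55.1% over both libraries. For TAL-β cells in medulla the paper reports 9.9%, and 6.44% were TAL-β-like here. The share no longer differs at a minimum of 1000 genes, with genes more than 2-fold apart left out, at resolution 0.4, with 30 principal components, with Pearson residuals, with separate clustering and with the deposited PIPseeker clusters, and it still differs under the other 6 alternatives set beforehand. It also no longer differs under the grouping chosen after seeing the values, which drops 0 of the listed changes. For proliferating cells the paper reports 0.1% in medulla and 0.14% over both libraries. Nuclei with at least 3 proliferation markers made up 0.0411% and 0.0624% here. The medullary value rests on 3 nuclei, and its Clopper-Pearson interval (0.00848 to 0.120), which is not symmetric, holds the paper's value. The medullary value no longer differs at a minimum of 1000 genes and the value over both libraries with Pearson residuals, and each still differs under all other alternatives, the added grouping included.

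The log2 fold changes of Supplemental Data 1 compare each class with all other TAL nuclei over both libraries. The paper took them from Seurat after SoupX and scTransform, whereas those here are ratios of raw class sums. Both rest on the same libraries, so the counting interval serves as a yardstick and does not measure the spread between them. All 24 values compared have the same sign here, 16 differ beyond the counting interval, and the median absolute difference is 0.17. With the grouping chosen after seeing the values, which drops 0 of the 24 by sign, 9 differ and the median absolute difference is 0.06, but 1 of the 24 shares of nuclei with a count then differs by the rule for shares, where 0 do otherwise. That share is Cldn10 in TAL-β, which the paper gives as 0.6%, against 2.29% under this grouping and 1.05% without it.

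For TAL-α cells the paper's log2 fold change is 1.30 for Cldn10, 0.41 for Kcnj1, 0.40 for Stk39 and 0.98 for Kcnma1, and the values here are 0.70, 0.12, 0.14 and 1.33. They differ under all 10 alternatives set beforehand and no longer differ under the grouping chosen after seeing the values, which drops 0 of the listed changes. The paper's values of 1.55 for Ptger3 and 1.68 for Slco3a1 stand against 0.77 and 1.13 here, and differ under every alternative, the added grouping included.

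For TAL-β cells the paper's value for Cldn10 is -6.86, against -5.30 here, and it no longer differs with the ambient profile subtracted, while all other alternatives still differ. The paper's values of 2.19 for Cldn16 and 2.24 for Kcnj10 stand against 1.99 and 1.99 here. Both no longer differ at a minimum of 1000 genes, at resolution 0.4 and with the deposited PIPseeker clusters, nor under the grouping chosen after seeing the values, which drops 0 of the listed changes, and they differ under the other 7 alternatives. The paper's 1.49 for Cnnm2 stands against 1.38 here. It no longer differs under the same 3 alternatives set beforehand, with the ambient profile subtracted, or under the grouping chosen after seeing the values, which drops 0 of the listed changes, and it differs under the other 6. The paper's 2.55 for Wnk1 stands against 2.41 here and no longer differs with the deposited PIPseeker clusters alone. The paper's 0.63 for Kcnj16 stands against 0.58 here and no longer differs with the mean over nuclei alone. The paper's 1.63 for Casr and 2.98 for Pth1r stand against 1.52 and 2.73 here and differ under every alternative.

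For TAL-γ cells the paper's 1.95 for Kcnj10 stands against 1.61 here and no longer differs at resolution 1.2 alone. For MD cells the paper's 7.99 for Nos1 stands against 8.78 here and differs under every alternative.

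Some statements on direction also differ. The paper states that 5 genes are higher in TAL-α and TAL-γ than in TAL-β cells. In TAL-α-like nuclei the 5 ratios to TAL-β-like nuclei were above 1 in cortex and medulla, although the medullary Avpr2 interval held 1. In TAL-γ-like nuclei Stk39 (1.44) and Ptger3 (18.8) were higher, whereas Slco3a1 (0.962), Wnk4 (1.03) and Avpr2 (1.67) had intervals that held 1. Slco3a1 was higher in TAL-γ-like nuclei with the deposited PIPseeker clusters (1.43) and lower with the named genes kept for clustering (0.869). Avpr2 was higher with doublets kept (2.01), at a minimum of 1000 genes (1.58), at resolution 0.4 (1.61) and with the grouping chosen after seeing the values (1.64), which drops 0 of the listed changes. The paper's own table gives negative changes in TAL-γ cells for Wnk4 (-0.45, against -0.40 here) and Slco3a1 (-1.31, against -1.25 here). Its table does not list Stk39, Avpr2 and Ptger3 for TAL-γ, Avpr2 and Kcnt1 for TAL-α, or Cldn14 for TAL-β cells.

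The paper names 6 calcium and magnesium genes as enriched in TAL-β cells, and 5 of them were so here against TAL-α-like nuclei. Cldn14 was not distinguishable, at 1.23 in cortex and 2.23 in medulla. The paper's discussion, unlike its results, says that Cldn14 was not seen and relates this to low expression at normal blood calcium. Against TAL-α-like nuclei its medullary interval excluded 1 with the grouping chosen after seeing the values (3.07), which drops 0 of the listed changes. Against TAL-γ-like nuclei it excluded 1 at a minimum of 1000 genes (7.28), at resolution 0.4 (5.08), with the deposited PIPseeker clusters (4.52) and with that grouping (4.99).

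The paper places Kcnma1 mainly in TAL-α cells. It was higher in MD-like than in TAL-α-like nuclei (541 against 461 CPM in cortex), and higher in TAL-α-like than in TAL-β-like and TAL-γ-like nuclei. Figure 4J of the paper also draws MD above TAL-α cells. With TMM factors the cortical α to MD ratio was 0.984. The paper limits Kcnt1 to medullary TAL-α and TAL-γ cells. Here 107 counts lay in cortical TAL-α-like and 32 in medullary TAL-β-like nuclei, at lower CPM (24.4 and 24.9) than in medullary TAL-α-like (91.1) and TAL-γ-like nuclei (203), and 10 counts lay in the 17 cortical TAL-γ-like nuclei (274 CPM). The paper places the highest Avpr2 levels in the medulla. In TAL-α-like nuclei, which leave out the mixed α/γ nuclei of the medulla, the cortex to medulla ratio was 1.21 (0.888 to 1.64). Among the 4 named classes the highest level, 20.7 CPM, was that of medullary TAL-γ-like nuclei. The paper places Slc9a2 mainly in the cortex at similar levels in TAL-α and TAL-β cells. The cortical ratio of 0.993 and the cortex to medulla ratio of 1.94 in TAL-α-like nuclei go the same way, while MD-like nuclei had the highest level, 522 CPM. The paper describes TAL-γ cells as exclusive to the medulla, and 17 cortical nuclei were TAL-γ-like here. Its legend gives a cortical share of 0.6%, against 0.435% here.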

Other observations

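Of the tests below, those on free RNA in the genes with the highest and lowest cortex to medulla ratios, on doublets of α and γ nuclei, on free RNA of TAL-β cells and of the medulla library, on the library instead of the region, on a shift of a whole library and on deep cortex in the medulla dissection were chosen only after the result was seen.

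Pth1r and Casr were counted together in cortical TAL-α-like nuclei with Cldn10. An α and a β nucleus in the same barcode would bring Tmem52b, which 91.5% of cortical TAL-β-like nuclei hold. Of these 206 nuclei 4.37% held it, against 2.63% of TAL-α-like nuclei without Pth1r. Tmem52b was a naming marker and was not left out of clustering, so barcodes with it could be placed outside this class. The low share therefore cannot exclude such pairs. Free RNA from TAL-β cells is argued against, since Tmem52b stood at 0.858% of its TAL-β-like CPM in TAL-α-like nuclei, whereas Pth1r stood at 32.6% and Casr at 51.8%. Expression of Pth1r and Casr by cortical TAL-α cells remains as a hypothesis, found and tested on the same data. For CaSR the paper has separate protein evidence. Its immunostaining often showed CaSR in cTAL cells that were positive for ROMK, which the paper assigns to TAL-α cells.

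The medullary cluster with α and γ markers held 28.9% of medullary TAL nuclei. An α and a γ nucleus in the same barcode would bring the Kcnj10 of TAL-γ cells, but the cluster stood at 5.44% of the TAL-γ-like level. Its median depth, 2284 counts, was no higher than the 2336 of TAL-γ-like nuclei. Free RNA of the medulla library would raise Scel in every class, but TAL-β-like nuclei had 2.42% of the level in the cluster. Its Kcnj10 level, 8.85 CPM, was close to the 6.81 CPM of medullary TAL-α-like nuclei. With Cldn10 high and Kcnj10 low, the cluster has the pattern by which the paper defines TAL-α cells. The cluster holds 15 cortical nuclei, so a difference between libraries stays open for it. Its mean medulla score of 2.54 was near the 2.43 of TAL-γ-like nuclei, but its position along the medulla was not tested further.

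TAL-γ-like nuclei came almost entirely from the medulla library. Free RNA of that library is argued against, since Tmem207 in medullary TAL-α-like nuclei stood at 0.932% of its TAL-γ-like level. A difference between the 2 libraries rather than the regions cannot be told apart from the region, because there is 1.0 library per region. The region itself, which the dissection names, stays among the open explanations.

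MD-like nuclei, 106 in number, were found in the medulla library. Their cortex score differed by 0.0200 from that of cortical MD-like nuclei, 2.40% of the difference in TAL-α-like nuclei. This is consistent with deep cortex carried along in the medulla dissection, which the authors' superficial cortical strip would leave there. A score that does not depend on region in MD cells could give the same value. The same 0.0200 argues against a shift of every nucleus of 1 library as the source of the difference of 0.834 in TAL-α-like nuclei. A library effect on some classes alone stays open, as does the region.

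Both libraries are labelled male. Xist reached 0.487 CPM in TAL nuclei, whereas 4 Y-linked genes (Uty, Ddx3y, Kdm5d and Eif2s3y) reached 724 CPM in cortex and 677 CPM in medulla, which argues against nuclei of female mice.

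Within TAL classes, the genes with the highest cortex to medulla ratios were Robo2 (5.43), Atp2b4 (4.39) and Hmga2 (4.39) in TAL-α-like nuclei, Acsm2 (3.48), mt-Nd1 (2.71) and mt-Nd2 (2.64) in TAL-β-like nuclei, and mt-Co3 (2.49), Nfia (2.49) and Cacul1 (2.17) in MD-like nuclei. The lowest ratios were those of Scel (0.132), Ranbp3l (0.140) and Ano4 (0.161) in TAL-α-like, Pcsk6 (0.355), Enpp2 (0.411) and Cacnb4 (0.422) in TAL-β-like, and Rgs6 (0.471), Lrmda (0.544) and Slit3 (0.548) in MD-like nuclei. Scel and Ano4 were also TAL-γ markers and Robo2 an MD marker in the naming of clusters. In TAL-γ-like nuclei the ratios rest on 17 cortical nuclei. Kl reached 6.09 (3.11 to 10.8), Tox3 4.50 and Rsl1d1 4.01, and Rgs7, Amy1 and Abcd3 had 0 cortical counts. Between 1743 (MD-like) and 6800 (TAL-α-like) genes with at least 200 counts were ranked per class. Free RNA adds about the same CPM to every class of a library. For 3 of the 12 genes with the highest ratios (Robo2, Atp2b4 and Hmga2) the tables argue against free RNA from other cells of the cortex, since another TAL class of the cortex library with at least 50 nuclei held at most 21.8% of the CPM by which the class exceeded the medulla library, with an upper limit below 0.5 of the lower limit of that excess. By the same rule they argue against free RNA from other cells of the medulla library for 8 of the 12 genes with the lowest ratios (Scel, Ranbp3l, Ano4, Pcsk6, Cacnb4, Rgs7, Lrmda and Slit3), where the value was at most 19.7%. For the remaining 9 genes with the highest and 4 with the lowest ratios this rule does not tell free RNA from expression. No other TAL class fell below that limit, and the genes were picked for the pattern. Of these, 5 of the 9 were at a higher CPM in low-count barcodes of the cortex library than in the class, and 4 of the 4 in those of the medulla library. Among the 5 were the mitochondrial transcripts mt-Nd1, mt-Nd2 and mt-Co3, which nuclei do not transcribe. They had 895, 1136 and 2054 CPM in the low-count barcodes of the cortex library, against 143, 148 and 184 in the class. For these transcripts, expression by the nuclei is argued against. The regions themselves stay an open explanation.

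Outside the TAL clusters, the genes with the highest CPM after Malat1 were Slc8a1 (8251) and Slc12a3 (6473) in DCT-like nuclei, Zbtb20 (6750) and Ghr (5831) in proximal tubule-like nuclei, Slc12a1 (11383) and Egf (9471) in endothelial-like nuclei, and Slc12a1 (14125) and Egf (10643) in the unnamed cluster. Malat1 had 28293 CPM in proximal tubule-like nuclei. TAL nuclei had 19147 CPM of Slc12a1 and 9378 CPM of Egf. Of 35 comparisons between classes that both libraries allow, 0 went in opposite directions.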
